# Egr2 induction in spiny projection neurons of the ventrolateral striatum contributes to cocaine place preference in mice

**DOI:** 10.7554/eLife.65228

**Published:** 2021-03-16

**Authors:** Diptendu Mukherjee, Ben Jerry Gonzales, Reut Ashwal-Fluss, Hagit Turm, Maya Groysman, Ami Citri

**Keywords:** striatum, cocaine, reward, ensembles, IEG, transcriptomics, Mouse

## Abstract

Drug addiction develops due to brain-wide plasticity within neuronal ensembles, mediated by dynamic gene expression. Though the most common approach to identify such ensembles relies on immediate early gene expression, little is known of how the activity of these genes is linked to modified behavior observed following repeated drug exposure. To address this gap, we present a broad-to-specific approach, beginning with a comprehensive investigation of brain-wide cocaine-driven gene expression, through the description of dynamic spatial patterns of gene induction in subregions of the striatum, and finally address functionality of region-specific gene induction in the development of cocaine preference. Our findings reveal differential cell-type specific dynamic transcriptional recruitment patterns within two subdomains of the dorsal striatum following repeated cocaine exposure. Furthermore, we demonstrate that induction of the IEG *Egr2* in the ventrolateral striatum, as well as the cells within which it is expressed, are required for the development of cocaine seeking.

## eLife digest

The human brain is ever changing, constantly rewiring itself in response to new experiences, knowledge or information from the environment. Addictive drugs such as cocaine can hijack the genetic mechanisms responsible for this plasticity, creating dangerous, obsessive drug-seeking and consuming behaviors.

Cocaine-induced plasticity is difficult to apprehend, however, as brain regions or even cell populations can react differently to the compound. For instance, sub-regions in the striatum – the brain area that responds to rewards and helps to plan movement – show distinct responses during progressive exposure to cocaine. And while researchers know that the drug immediately changes how neurons switch certain genes on and off, it is still unclear how these genetic modifications later affect behavior.

Mukherjee, Gonzales et al. explored these questions at different scales, first focusing on how progressive cocaine exposure changed the way various gene programs were activated across the entire brain. This revealed that programs in the striatum were the most affected by the drug.

Examining this region more closely showed that cocaine switches on genes in specific ‘spiny projection’ neuron populations, depending on where these cells are located and the drug history of the mouse. Finally, Mukherjee, Gonzales et al. used genetically modified mice to piece together cocaine exposure, genetic changes and modifications in behavior. These experiments revealed that the drive to seek cocaine depended on activation of the *Egr2* gene in populations of spiny projection neurons in a specific sub-region of the striatum. The gene, which codes for a protein that regulates how genes are switched on and off, was itself strongly activated by cocaine intake.

Cocaine addiction can have devastating consequences for individuals. Grasping how this drug alters the brain could pave the way for new treatments, while also providing information on the basic mechanisms underlying brain plasticity.

## Introduction

Psychostimulant addiction is characterized by life-long behavioral abnormalities, driven by circuit-specific modulation of gene expression (Nestler, 2014; Nestler and Lüscher, 2019; Salery et al., 2020; Steiner, 2016). Induction of immediate-early gene (IEG) transcription in the nucleus accumbens (NAc) and dorsal striatum (DS) are hallmarks of psychostimulant exposure (Berke et al., 1998; Caprioli et al., 2017; Chandra and Lobo, 2017; Gao et al., 2017b; Gerfen, 2000; Gonzales et al., 2020; Guez-Barber et al., 2011; Hope et al., 1994; Moratalla et al., 1996; Mukherjee et al., 2018; Nestler et al., 1993; Nestler, 2001; Nestler and Aghajanian, 1997; Piechota et al., 2010; Turm et al., 2014). As such, IEG induction has been utilized to support the identification of functional neuronal assemblies mediating the development of cocaine-elicited behaviors (‘cocaine ensembles’; Bobadilla et al., 2020; Cruz et al., 2013). Within these striatal structures, the principal neuronal type is the spiny projection neuron (SPN), which is comprised of two competing subtypes, defined by their differential expression of dopamine receptors. Expression of the D1R dopamine receptor is found on direct-pathway neurons, responsible for action selection by promoting behavioral responses, while D2R-expressing indirect pathway neurons are responsible for action selection through behavioral inhibition (Kreitzer and Malenka, 2008; Lipton et al., 2019). In the striatum, the cellular composition of cocaine ensembles varies by domain: Fos-expressing cocaine ensembles in the NAc are enriched for D1R expression (Koya et al., 2009), while in the DS, IEG expression and psychostimulant-responsive ensembles are spatially segregated to the medial striatum (MS) and ventrolateral striatum (VLS), encompassing both D1R^+^ and D2R^+^ neurons in the MS, and enriched for D1R expression in the VLS (Caprioli et al., 2017; Cruz et al., 2015; Gonzales et al., 2020; Li et al., 2015; Rubio et al., 2015; Steiner and Gerfen, 1993). The VLS subregion partially overlaps with a lateral striatum segment enriched for *Gpr155* expression, defined in recent molecular striatal subdivisions (Märtin et al., 2019; Ortiz et al., 2020).

Depending on the history of prior cocaine exposure, a unique pattern of IEG induction is observed across brain structures (Mukherjee et al., 2018). This transcriptional code was characterized addressing a handful of transcripts within bulk tissue, warranting a comprehensive study of the induced gene expression programs across key structures of the reward circuitry. Here we comprehensively describe gene programs in progressive stages of cocaine experience across multiple brain structures, analyze the spatial and cell-type-specific patterns of IEG expression within prominently recruited brain regions, and functionally link induced gene expression to the development of cocaine preference.

Taking an unbiased approach to the identification of the cellular and molecular modifications underlying the development of cocaine-elicited behaviors, we analyzed dynamics of cocaine-induced transcription across five structures of the reward circuitry. Of these, the most prominently induced gene programs were in the DS. Addressing the spatial segregation of these transcriptional programs within the DS (studying 759,551 individual cells by multiplexed single-molecule fluorescence in-situ hybridization), we investigated the dynamics of cell-specific recruitment within the two striatal subdomains engaged by cocaine, the MS and VLS. While both D1R^+^ and D2R^+^ neurons in the MS were engaged transcriptionally throughout the development of cocaine sensitization, the recruitment of D1R^+^ neurons in the VLS fluctuated depending on the history of cocaine exposure. The IEG *Egr2*, which we find to be the most robustly induced following cocaine experience, serves as a prominent marker for these VLS ensembles. We therefore addressed the function of VLS Egr2^+^ ensembles, as well the role of VLS expressed Egr2-transcriptional complexes, in the development of cocaine seeking. Our results identify the VLS as a hub of dynamic transcriptional recruitment by cocaine and define a role for Egr2-dependent transcriptional regulation in VLS D1R^+^ neurons in the development of cocaine seeking.

## Results

### Characterization of transcriptional dynamics in the reward circuitry during the development of behavioral sensitization to cocaine

In order to characterize brain-wide gene expression programs corresponding to the development of psychostimulant sensitization, we exposed mice to cocaine (20 mg/kg, i.p.) acutely, or repeatedly (five daily exposures), as well as to a cocaine challenge (acute exposure following 21 days of abstinence from repeated exposure to cocaine) (Figure 1A). 

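Transcripts were sequenced from their 3′ ends in libraries that carry unique molecular identifiers (UMIs), short random tags that let PCR copies of 1 molecule be counted once. The authors deposited the number of UMI-collapsed reads on each gene, without normalization for library size. They had aligned the reads to GRCm38 with STAR and counted them with HTSeq. The table holds 19363 genes, of which 197 have no count, and 194 libraries.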

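The libraries came from 166 samples, each 1 structure of 1 mouse, and 28 of these samples were sequenced in 2 runs. The sample labels write chronic for repeated cocaine. The 0 hr group of acute cocaine is naive, that of repeated cocaine was taken 1 day after the fourth dose, and that of challenge is abstinent. Each time point of an experience had 3 to 5 mice in the DS, 2 to 4 in the NAc and Amy, 1 to 4 in the LCtx and 1 to 2 in the LH.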

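The sample names of Supplementary file 1 give 9 sequencing runs. In the DS, acute libraries came from 1 run and repeated and challenge libraries from another. For 2 mice per time point of every DS experience, a second library was sequenced in 1 further run that held all 3 experiences, called the shared run here. In the LCtx and NAc, no run held more than 1 experience of a structure. In the Amy and LH, acute and repeated libraries shared 1 run and challenge libraries came from 2 other runs. Experiences could therefore be compared within a run only in the DS, and for naive against repeated cocaine in the Amy and LH. In all other comparisons of experiences, the run and the experience cannot be told apart.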

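In the LCtx, the median number of counted reads per library was 3499269 for acute cocaine (range 2868094 to 6606165, 8 libraries), 3230531 for repeated cocaine (2747406 to 4601285, 7 libraries) and 2590222.5 for challenge (1193306 to 3779781, 14 libraries). In the NAc, it was 3391165 (2610155 to 3683464, 14 libraries), 3425537.5 (3084591 to 4072800, 8 libraries) and 3112384 (1769308 to 5676053, 15 libraries). In the DS, it was 3146614 (1441582 to 5524281, 24 libraries), 3066669 (1689860 to 4011041, 25 libraries) and 3582164 (1269391 to 10367769, 23 libraries). In the Amy, it was 3811584.5 (2829509 to 5869650, 8 libraries), 3274008 (2966581 to 3732084, 8 libraries) and 3239342 (2390783 to 8911089, 16 libraries). In the LH, it was 3423771.5 (2810642 to 4137331, 8 libraries), 4088197.5 (2400009 to 4731726, 8 libraries) and 3746626 (2615646 to 5949191, 8 libraries).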

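Genes were kept by edgeR's filterByExpr, libraries were scaled by its TMM method, and its quasi-likelihood model was fitted for each structure. Induced genes were called in 2 steps that follow the paper's. The first step kept genes that changed over time in at least 1 experience. The second step fitted each experience alone on those genes. In the LCtx, the single 4 hr mice of acute and repeated cocaine were left out, so genes of these 2 programs could peak at 1 or 2 hr only. A gene was called induced at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change over 1.2 at its peak. Baseline shifts compared the 0 hr mice that Supplementary file 1 marks for this use, with the libraries of 1 mouse summed. In the NAc and Amy, where the marked abstinent libraries came from 1 mouse, the other abstinent mice were added. Gene sets were summarized per mouse as a score, the mean over genes of log2(CPM + 1) after TMM scaling, and scores were compared by exact two-sided permutation of the labels.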

We then profiled transcription (applying 3′-RNA-seq) within key brain structures of the reward circuitry (limbic cortex = LCtx, nucleus accumbens = NAc, dorsal striatum = DS, amygdala = Amy, lateral hypothalamus = LH; see Figure 1—figure supplement 1 for the delineation of brain tissue dissected; Supplementary file 1 and Figure 1—figure supplement 2 for a description of the samples sequenced) at 0 (not exposed to cocaine on day of sample collection), 1, 2 or 4 hr post-cocaine exposure (Figure 1A). Mice exhibited increased locomotion upon acute exposure to cocaine, further increasing following repeated exposure and maintained after abstinence and challenge re-exposure, typical of locomotor sensitization to this intermediate cocaine dose (Figure 1B, F_8,312_ = 178.9, p<0.0001, ANOVA).

**Figure 1.**
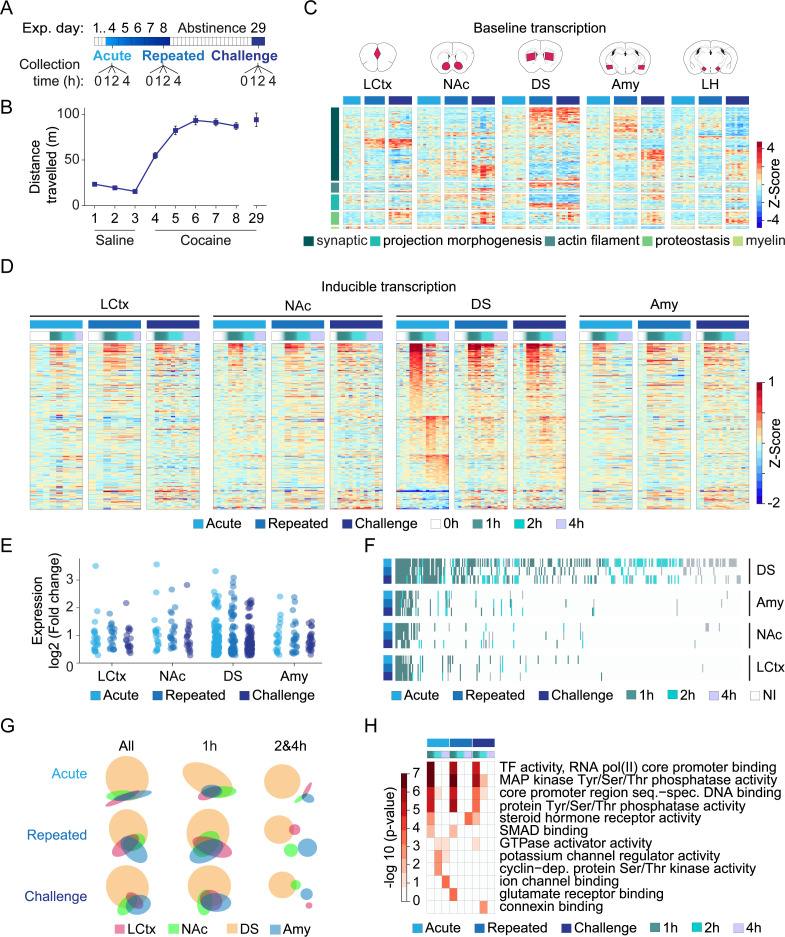
Transcriptional profiling resolves the dynamics of cocaine-induced gene expression within major nodes of the reward circuitry. (**A**) Scheme describing the cocaine sensitization paradigm and time points (0, 1, 2, 4 hr) at which samples were obtained for analysis of gene expression following acute (0 = cocaine naïve); repeated (fifth exposure to cocaine; 0 = 24 hr following fourth exposure); and challenge exposures (acute exposure following 21 days of abstinence from repeated exposure; 0 = abstinent mice). (**B**) Locomotor sensitization to cocaine (20 mg/kg i.p.; days 1–3 n = 58; days 4 n = 51; day 8 n = 30; day 29 n = 15) of mice included in this study. (**C**) Baseline shifts in expression of genes associated with categories of neuroplasticity following repeated cocaine exposure and abstinence (see Figure 1—figure supplements 1 and 2 for description of sectioned regions and RNA-seq QC). Heatmap depicting fold change of differentially expressed genes (normalized to cocaine naive samples and Z-scored per gene), with rows corresponding to individual genes, clustered according to annotation of biological function on Gene Ontology (p<0.05 FDR corrected). Columns correspond to individual mice – naïve (=azure); repeated (=blue); challenge (=navy) cocaine; n = 6–8 samples in each group across brain structures (LCtx = limbic cortex, NAc = nucleus accumbens, DS = dorsal striatum, Amy = amygdala and LH = lateral hypothalamus). Genes were selected from analysis of a subset of samples which were sequenced together (Figure 1—figure supplement 3A) and plotted here across all available samples (for gene identity, see Figure 1—figure supplement 4). (**D**) Heatmaps depicting expression of inducible genes. Data was normalized to 0 hr of relevant cocaine experience, log-transformed, and clustered by peak expression (selected by FC > 1.2 and FDR corrected p<0.05, linear model followed by LRT, see Materials and methods). Columns correspond to individual mice (0, 1, 2, 4 hr following acute, repeated vs challenge cocaine; see adjacent key for color coding) across LCtx, NAc, DS and Amy. n = 2–4 samples for individual time points of a cocaine experience within a brain nucleus. (**E**) Dot plots represent the peak induction magnitude of genes induced in the LCtx, NAc, DS, and Amy following acute, repeated, and challenge cocaine. (**F**) Heatmap addressing the conservation of gene identity and peak induction time. Induced genes are color coded by their time point of peak induction (NI = not induced). (**G**) Venn diagrams represent overlap of the genes induced in each brain nuclei following different cocaine experiences (all: 1 and 2 and 4 hr; early: 1 hr; late: 2 hr and 4 hr time points). (**H**) DEGs induced within the DS are enriched for GO terms associated with signaling and transcription at 1 hr, diversifying to regulators of cellular function and plasticity at later times. Heatmap represents significantly enriched GO terms (p < 0.05, Bonferoni corrected), graded according to p-value.

**Figure 1—figure supplement 1.**
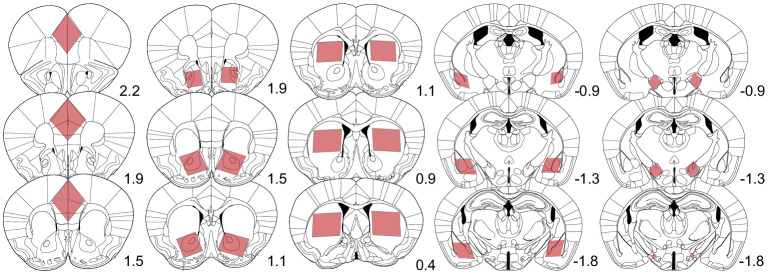
Boundaries of dissected brain structures. Illustration of the brain tissue collected for RNA extraction and sequencing analysis. Red shaded boxes represent the area dissected from 400-micron coronal sections at specific rostral (+) or caudal (−) distances from Bregma (marked by the number). Left to right, brain regions include limbic cortex (medial prefrontal and cingulate cortex), nucleus accumbens, dorsal striatum, amygdala, and lateral hypothalamus.

**Figure 1—figure supplement 2.**
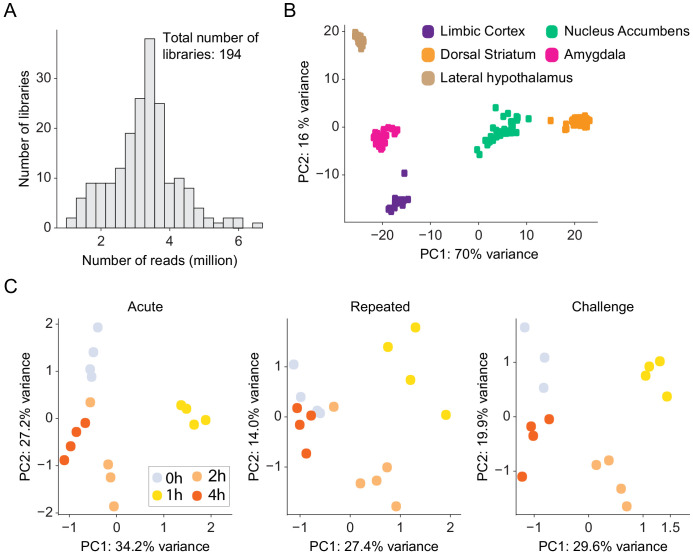
Quality control analysis of RNA-seq experiments. (**A**) Histograms of mean usable read depth of 3′-RNA-seq libraries. n = 194 libraries. (**B**) Principal component analysis (PCA) demonstrates clustering of RNA-seq libraries according to brain region, consistent with brain nuclei expressing distinct transcriptional profiles (Hawrylycz et al., 2012; Kang et al., 2011; Ortiz et al., 2020). Each dot represents individual libraries color coded by brain structure. n = 194 samples. (**C**) PCA of genes differentially expressed in the DS following acute, repeated, and challenge cocaine reveals clustering according to the time point of gene expression. Libraries of 1 hr time point are most distinct from the relevant control (0 hr) groups. Each dot represents a sample color coded according to its time point. n = 16 samples for each cocaine experience. These analyses indicate the robustness of transcriptional dynamics induced by cocaine and also provide an indication for the reproducibility of the experimental samples and the quality of the sequencing.

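The 194 libraries held between 1193306 and 10367769 counted reads, with a median of 3296647.5. The noise between libraries was measured as the chi-square per degree of freedom of their counts over genes with at least 20 counts. Its median was 2.65 for different mice of a condition within 1 run (153 pairs), 6.55 for different mice in different runs (113 pairs) and 5.90 for libraries of the same mouse in different runs (28 pairs). The lowest value over all pairs was 1.56, so libraries differed by more than counting error. Libraries of the same mouse in different runs differed more than different mice within a run.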

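PCA was computed on the 500 most variable genes of 167 libraries (those used for induced genes, and the LH). PC1 held 65.8% of the variance and PC2 18.2%. With all 14296 expressed genes in place of the most variable ones, PC1 held 39.6%. PC1 ran from 27.6 to 39.4 in the 48 DS libraries, from 4.20 to 21.7 in the 36 NAc libraries, and was at most -17.9 in every other library. PC2 set the remaining structures apart: it ran from 14.8 to 28.2 in the 28 LCtx libraries, from -3.01 to 4.35 in the 31 Amy libraries and from -28.0 to -22.9 in the 24 LH libraries. No library lay within the range of another structure on both axes.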

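Within the DS, PC1 and PC2 of the 500 most variable genes held 34.0% and 14.8% of the variance after acute cocaine (16 libraries), 36.4% and 10.3% after repeated cocaine (17 libraries) and 13.8% and 10.7% after challenge (15 libraries). On PC1, 1 mouse at 0 hr after acute cocaine lay at -31.2 and the others at -1.88 to 5.98. After repeated cocaine, PC1 separated mice of different cohorts, at -10.8 to -4.17 and at 3.71 to 12.7. PC2 set the 1 hr mice apart in both, at -10.8 to -7.34 and -8.67 to -5.76, with no other mouse below -0.784 and -2.94. After challenge, PC1 was 4.29 to 9.05 at 1 hr and -6.11 to 1.17 at other times. On the genes that changed over time in each experience, PC1 of the 1 hr and 0 hr mice averaged 7.88 ± 0.87 (SD, n = 4) and -4.57 ± 2.8 (SD, n = 4) after acute cocaine. It averaged 6.24 ± 1.08 (SD, n = 4) and -3.77 ± 1.06 (SD, n = 4) after repeated cocaine, and 5.93 ± 0.77 (SD, n = 4) and -3.72 ± 1.97 (SD, n = 3) after challenge. These genes were chosen because they change over time, so this separation by time shows no independent effect. The paper takes the clustering by region and by time as an indication of the reproducibility of its samples.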

**Figure 1—figure supplement 3.**
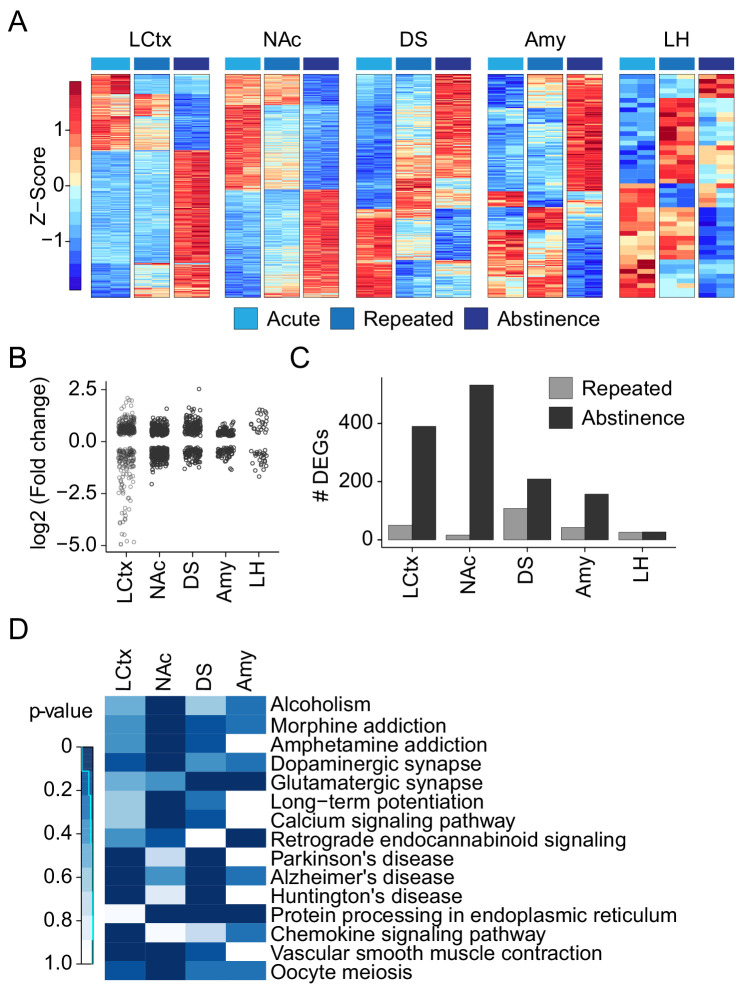
Repeated cocaine administration and abstinence induce baseline shifts in gene transcription. (**A**) Gene expression profiles of repeated cocaine treated and abstinent mice within different brain regions. Heatmaps reflect log2 (fold change) of genes demonstrating differential expression between 0 hr of acute (cocaine naïve), repeated, and challenge cocaine in different brain regions. Columns represent individual samples sorted by the cocaine experience and brain nuclei. Expression is graded according to the color bar. Differentially expressed genes (DEGs) were assayed from samples that were included in the same sequencing run in order to avoid the introduction of batch effects. n = 2 samples in each condition. (FC >1.2; FDR corrected p<0.05 in at least one of the conditions, Wald test – see Materials and methods) (**B**) Dot plots demonstrate the magnitude and direction of DEG expression shifts in different brain nuclei. Each dot represents a DEG. LCtx: limbic cortex, NAc: nucleus accumbens, DS: dorsal striatum, Amy: amygdala, LH: lateral hypothalamus. (**C**) The number of genes that exhibit shift in their baseline expression following repeated cocaine and abstinence. Bar graphs color coded by brain structure depict the number of DEGs in each structure. (**D**) KEGG pathway annotation of gene clusters whose expression is modulated by repeated drug exposure and abstinence. Heat map showing enriched pathways consisting of at least 6 DEGs in different brain nuclei. Color represents p-value.

**Figure 1—figure supplement 4.**
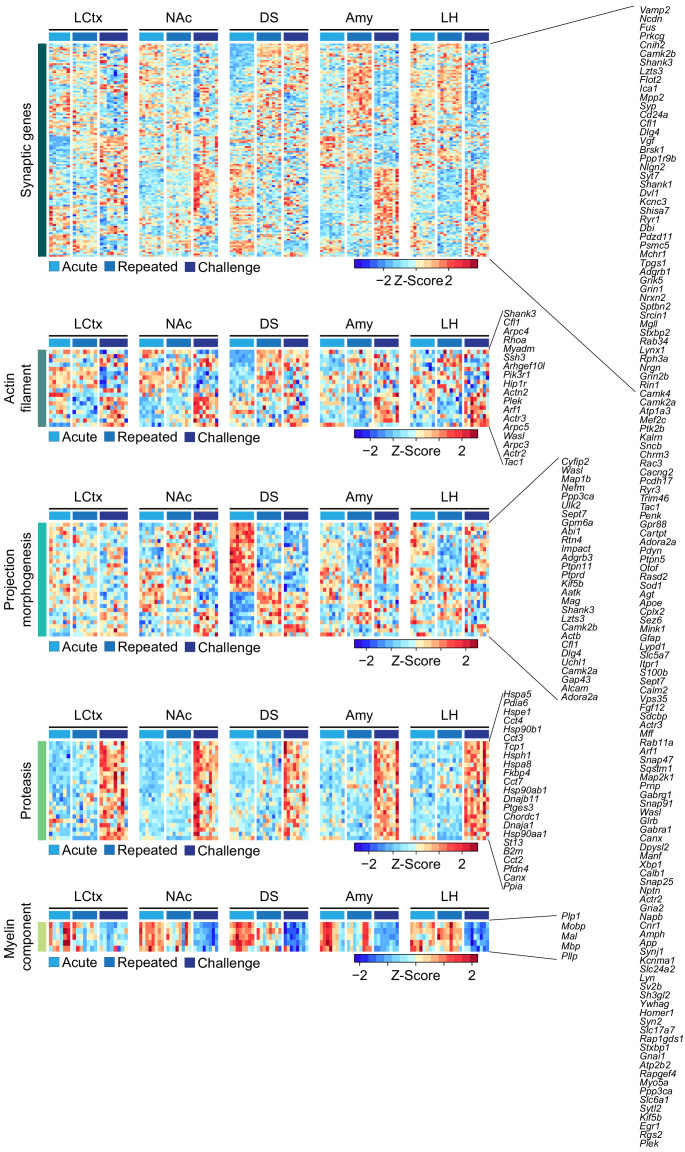
Repeated cocaine exposure and abstinence alters the expression of gene clusters related to neuroplasticity. Heatmaps depict the expression levels of genes which are modulated between naïve mice and mice following repeated cocaine or abstinence in different brain regions clustered according to GO terms related to neuroplasticity (from Figure 1C). Columns represent individual mice. Expression is graded according to the color bar (Z-scored per gene). Cocaine experiences are color coded according to the key. LCtx = limbic cortex, NAc = nucleus accumbens, DS = dorsal striatum, Amy = amygdala, LH = lateral hypothalamus.

### Repeated cocaine administration and abstinence induce prominent transcriptional shifts across multiple brain regions

Experience impacts gene transcription at multiple timescales (Clayton et al., 2020; Mukherjee et al., 2018; Nestler and Lüscher, 2019; Rittschof and Hughes, 2018; Sinha et al., 2020; Yap and Greenberg, 2018). Whereas the expression of inducible genes peak and decay on a time scale of minutes-to-hours following stimulation, baseline shifts in brain-wide gene expression programs are also observed following more prolonged periods (days to weeks) (Clayton et al., 2020), presumably implementing, supporting, and maintaining the modified behavioral output (Sinha et al., 2020). We initially focused on baseline shifts in gene expression, comparing naïve mice (never exposed to cocaine) to mice exposed repeatedly to cocaine, as well as to mice following 21 days of abstinence from repeated cocaine exposure (Figure 1C; Figure 1—figure supplement 3A; refer to Supplementary file 2 for list of differentially expressed genes and normalized counts). 

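Baseline shifts were tested at 0 hr between naive mice and mice after repeated cocaine or abstinence, with 2 mice per group except 3 abstinent mice in the Amy. The LH had 1 abstinent mouse and was not tested for abstinence. After repeated cocaine, 41 genes rose and 128 fell in the LCtx, 6 rose and 4 fell in the NAc, 85 rose and 68 fell in the DS, 12 rose and 20 fell in the Amy, and 124 rose and 44 fell in the LH. After abstinence, 540 rose and 475 fell in the LCtx, 149 rose and 195 fell in the NAc, 178 rose and 117 fell in the DS, and 208 rose and 219 fell in the Amy. Of the 482 genes shifted after repeated cocaine, 444 were shifted in 1 structure, 30 in 2 and 8 in 3 or more. After abstinence, 1510 of 1775 genes were shifted in 1 structure, 229 in 2 and 36 in 3 or more. Including all time points with time as a covariate raised the NAc numbers to 384 and 2239 genes, whereas the replicate number as a block lowered them.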

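In the LCtx after repeated cocaine, Retnlg was at least 26.1-fold lower, with no count in either mouse after repeated cocaine against 76 and 81 counts in the naive mice (adjusted p = 4.62e-10, edgeR). Ly6d, whose family holds near-identical copies, was at least 12.5-fold lower. A list of blood cell markers, 11 of which were tested, had a median log2FC of -4.79. Ttr was at least 55.1-fold higher (157 and 176 counts against 0 and 2; adjusted p = 6.56e-17, edgeR), Gpr182 at least 5.14-fold and Serpina9 at least 4.52-fold higher. After abstinence, Ngp and Clec1b were at least 11.5-fold and 10.6-fold lower. Ttr was at least 119-fold higher, Serpina9 at least 8.38-fold and Enpep at least 3.97-fold higher. The 11 markers of striatal neurons had a median log2FC of 1.04 after repeated cocaine and 0.88 after abstinence in this structure. The groups were sequenced in different runs.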

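In the NAc after repeated cocaine, Ndufs5 (log2FC -1.13, SE 0.21, adjusted p = 0.0390, edgeR), Dtx3 (-1.08, SE 0.12) and Ppia (-1.002) fell most, and Ppia shares reads with its many pseudogenes. Raly (1.58, SE 0.18, adjusted p = 8.98e-05, edgeR), Cntfr (1.04) and Mgp (0.94) rose most. After abstinence, Ttr (-2.28, SE 0.31, adjusted p = 0.000348, edgeR), Ccdc153 (-2.15) and Morn1 (-1.96) fell most. Grp was at least 3.1-fold higher, Smoc2 at least 3.9-fold higher, and Hspa1b, nearly identical in sequence to Hspa1a, rose by a log2FC of 1.867. The runs of these groups also differed.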

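In the DS, where the groups shared a run, Tceal1 (log2FC -1.87, SE 0.29, adjusted p = 0.000597, edgeR), Nr4a1 (-1.31) and Uchl3 (-1.15) fell most after repeated cocaine. Lpcat4 (2.443, SE 0.20, adjusted p = 1.56e-07, edgeR), 1700037C18Rik (2.22) and Ly6a (1.52, a member of the Ly6 family) rose most. With every 0 hr mouse and both runs included, Tceal1 changed by 0.32 and Uchl3 by 0.18, in the other direction. After abstinence, Cartpt, Grk5 and Ccne2 were at least 6.05-fold, 4.75-fold and 6.38-fold lower. Grk5 changed by 0.46, upward, with every 0 hr mouse included. Hdc was at least 11.5-fold higher and Ak7 at least 7.41-fold higher, and AC163623.1 rose by 3.081 on the log2 scale, from 3 and 4 counts to 19 and 20.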

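In the Amy after repeated cocaine, where both groups also shared a run, Slc5a7 (log2FC -2.85, SE 0.49, adjusted p = 0.00320, edgeR) and Drd2 (-1.35) fell and Ctxn3 was at least 7.31-fold lower. Ly6a (1.11) and Cldn5 (0.87) rose. The striatal markers had a median log2FC of -0.53. After abstinence, Tmem212 (-3.04, SE 0.66, adjusted p = 0.00680, edgeR) and Slc5a7 (-2.38) fell, and Gm4950, a processed pseudogene, was at least 5.20-fold lower. Fgf10 (1.78), Itgbl1 (1.528) and Serinc2 (1.46) rose, and the striatal markers had a median of -0.71. In the LH after repeated cocaine, within 1 run, Pgk1 (-2.09, SE 0.36, adjusted p = 0.00615, edgeR), which has pseudogenes, fell most, with Ttr (-1.71) and Ptk2b (-1.38). Ern2 was at least 6.05-fold higher, and Clec2d (2.98) and Stab2 (2.91) rose.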

Differentially expressed genes (DEGs) included both upregulated and downregulated genes across all brain regions analyzed, with prolonged abstinence driving the most extreme shifts in expression (Figure 1—figure supplement 3B,C). While gene-expression shifts following repeated exposure to cocaine were prominent in the DS, abstinence-induced changes were more prominent in the NAc and LCtx (Figure 1—figure supplement 3C). 

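In total, 153 genes were shifted after repeated cocaine in the DS, 169 in the LCtx, 10 in the NAc, 32 in the Amy and 168 in the LH. After abstinence, the totals were 1015 in the LCtx, 344 in the NAc, 427 in the Amy and 295 in the DS. Between 11465 genes (DS) and 12321 genes (Amy) were tested per structure. Differences in number between structures were not tested, because mice of different structures were compared in different runs. When every 0 hr mouse was included, 1080 genes were shifted after repeated cocaine in the DS, 267 in the LCtx and 152 in the NAc. After abstinence, these numbers were 1749 in the DS, 1202 in the LCtx and 1196 in the NAc. Only the DS totals of 153 and 295 genes, and the repeated totals of the Amy and LH, come from groups sequenced in 1 run.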

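Of the DEGs that Supplementary file 2 lists, all 49 (repeated) and 389 (abstinent) of the LCtx, 106 of 107 and 208 of 208 of the DS, 8 of 16 and 252 of 532 of the NAc, 19 of 41 and 112 of 156 of the Amy and all 26 of the LH (repeated) were also called here. Every shared gene shifted in the same direction. The list sizes are the paper's. In the NAc and Amy, the list for abstinence uses 2 libraries of 1 mouse as separate samples, whereas libraries of a mouse were summed here and other abstinent mice added. From these numbers, the paper states that shifts after repeated exposure were prominent in the DS and those of abstinence in the NAc and LCtx.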

KEGG analysis demonstrated that DEGs were enriched for synaptic genes and disease pathways (Figure 1—figure supplement 3D). To provide insight into the cellular mechanisms affected by repeated drug exposure and abstinence, we implemented Gene Ontology (GO term) enrichment analysis (Figure 1C, Figure 1—figure supplement 4, see Supplementary file 3 for definition of clusters and DEGs included within them). 

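Supplementary file 3 groups the DEGs into clusters by their gene ontology terms. The genes of each cluster were looked up in the baseline comparisons. Since the clusters were built from the paper's own DEGs on these data, the numbers describe the lists and test nothing. Of the 75 genes of the cluster on synaptic transmission and vesicles, 14 passed the threshold after repeated cocaine in the DS (10 up, 4 down), 1 each in the LCtx and NAc, 5 of the 74 tested in the LH and 0 in the Amy. After abstinence, 21 passed in the LCtx (8 up, 13 down), 21 in the NAc (13 up, 8 down), 14 in the DS (12 up, 2 down) and 18 in the Amy (10 up, 8 down).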

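Of the 28 genes of the cluster on projection morphogenesis, 17 passed after repeated cocaine in the DS (8 up, 9 down), 2 of the 27 tested in the LH, 1 in the NAc and 0 in the LCtx and Amy. After abstinence, 19 passed in the DS, 6 in the NAc, 5 in the LCtx and 3 in the Amy. Of the 18 genes of the actin filament cluster, 3 passed in the DS and 2 in the LCtx after repeated cocaine. After abstinence, 8 passed in the LCtx (1 up, 7 down), 8 in the NAc (5 up, 3 down), 4 in the DS and 3 in the Amy. Of the 39 genes of the cluster on cell-cell signaling, 11 passed after abstinence in the LCtx, 11 in the Amy, 9 in the NAc and 6 in the DS. Whether the share of shifted genes differs between structures was not tested.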

Gene clusters associated with synaptic plasticity, myelin, and proteostasis demonstrated shifts in expression across multiple brain structures, whereas a cluster of genes associated with structural plasticity appeared more specific to striatal structures (DS and NAc). Noteworthy gene clusters that displayed modified expression were involved in cell–cell communication; glutamate-induced plasticity; synaptic vesicle formation, transport, and fusion; actin filament components; and projection morphogenesis. 

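The 23 protein folding genes and the 5 myelin genes of Supplementary file 3 were summarized as scores in 7 or 8 mice per group, using all time points of the libraries that Supplementary file 1 marks for baseline shifts. The groups are whole experiences: acute mice are naive or 1 to 4 hr after a first dose, and challenge mice are abstinent or 1 to 4 hr after the challenge. Labels were permuted within time points, and p-values were adjusted over the 20 comparisons of both sets. In challenge mice, the protein folding score was 0.34 higher than in acute mice in the LCtx (exact permutation p = 0.00309, adjusted 0.00617). It was 0.38 higher in the NAc, 0.26 in the DS, 0.26 in the Amy and 0.29 in the LH (exact permutation p = 0.00154 each, adjusted 0.00386). Every challenge mouse exceeded the acute mean in each structure. In repeated mice, the score changed by 0.02 in the LCtx (exact p = 0.532), -0.03 in the DS (exact p = 0.515) and -0.02 in the LH (exact p = 0.350). It changed by 0.07 in the NAc (exact p = 0.0123, adjusted 0.0206) and by -0.06 in the Amy (exact p = 0.0185, adjusted 0.0285). With every DS library included, the DS change in repeated mice became 0.15 (permutation p = 7e-05). At 0 hr only, the change after abstinence was 0.37 in the LCtx, 0.46 in the NAc, 0.40 in the DS, 0.31 in the Amy and 0.31 in the LH.
The myelin score averaged 9.98 ± 0.09 in acute, 9.80 ± 0.09 in repeated and 9.43 ± 0.14 in challenge mice in the DS (SD, n = 8 each). The change was -0.18 in repeated mice (exact permutation p = 0.00309, adjusted 0.00617) and -0.55 in challenge mice. Only in the DS were all 3 groups sequenced in 1 run. In challenge mice, the score changed by -0.67 in the NAc, -0.52 in the Amy and -0.37 in the LH (exact permutation p = 0.00154 for each, as in the DS; adjusted 0.00386) and by -0.43 in the LCtx (exact p = 0.0108, adjusted 0.0196). In repeated mice, the change did not pass the threshold in the LCtx (-0.31, exact p = 0.144), the NAc (-0.20, exact p = 0.0802), the Amy (-0.11, exact p = 0.372) or the LH (0.03, exact p = 0.502). At 0 hr only, the change after repeated cocaine was 0.03 in the LCtx, -0.16 in the NAc, -0.07 in the DS, -0.31 in the Amy and -0.02 in the LH. After abstinence, it was -0.21, -0.70, -0.47, -0.62 and -0.37 in the same order. The 5 myelin genes and the folding genes were chosen by the paper from the 0 hr libraries of the same mice. The paper describes both sets as coordinately changed across structures.

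**Figure D1:**
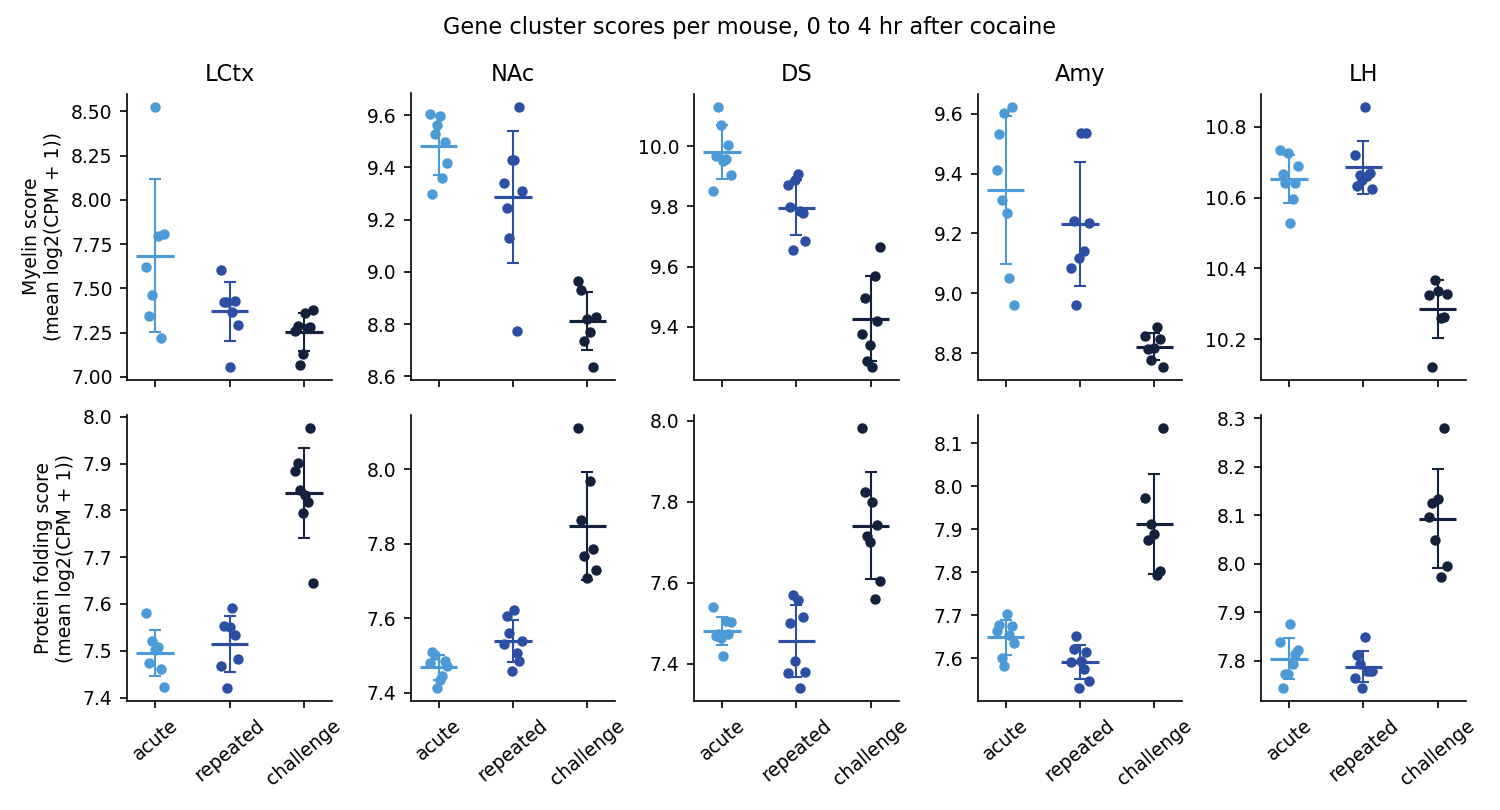
Myelin score (upper row) and protein folding score (lower row) by structure, in mean log2(CPM + 1) over the genes of each set. Points are mice, lines are group means; acute, repeated and challenge groups hold 7 or 8 mice each, 0 to 4 hr after cocaine. In the DS, myelin averages 9.98 in acute and 9.43 in challenge mice.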

Notably, the expression of protein folding genes was coordinately upregulated across structures, while myelin components were coordinately downregulated (Figure 1—figure supplement 4). These results exemplify the dramatic shifts of transcription occurring in the brain in response to repeated cocaine exposure, potentially supporting maladaptive neuroplasticity driving drug addiction (Bannon et al., 2014; Lull et al., 2008).

### Transcriptional profiling illustrates dynamic recruitment of the striatum during the development of behavioral sensitization to cocaine

Inducible transcription supports the development of plastic changes following psychostimulant experience (Alberini, 2009; Han et al., 2019; McClung and Nestler, 2008; Nestler and Lüscher, 2019). We therefore assessed the inducible transcription response at 1, 2, or 4 hr following acute, repeated, or challenge cocaine exposure, observing robust IEG induction across all brain structures studied (Figure 1D). 

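The response of immediate-early genes was summarized by a score over the 13 genes that the paper calls common to most programs, so it rests on genes chosen for their induction in these data. In the DS, the score rose from 5.46 ± 0.26 at 0 hr to 7.32 ± 0.14 at 1 hr after acute cocaine (SD, n = 4 and 4), a change of 1.86. After repeated cocaine, it rose from 5.04 ± 0.20 to 6.90 ± 0.17 (SD, n = 4 and 4), also by 1.86, and after challenge from 5.59 ± 0.44 to 7.20 ± 0.24 (SD, n = 3 and 4), by 1.61. Every mouse at 1 hr exceeded every mouse at 0 hr in these 3 experiences, the NAc after acute cocaine (0.83) and the Amy after challenge (0.82). Each of these 5 comparisons gave an exact permutation p = 0.0286. Groups of 2 mice gave no test. The change was 1.06 and 0.84 in the NAc after repeated cocaine and challenge, and 0.85, 1.04 and 0.84 in the LCtx after acute, repeated and challenge cocaine. It was 0.98 in the Amy after both acute and repeated cocaine.
The LH libraries were tested in the same way, although the paper lists no induced genes for this structure. In the LH, 9 genes were induced in either experience, 7 after acute and 7 after repeated cocaine, with 2 mice per time point. Of these, Fos, Junb and Nr4a1 belong to the 13 core genes, and 6 of the 9 were also induced in the DS after acute cocaine. Of the 9, 3 were called lower in the other experience: Oxt (-1.24) after repeated cocaine, and Egr1 (-0.55) and Ttr (-1.36) after acute cocaine. Oxt and Avp, singled out after their values were seen, had 822 and 1510 CPM in 1 of the 2 mice at 1 hr after acute cocaine, against 218 and 343 in the other. The core score rose by 0.55 in the LH after acute cocaine, 0.78 after repeated cocaine and 0.43 after challenge, where the 0 hr group was 1 mouse. With a mouse left out, these changes ran from 0.39 to 0.70, from 0.70 to 0.87 and from 0.13 to 0.72. The paper states from its Figure 1D that immediate-early genes were induced in every structure studied.

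**Figure D2:**
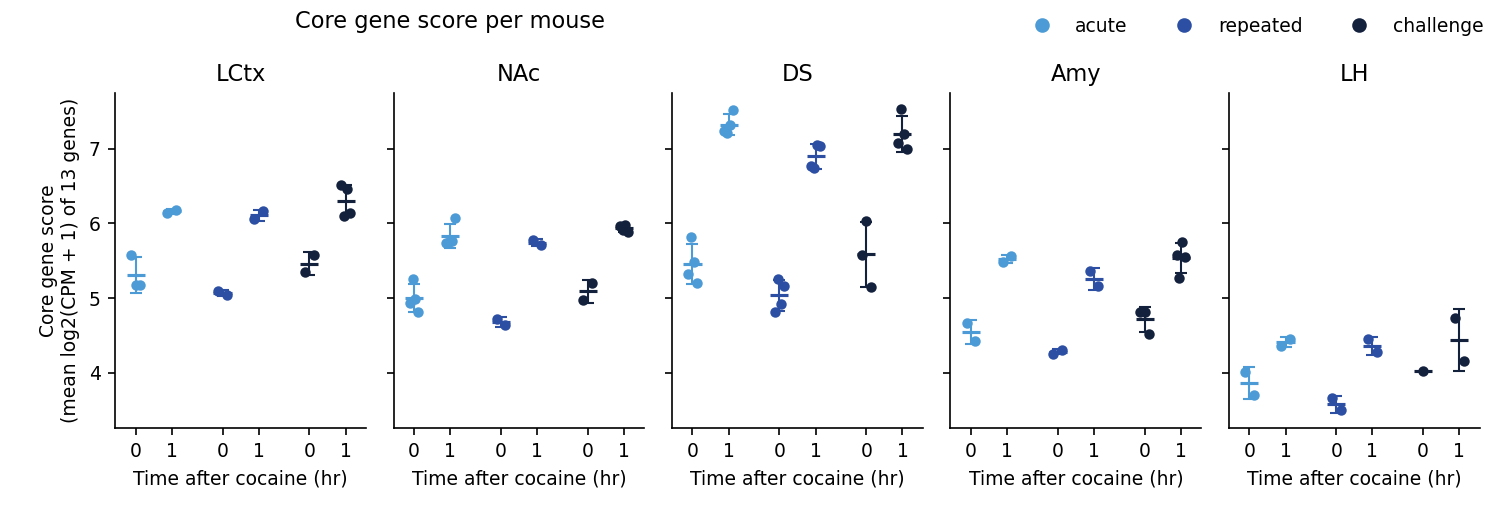
Core gene score (mean log2(CPM + 1) of 13 genes) at 0 and 1 hr after cocaine, for each structure and experience. Points are mice, horizontal lines are group means and bars are SD. The mean DS score is 5.46 at 0 hr and 7.32 at 1 hr after acute cocaine.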

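After acute, repeated and challenge cocaine, 181, 109 and 148 genes were induced in the DS, 19, 18 and 15 in the LCtx, 17, 18 and 20 in the NAc and 25, 23 and 28 in the Amy. In the DS, 12918 genes were tested and 265 passed the first step. A smaller number of DS genes fell over time: 45, 15 and 16. The DS had more mice than the other structures. When 2 DS mice per time point were drawn in 20 draws, the median numbers were 90, 64 and 85.5. The alternative that moved the acute DS program most was the shared run alone, with 49, 48 and 45 genes. Of the genes in Supplementary file 4, 134 of 159, 64 of 71 and 99 of 108 in the DS were also called here, where the list sizes are the paper's.
The median log2FC at the peak was 0.60, 0.55 and 0.63 in the DS, 1.11, 0.89 and 0.92 in the LCtx, 0.83, 1.04 and 0.68 in the NAc and 0.75, 0.81 and 0.67 in the Amy. The largest log2FC was 3.355 in the DS after acute cocaine, 3.06 after repeated cocaine and 3.273 after challenge. The value after challenge was that of H2-Aa and came from 1 of 4 mice at 1 hr. With DESeq2, the largest in the DS after challenge was 2.28. Outside the DS, the log2FC was largest for Atf3 in the NAc after challenge (4.2), where 1 of the groups was at the detection floor. Atf3 was at least 14.8-fold higher there at 1 hr (20 to 40 counts in 4 mice) than at 0 hr (2 and 3 counts). Nts in the LCtx after acute cocaine had a log2FC of 3.891 that came from 1 of 2 mice (79.3 CPM, against 1.97 in the other mouse and 1.39 to 3.073 in 3 mice at 0 hr). Ecel1 in the LCtx after acute cocaine had 3.527, from the same 2 mice at 1 hr. On PC2 of the PCA of all structures, 1 of these mice lay at 14.8 and every other LCtx library at 22.7 to 28.2. Ecel1 may therefore also rest on 1 mouse. Atf3, Nts and Ecel1 were singled out after their values were seen.

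**Figure D3:**
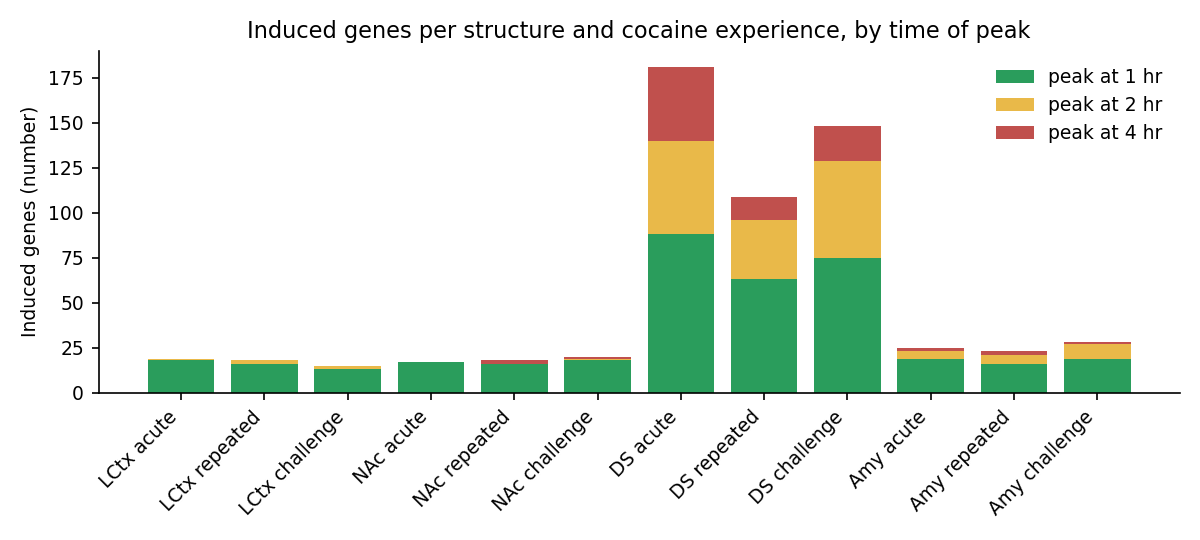
Number of induced genes per structure and experience, split by the time of peak induction (1, 2 or 4 hr; LCtx acute and repeated without 4 hr). Bars start at 0; the DS bars reach 181, 109 and 148 genes after acute, repeated and challenge cocaine.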

The largest number of induced genes, as well as the highest fold induction levels, were found in the DS (Figure 1D,E; refer to Supplementary file 4 for the identities of genes induced in each structure and cocaine condition).

To what extent do the transcription programs induced in the different structures share common attributes? To query the overlap in the identity of genes induced and their temporal induction patterns following the different schedules of cocaine exposure, we graphed the induced genes, color coding them according to their time of peak induction (1, 2, or 4 hr following cocaine) (Figure 1F). Thus, for example, if a gene was commonly induced across structures with a peak at 1 hr across cocaine regimens, this would be evident as a contiguous vertical green line. This graph reveals aspects of the logic of these inducible transcription programs, whereby (1) genes induced following the different cocaine schedules largely maintain the same temporal structure, i.e., if the peak induction of a given gene was observed at a defined time point in one program, its peak induction time was maintained across other programs; (2) following repeated cocaine exposure, we observe a substantial dampening of the transcriptional response in the DS, which recovers following cocaine challenge, recapitulating a significant proportion of the acute cocaine gene program; (3) all gene programs largely represent subcomponents of the program induced by acute cocaine in the DS. 

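Genes induced in 2 programs had the same peak time in 1059 of 1202 gene and program pairs (88.1%). When peak times were permuted among the genes of each program, 55.5% of pairs matched on average (permutation p = 1e-05, the smallest that 100000 draws can give). Genes are not independent replicates, and LCtx genes after acute and repeated cocaine were not tested at 4 hr. Pairs that involved a DS gene with its acute peak at 1 hr matched in 84.6% of 273 pairs, those with a peak at 2 hr in 79.3% of 58 and those with a peak at 4 hr in 70.0% of 20.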

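After acute cocaine, 88 DS genes peaked at 1 hr, 52 at 2 hr and 41 at 4 hr. The corresponding numbers were 63, 33 and 13 after repeated cocaine and 75, 54 and 19 after challenge. The change from 0 to 1 hr did not differ between repeated and acute cocaine for any of 12918 genes at an adjusted p under 0.05 (0 genes, 649 at an unadjusted p under 0.05). It differed for 0 genes between challenge and repeated cocaine (435 unadjusted) and for 0 between challenge and acute cocaine (676 unadjusted). The 88 genes that peaked at 1 hr after acute cocaine had median log2FCs of 0.91 (acute), 0.51 (repeated) and 0.63 (challenge), and 72 of them rose less after repeated than after acute cocaine. These genes were selected for their acute response, which biases this comparison toward a lower response elsewhere. In the shared run, the medians were 0.82, 0.66 and 0.60, and 58 of the 88 rose less after repeated cocaine. The 37 genes induced in the LCtx, NAc or Amy, which were not selected on the DS, rose by 0.96, 1.00 and 0.98 (repeated minus acute 0.05, exact permutation p = 0.867, n = 3 or 4 mice per group). Within the shared run, they rose by 1.218, 0.93 and 0.92 (repeated minus acute -0.288, exact permutation p = 0.333, n = 2 mice per group).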

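Replicate numbers were shared between time points, and in the DS after repeated cocaine same-numbered mice were more alike than others (mean correlation 0.126 against -0.036). Same-numbered mice there mostly shared a cohort: replicates 1 and 2 were always of 1 cohort and replicate 4 of the other. With the replicate number as a block, a paired design, 138 genes were induced in the DS after repeated cocaine in place of 109. With the cohort as a covariate, the number was 140, so the gain needs no pairing of mice.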

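Of the genes in the other 11 programs, counted per program, 351 of 440 (79.8%) were also induced in the DS after acute cocaine. A gene of several programs enters this number several times, so no interval is given. Outside the DS, it was 142 of 183 (77.6%). The share was 80.7% and 81.8% for the DS after repeated and challenge cocaine. It was 68.4%, 83.3% and 93.3% in the LCtx, 100%, 94.4% and 80.0% in the NAc and 68.0%, 69.6% and 60.7% in the Amy. Without a filter on low counts, 48.3% of the genes of other programs lay within the acute DS program. From these patterns, the paper states that peak times are largely kept between programs, that the DS response is dampened by repeated cocaine and recovers at challenge, and that the other programs are largely parts of the acute DS program.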

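Of the 88 genes that peaked at 1 hr in the DS after acute cocaine, 22 (25.0%) were also induced in the LCtx, NAc or Amy, against 1 of 93 (1.08%) that peaked at 2 or 4 hr (Fisher's exact test, two-sided, p = 4.32e-07). After repeated cocaine, 18 of 63 early genes (28.6%) and 4 of 46 late genes (8.70%) overlapped (Fisher's exact p = 0.0147). After challenge, 24 of 75 early genes (32.0%) and 4 of 73 late genes (5.48%) overlapped (Fisher's exact p = 3.81e-05). Early genes were also induced more strongly. Among genes with a DS log2FC between 0.5 and 1, the difference was 6.71 percentage points after acute cocaine (Fisher's exact p = 0.314) and -0.88 after repeated cocaine (Fisher's exact p = 1), and it passed the threshold after challenge (Fisher's exact p = 0.0202).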

We further visualized the overlap in the identity of genes induced in the different structures using Venn diagrams (Figure 1G), illustrating that the overlap stems principally from the immediate component of the transcriptional program (peaking at 1 hr following cocaine), while transcripts induced at 2 or 4 hr following cocaine diverged between structures. Focusing on the most robust programs, induced in the DS, we found that gene clusters enriched at the 1 hr time points are related primarily to transcriptional regulation and synapse-to-nucleus signal transduction, while clusters related to modification of neural morphology and function were enriched at later time points (Figure 1H; refer to Supplementary file 5). 

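Supplementary file 5 lists the genes behind each enriched term. Its transcription terms hold 20 genes at 1 hr after acute cocaine, of which 18 were induced here, all with a peak at 1 hr, and 5 at 2 hr, of which 2 were induced here with a peak at 2 hr. They hold 12, 2 and 2 genes at 1, 2 and 4 hr after repeated cocaine, of which 12, 2 and 1 were induced here. After challenge, they hold 10 and 8 genes at 1 and 2 hr, and all were induced here with the same peak. Terms on channels, receptors, kinases and GTPases hold 12, 6 and 11 genes at 1, 2 and 4 hr after acute cocaine, of which 11, 4 and 8 were induced here with the same peak. After repeated cocaine, they hold 6 genes at 1 hr and 0 later, and all 6 were induced here. After challenge, they hold 9, 3 and 0 genes at 1, 2 and 4 hr, of which 8, 3 and 0 were induced here. The numbers of listed genes are the paper's. The lists come from the paper's own peak times on these data, so the match of peaks is no independent test of the enrichment.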

Taken together, these results highlight robust transcriptional adaptations in the DS, positioning it as a major hub of cocaine-induced plasticity. Furthermore, our results illustrate the utilization of a conserved set of genes during the early wave of transcription following experience, followed by divergence of subsequent transcription, possibly to support region-specific mechanisms of plasticity (Hrvatin et al., 2018; Walker et al., 2018).

### IEG induction in subdomains of the DS is influenced by the history of cocaine exposure

Our observation of dynamic transcriptional responses to repeated cocaine exposure in the DS (Figure 1) motivated us to address the cellular and spatial distribution of this transcriptional plasticity. Recently, using single-molecule fluorescence in-situ hybridization (smFISH), we reported region-specific rules governing the recruitment of striatal assemblies following a single acute exposure to cocaine (Gonzales et al., 2020). We now revisited this spatial analysis, applying smFISH to expand the investigation of the striatal distribution of the IEGs *Arc*, *Egr2*, *Fos*, and *Nr4a1* throughout the development of cocaine sensitization (Figure 2; Figure 2—figure supplements 1 and 2; results from Gonzales et al., 2020 serve as a reference for the effects of acute cocaine exposure).

**Figure 2.**
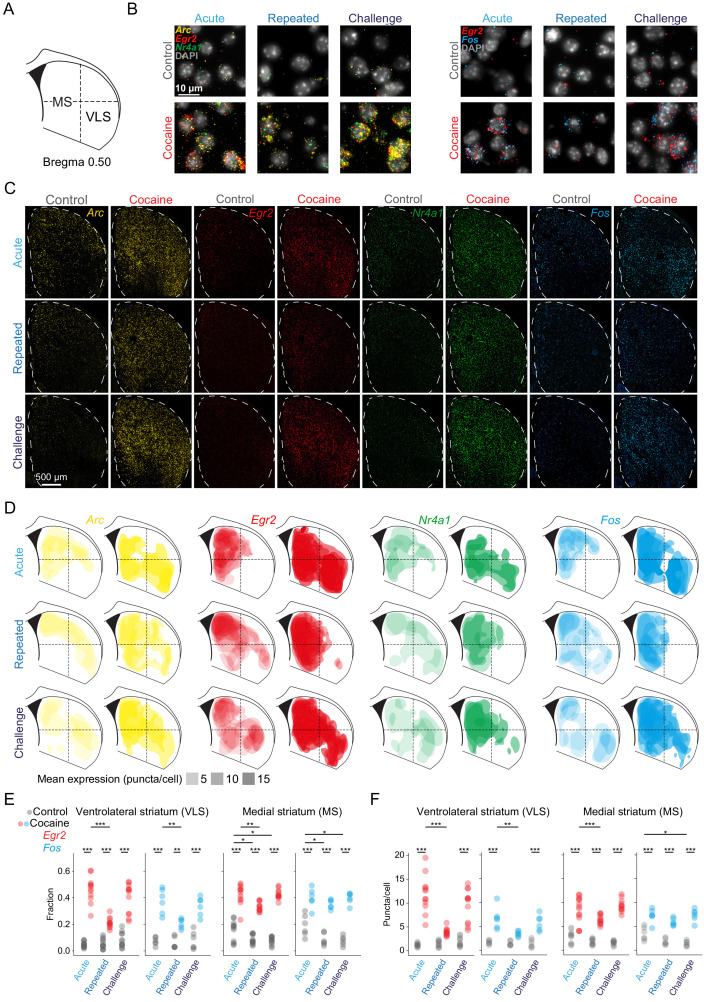
Dynamic IEG induction in subregions of the striatum accompany the development of cocaine sensitization. (**A**) Scheme of a coronal section of the dorsal striatum (DS) (+0.52 ± 0.1 mm from Bregma) corresponding to the region assayed by multicolor smFISH for cocaine-induced IEG expression. (**B**) Representative images of multicolor smFISH analysis of *Arc*, *Egr2*, *Nr4a1*, and *Fos* expression following acute, repeated and challenge cocaine exposures (40× magnification). (**C**) Spatial IEG expression patterns in the DS. Representative images of multicolor smFISH analysis of *Arc*, *Egr2*, *Nr4a1*, and *Fos* expression. (**D**) Cocaine experiences induce distinct spatial patterns of IEG expression. Two-dimensional kernel density estimation was used to demarcate the regions with maximal density of high expressing cells for each IEG. Color code for probes: *Arc –* yellow, *Egr2 – *red, *Nr4a1 – *green, *Fos –* blue. The opacity of the demarcated areas corresponds to the mean puncta/cell expression. (**E, F**) Dot plots depicting the proportion of cells suprathreshold for *Egr2*^+^ and *Fos*^+^ (fraction; **E**), as well as cellular expression (puncta/cell; **F**) of *Egr2*^+^ and *Fos*^+^ in the ventrolateral (VLS) and medial (MS) striatum following acute, repeated, and challenge cocaine. *p<0.05, **p<0.005, ***p<0.0001, two-way ANOVA with post hoc Tukey’s test. Refer to Supplementary file 7 for cell numbers. See Figure 2—figure supplement 1 for corresponding analysis of *Arc* and *Nr4a1*. See Figure 2—figure supplement 2 for correlation in expression of *Egr2*, *Arc*, and *Nr4a1*, as well as *Egr2* and *Fos*. Images relating to acute cocaine (in **B**, **C**, and **D**) were replicated from Gonzales et al., 2020, with permission.

**Figure 2—figure supplement 1.**
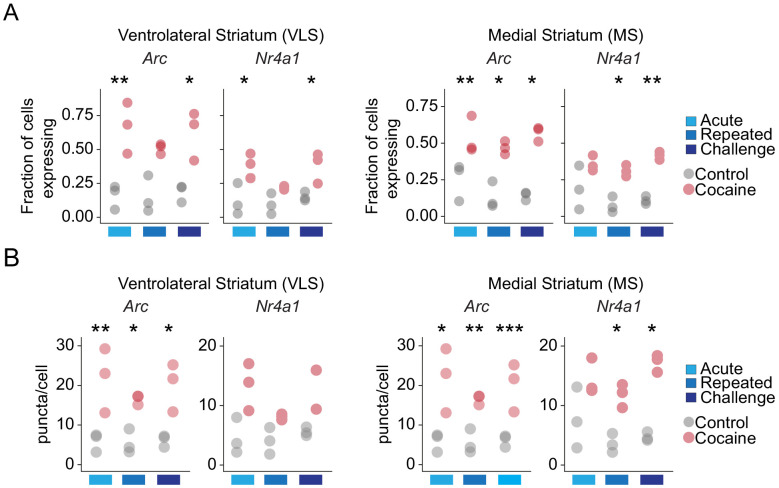
Cocaine dynamically modulates cellular IEG expression in the VLS and MS. (**A**) Dot plot of the fraction of cells positive for expression of *Arc* and *Nr4a1* in the VLS and MS (threshold: *Arc* = 11, *Nr4a1* = 12 puncta/cell) following acute, repeated, and challenge cocaine exposures. n = 3 sections from three mice (8823–12,246 cells). ANOVA with post hoc Tukey; *p<0.05, **p<0.005. (**B**) Dot plot of the puncta/cell for *Arc* and *Nr4a1* following acute, repeated, and challenge cocaine exposures. n = 3 sections from three mice (8823–12,246 cells). ANOVA with post hoc Tukey; *p<0.05, **p<0.005, ***p*<*0.005.

**Figure 2—figure supplement 2.**
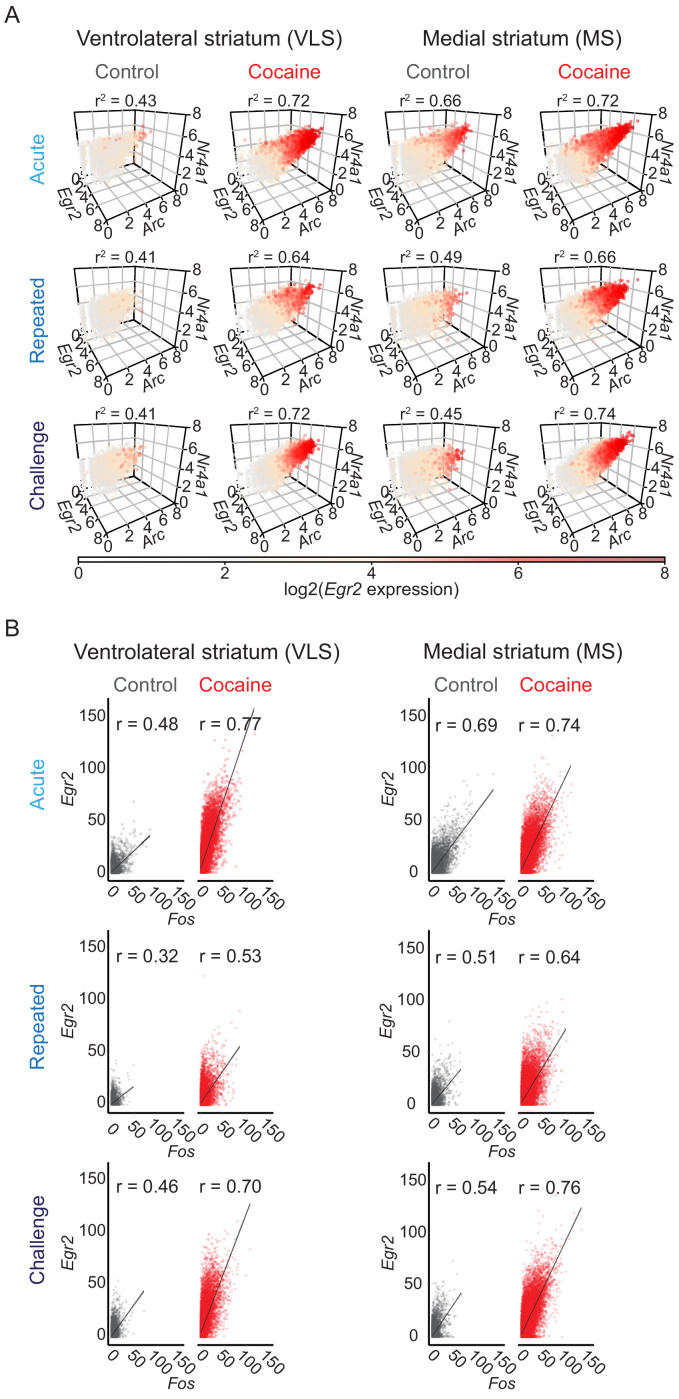
Coherence of cocaine-induced IEG expression. (**A**) *Arc*, *Egr2*, and *Nr4a1* are coherently induced in cells of the VLS and MS. Coherence refers to the correlated co-expression of multiple IEGs within individual cells. Each dot depicts the expression [log2 (puncta per cell + 1)] of *Arc*, *Egr2*, and *Nr4a1* within a single cell. The plots are color coded by *Egr2* expression according to the color bar. Data summarized from n = 3 animals in each condition. Analysis using a linear model with *Egr2* expression as the dependent variable and *Arc* and *Nr4a1* expression as the independent variables demonstrated significant correlation between the genes (p<0.0001 for all conditions; 6850–16,952 cells). (**B**) *Egr2* and *Fos* expression are strongly and positively correlated in the VLS and MS. Individual dots depict pairwise correlations of *Egr2* and *Fos* within single cells. n = 6 sections from three mice in each condition (Pearson correlation, p<0.0001 for all conditions; 17,734–33,195 cells).

Addressing an overview of induced expression of these IEGs, we observed robust induction of *Arc*, *Egr2*, *Nr4a1*, and *Fos* following acute cocaine exposure, which was dampened following repeated exposure to cocaine and reinstated following a challenge dose of cocaine, in-line with the results described in Figure 1 (Figure 2A–C). To visualize the subdomains defined by IEG expressing cells, we applied 2D kernel density estimation on striatal sections following repeated and challenge cocaine and compared resulting patterns to those previously described following acute cocaine exposure (Gonzales et al., 2020). The prominent recruitment of IEG expression in the VLS observed following acute cocaine exposure was dampened drastically after repeated cocaine exposure, and re-emerged upon cocaine challenge. In contrast to the findings in the VLS, dampening of IEG induction in the MS, while evident, was more modest (Figure 2D). These results are quantified in Figure 2E,F. In the VLS, the fraction of robustly expressing cells of *Egr2* increased to 46 ± 10% after acute cocaine, decreased to 21 ± 4% following repeated cocaine, and subsequently increased to 40 ± 11% upon cocaine challenge. Similar dynamics were observed for *Fos*, where the fractions of suprathreshold cells were observed to be 37 ± 10%, 21 ± 4%, and 34 ± 7% following acute, repeated, and challenge cocaine, respectively. In contrast, in the MS, the fraction of cells expressing *Egr2* and *Fos* increased to 42 ± 8% and 40 ± 7% after acute cocaine, modestly decreased to 33 ± 3% and 35 ± 3% after repeated cocaine, and regained elevated induction of 43 ± 4% and 40 ± 4% following challenge cocaine (Figure 2E [mean ± SD]; *Egr2* VLS F_2,66_ = 21.4, p<0.0001; *Fos* VLS F_2,30_ = 4.9964, p=0.01; *Egr2* MS F_2,66_ = 6.4, p=0.002; *Fos* MS F_2,30_ = 3.1, p=0.06; ANOVA followed by Tukey’s test; for detailed statistics refer to Supplementary file 6). With reference to expression levels, acute, repeated, and challenge cocaine-mediated puncta/cell expression in the VLS was observed to be 11.9 ± 3.8, 3.9 ± 0.8, 9.5 ± 3.4 for *Egr2* and 6.8 ± 2.3, 3.5 ± 0.5, 5.9 ± 1.6 for *Fos*, respectively. Comparing these to the MS, the expression levels were observed to be 9.2 ± 2.2, 6.5 ± 1.0, and 9.5 ± 1.2 for *Egr2* and 7.4 ± 1.5, 6 ± 0.8, and 7.5 ± 1.3 for *Fos* after acute, repeated, and challenge, respectively (Figure 2F) (mean ± SD; *Egr2* VLS F_2,66_ = 21.7, p<0.0001; *Fos* VLS F_2,30_ = 4.9, p=0.01; *Egr2* MS F_2,66_ = 9.01, p=0.0003; *Fos* MS F_2,30_ = 3.4, p=0.04; ANOVA followed by Tukey’s test; for detailed statistics refer to Supplementary file 6). A similar trend was evident for the expression of *Arc* and *Nr4a1* in the VLS vs. the MS (Figure 2—figure supplement 1A,B). Notably, the expression of different IEGs was highly correlated within individual cells, defining overlapping populations of neurons responsive to the cocaine experiences studied. Once recruited by cocaine, neurons committed to co-expression of multiple IEGs to virtually identical levels (Figure 2—figure supplement 2; for detailed statistics, see Supplementary file 6). These data demonstrate the coherent co-expression of multiple IEGs within striatal assemblies during the development of behavioral sensitization to cocaine, likely to support mechanisms of long-term plasticity within these ensembles. In sum, the history of cocaine experience is reflected in the differential transcriptional recruitment of striatal subdomains, dampening drastically in the VLS following repeated exposure.

### The IEG response is selectively dampened in VLS *Drd1*^+^ SPNs following repeated cocaine

Striatal *Drd1*^+^-neurons are implicated in promoting actions, while *Drd2*^+^-neurons are implicated in the tempering and refinement of action selection (Bariselli et al., 2019). Differential IEG induction in *Drd1*^+^ vs *Drd2*^+^ expressing SPN ensembles is expected to shed light on the relative contribution of plasticity within each cell type to the development of cocaine behaviors. We have previously reported that acute exposure to cocaine induces *Egr2* expression in both *Drd1*^+^ and *Drd2*^+^ neurons in the MS, while more selectively inducing *Egr2* expression in *Drd1*^+^-neurons in the VLS (Gonzales et al., 2020). Extending this analysis to repeated and challenge cocaine exposures and with additional IEGs, we observed robust dampening of the induction of *Egr2* and *Fos* in VLS *Drd1*^+^ neurons following repeated exposure to cocaine, while upon cocaine challenge, prominent induction was again evident, especially in *Drd1* SPNs. (Figure 3A–C, Figure 3—figure supplement 1). In contrast, in the MS, subtle dampening was observed and *Egr2* and *Fos* expression maintained consistent correlation to *Drd1* and *Drd2* expression throughout acute, repeated, and challenge cocaine exposures (Figure 3C, Figure 3—figure supplement 1; for reference of *Drd1* and *Drd2* levels in MS and VLS, see Figure 3—figure supplement 2, Supplementary file 6 for statistics). Thus, the observed attenuated transcriptional recruitment in the DS can be attributed to selective dampening of IEG induction, primarily within VLS *Drd1*^+^ neurons. This specialization in transcriptional plasticity likely underlies differential roles of the striatal subregions and cells within them in supporting behavioral modification induced by cocaine experience.

**Figure 3.**
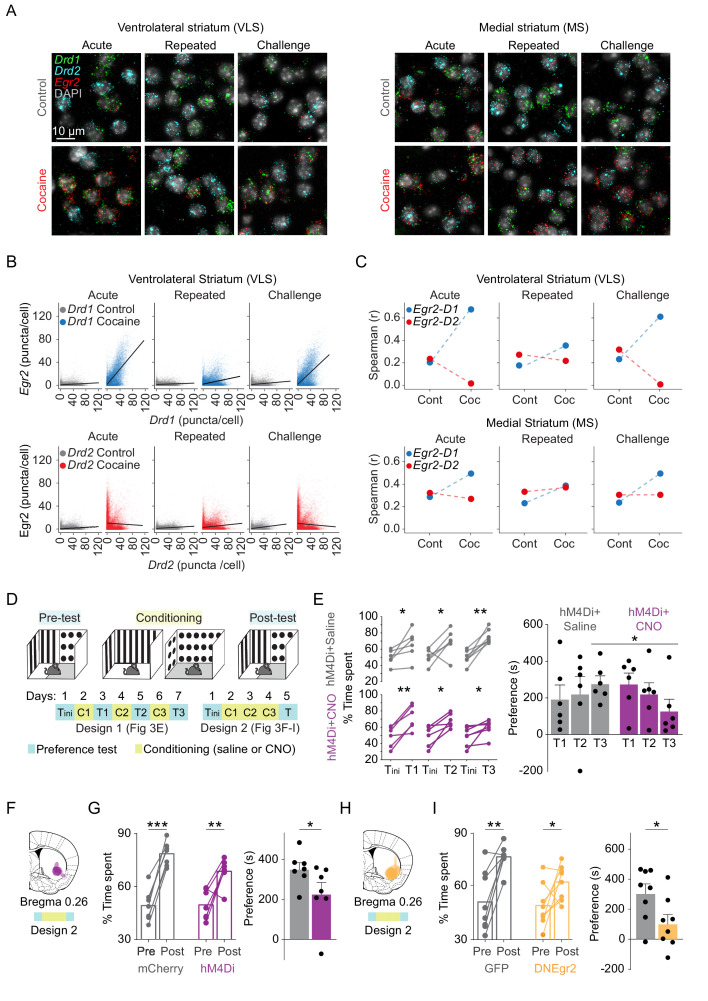
Induction of *Egr2* in VLS neurons contributes to the acquisition of cocaine reward. (**A**) Representative 40× images showing *Egr2* expression within *Drd1^+^* and *Drd2^+^* SPNs in the VLS (left) and MS (right) following acute, repeated, and challenge cocaine exposures compared to controls. (**B, C**) The *Drd1*^+^ enriched IEG response in the VLS is dampened following repeated exposure to cocaine. (**B**) Scatter plots show cellular *Egr2* expression with *Drd1* or *Drd2* expression (puncta/cell) within individual cells. n = 6 sections from three mice for each condition (gray – 0 hr for either *Drd1* or *Drd2* combination, and blue or red – for *Drd1* or *Drd2* combination, respectively, 1 hr following cocaine experience). (*Drd1-Egr2*: acute control, slope = 0.028, r^2^ = 0.038; acute cocaine, slope = 0.65, r^2^ = 0.50; repeated control, slope = 0.019, r^2^ = 0.02; repeated cocaine, slope = 0.11, r^2^ = 0.1; challenge control, slope = 0.048, r^2^ = 0.05; challenge cocaine, slope = 0.51, r^2^ = 0.4. *Drd2-Egr2*: acute control, slope = 0.029, r^2^ = 0.040; acute cocaine, slope = −0.036, r^2^ = 0.0017; repeated control, slope = 0.03, r^2^ = 0.069; repeated cocaine, slope = 0.06, r^2^ = 0.03; challenge control, slope = 0.07, r^2^ = 0.1; challenge cocaine, slope = −0.048, r^2^ = 0.004. Pearson correlation, p<0.0001 for all conditions; refer to Supplementary file 6 for detailed statistics). (**C**) Spearman correlation plots showing acute induction of *Egr2* is correlated with *Drd1* expression in the VLS, dampened following repeated exposure and re-emerges following challenge exposure. In the MS, *Egr2* expression is consistently correlated to both *Drd1* and *Drd2* expression following acute, repeated, and challenge exposures. Refer to Figure 3—figure supplement 1 for additional correlations and Figure 3—figure supplement 2 for reference to *Drd1* and *Drd2* expression levels throughout the study. (**D**) Scheme of experimental paradigms for testing conditioned-place preference (CPP) for cocaine. Mice were tested (cyan) for initial preference (‘Tini’) followed by either three interleaved pairs of conditioning (yellow) – test days (‘Design 1’, relevant for panel E) – or three consecutive conditioning days and then a final preference test (‘Design 2’, relevant for **F–I**). (**E**) Chemogenetic inhibition of VLS-Egr2 expressing neurons impairs cocaine CPP. Egr2-CRE animals were transduced with AAV-DIO-hM4Di-mCherry and, following 3 weeks of recovery, subjected to a paradigm of cocaine CPP in which the preference of mice was tested repeatedly following individual training days (‘Design 1’; conditioning – days 2, 4, 6; tests – days 1, 3, 4, 7). The control group of mice was exposed to saline while experimental mice received CNO (5 mg/kg) 30 min prior to cocaine conditioning. Left – Line graphs representing % time spent on the cocaine paired side in individual preference test session (T_1_, T_2_, T_3_) compared to the initial preference (initial preference test; T_ini_). n = 6 mice in each group. *p<0.05, **p<0.01, ***p<0.005; paired t-test. Right – Bar graphs displaying the mean preference score (time spent on the drug paired side for relevant test session – initial test day). Significant difference in preference score is observed after three rounds of conditioning with cocaine n = 6 mice in each group. *p<0.05, **p<0.01, ***p<0.005; paired t-test. Data represented as mean ± sem. (**F**) Summary of expression domains of AAV-DIO-h4MDi in Egr2-CRE mice. (**G**) Chemogenetic inhibition of VLS-Egr2 expressing neurons during conditioning attenuates the development of cocaine CPP. Egr2-CRE animals were stereotactically transduced with AAV-DIO-mCherry (VLS-Egr2^mCherry^) or AAV-DIO-hM4Di-mCherry (VLS-Egr2^hM4Di^), and following recovery, all mice were subjected to cocaine CPP conditioning 30 min following exposure to CNO (10 mg/kg). Left panel represents change in % time spent on the cocaine paired side before and after conditioning for individual animals and the mean (paired t-test), while right panel (bar graphs) displays the mean preference score (time spent on the drug paired side of the final – first test day; unpaired t-test). Both groups developed CPP (paired t-test), while VLS-Egr2^hM4Di^ mice displayed a lower preference score compared to VLS-Egr2^mCherry^ controls (unpaired t-test). n = 7 mice in each group. *p<0.05, **p<0.01, ***p<0.005. For further documentation of expression domains and locomotion, see Figure 3—figure supplement 3. (**H**) Summary of expression domains of AAV-DN-Egr2. (**I**) Disruption of Egr2 function in the VLS inhibits the development of cocaine place preference. Left panel represents change in % time spent on the cocaine paired side before and after conditioning for individual animals and the mean, while bar graphs (right panel) display the mean preference score. Both groups developed CPP (paired t-test), while mice expressing AAV-DNEgr2 displayed a lower preference score compared to AAV-GFP controls (unpaired t-test). n = 8 mice in each group. *p<0.05, **p<0.01, ***p<0.005. For further documentation of expression domains, locomotion, and gene expression, see Figure 3—figure supplement 4. Images relating to acute cocaine (in **A**) were replicated from Gonzales et al., 2020, with permission.

**Figure 3—figure supplement 1.**
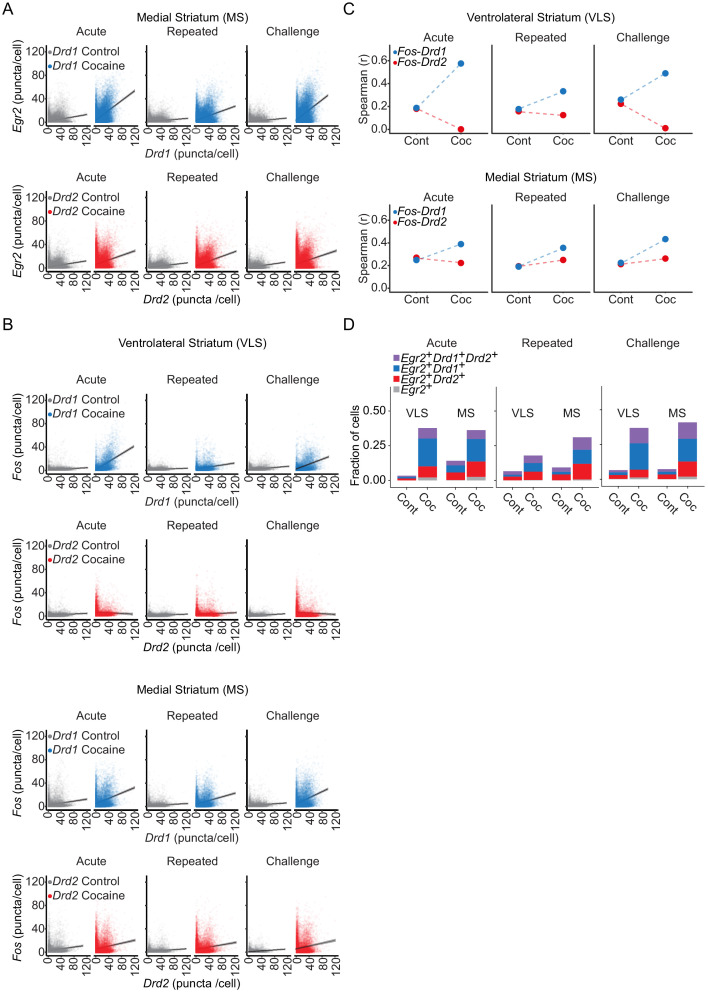
Induced IEGs are correlated to *Drd1* expression in the VLS and to both *Drd1* and *Drd2* expressions in the MS. (**A**) *Egr2* induction in the MS does not exhibit prominent cell-type bias and is modestly affected by the history of cocaine experience. Scatter plots show cellular *Egr2* expression with *Drd1* or *Drd2* expression (puncta/cell) within individual cells. n = 6 sections from three mice for each condition (gray dots represent cells from 0 hr for either *Drd1* or *Drd2* combination, and blue or red dots for *Drd1* or *Drd2* combination, respectively, 1 hr following cocaine experience). *Egr2-D1*: acute control, slope = 0.09, r^2^ = 0.069; acute cocaine, slope = 0.41, r^2^ = 0.24; repeated control, slope = 0.04, r^2^ = 0.03; repeated cocaine, slope = 0.19, r^2^ = 0.1; hallenge control, slope = 0.05, r^2^ = 0.045; hallenge cocaine, slope = 0.42, r^2^ = 0.2. *Egr2-D2*: acute control, slope = 0.08, r^2^ = 0.05; acute cocaine, slope = 0.19, r^2^ = 0.052; repeated control, slope = 0.06, r^2^ = 0.09; repeated cocaine, slope = 0.19, r^2^ = 0.10; challenge control, slope = 0.07, r^2^ = 0.076; challenge cocaine, slope = 0.18, r^2^ = 0.046. Linear model, p<0.0001 for conditions, refer to Supplementary file 6 for detailed statistics. (**B**) Scatter plots of cellular expression (puncta/cell) of *Fos* with *Drd1* or *Drd2* in the VLS and MS. VLS-Fos induction following acute and challenge cocaine is biased to Drd1^+^ neurons. In the MS, irrespective of the cocaine experience, *Fos* induction is correlated with a similar degree with both Drd1^+^ and Drd2^+^. Each dot represents a cell color coded similar to (**A**). n = 6 sections from three mice for each condition. *Fos-D1* in VLS: acute control, slope = 0.03, r^2^ = 0.02; acute cocaine, slope = 0.33, r^2^ = 0.32; repeated control, slope = 0.02, r^2^ = 0.03; repeated cocaine, slope = 0.09, r^2^ = 0.06; challenge control, slope = 0.05, r^2^ = 0.07; challenge cocaine, slope = 0.42, r^2^ = 0.2. *Fos-D2* in the VLS: acute control, slope = 0.03, r^2^ = 0.02; acute cocaine, slope = −0.03, r^2^ = 0; repeated control, slope = 0.02, r^2^ = 0.02; repeated cocaine, slope = 0.02, r^2^ = 0; challenge control, slope = 0.03, r^2^ = 0.05; challenge cocaine, slope = −0.03, r^2^ = 0. *Fos-D1* in the MS: acute control, slope = 0.09, r^2^ = 0.03; acute cocaine, slope = 0.23, r^2^ = 0.11; repeated control, slope = 0.03, r^2^ = 0.02; repeated cocaine, slope = 0.16, r^2^ = 0.08; challenge control, slope = 0.04, r^2^ = 0.03; challenge cocaine, slope = 0.26, r^2^ = 0.13. *Fos-D2* in the MS: acute control, slope = 0.08, r^2^ = 0.03; acute cocaine, slope = 0.12, r^2^ = 0.03; repeated control, slope = 0.04, r^2^ = 0.04; repeated cocaine, slope = 0.09, r^2^ = 0.03; challenge control, slope = 0.04, r^2^ = 0.04; challenge cocaine, slope = 0.12, r^2^ = 0.03. Linear model, p<0.0001 for conditions, refer to Supplementary file 6 for detailed statistics. (**C**) Line graphs depicting spearman correlation show specific and dramatic improvement of *Fos* correlation with *Drd1* and not *Drd2* expression upon acute cocaine exposure in the VLS, dampened following repeated exposure and re-emerging upon cocaine challenge. In the MS, *Fos* expression is consistently correlated to both *Drd1* and *Drd2* expression irrespective of the cocaine experience, with a modest bias towards *Drd1*^+^ neurons. (**D**) Cumulative bar graphs illustrating the % of *Drd1^+^*/Drd2^+^/*Drd1^+^Drd2*^+^ neurons expressing *Egr2^+^* at different time points during the development of behavioral sensitization to cocaine.

**Figure 3—figure supplement 2.**
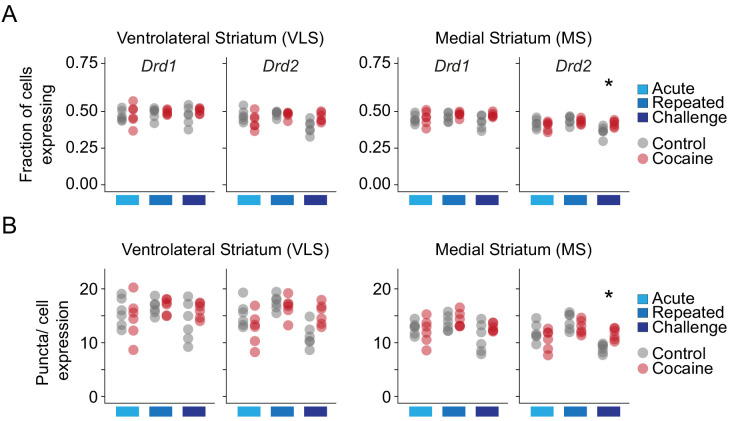
*Drd1* and *Drd2* receptor expression in the VLS and MS. (**A**) Dot plots depicting the fraction of *Drd1* vs *Drd2* expressing cells in the VLS and MS in control (gray) and cocaine (red) conditions following distinct cocaine experiences. n = 6 sections from three mice in each condition. (**B**) Dot plots depicting puncta/cell expression of *Drd1* and *Drd2* following distinct cocaine experiences. Color code as in (**A**). n = 6 sections from three mice in each condition.

**Figure 3—figure supplement 3.**
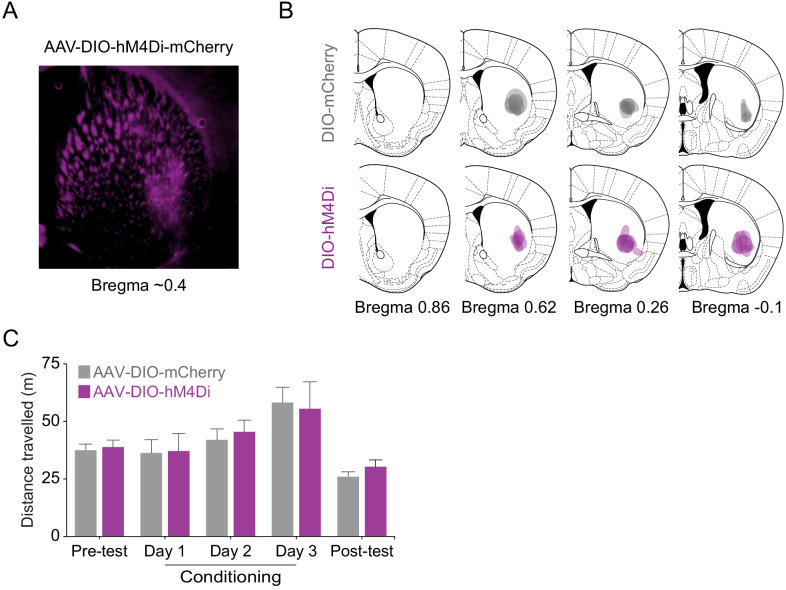
DREADD inhibition of VLS Egr2^+^ cells does not affect locomotion. (**A, B**) Verification of AAV transduction in the VLS of transgenic Egr2-CRE mice tested in experiment depicted in Figure 3F-G. Example of AAV-DIO-hM4Di-mcherry infections in the VLS (**A**) and summary of AAV-DIO-mCherry and AAV-DIO-hM4Di-mcherry infections (**B**). Span of viral transduction in individual mice was manually overlaid on corresponding coronal sections from the mouse brain atlas. n = 7 mice in each group. (**C**) Expression of AAV-DIO-hM4Di does not affect locomotor behavior (p=0.93, ANOVA for interaction day with group, see Supplementary file 6 for stats). Bar graphs compare the locomotion of VLS-Egr2^mCherry^ and VLS-Egr2^hM4Di^ mice in the CPP chambers on pre-test, conditioning session with cocaine, and post-test days. CNO (10 mg/kg, i.p.) was administered to both groups 30 min prior to cocaine conditioning. n = 7 mice in each group. Data represented as mean ± sem.

**Figure 3—figure supplement 4.**
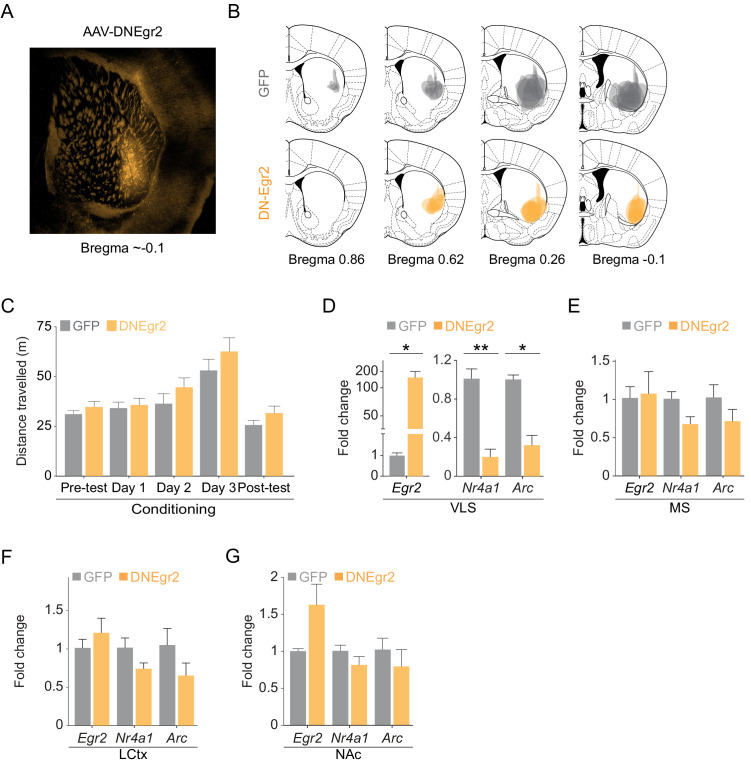
Disruption of Egr2 function in the VLS does not affect locomotor behavior or IEG expression outside of VLS. (**A, B**) Verification of AAV-GFP and AAV-DNEgr2 infection in the VLS. Example of AAV-DNEgr2 infection in the VLS (**A**). (**B**) Summary of infection from individual mice of VLS^DNEgr2^ and VLS^GFP^ groups manually overlaid onto corresponding coronal sections from the mouse brain atlas. n = 8 mice in each group. (**C**) DN-Egr2 expression does not affect locomotor behavior (p=0.7, ANOVA for interaction day with group, see Supplementary file 6). Bar graphs compare the average locomotion of VLS^GFP^ and VLS^DNEgr2^ mice in the CPP chambers on pretest, conditioning session with cocaine, and post-test days. n = 8 mice in each group. Data represented as mean ± sem. (D-G) Comparison of gene expression in mice injected with AAV-GFP (gray) or AAV-DN-Egr2 (orange) 24 hr after the final CPP test. (**D, E**) AAV-DN-Egr2 inhibits *Nr4a1* and *Arc* expression in the VLS (**D**), but not in the MS (**E**). (**F, G**) Viral transduction of AAV-DNEgr2 in the VLS does not impact gene transcription in LCtx (**F**) and NAc (**G**). Bar graphs represent expression of *Arc*, *Nr4a1*, and *Egr2* in LCtx and NAc of VLS^GFP^ (gray) and VLS^DNEgr2^ (orange) mice. n = 3 mice in each group. Data represented as mean ± sem. *p<0.05, **p<0.005 unpaired t-test, n = 3 mice in each group.

### Implication of VLS *Egr2* transcriptional activity in the development of cocaine-seeking behavior

The greater enrichment of *Egr2* induction within VLS neurons suggests a causal role for this neuronal population in supporting cocaine conditioned behaviors. To address the role of VLS *Egr2*^+^ neurons in cocaine seeking, we bilaterally injected Cre-dependent inhibitory hM4Di DREADD (VLS-Egr2^hM4Di^), targeting the VLS of Egr2-Cre knock-in mice. In these mice, an *Egr2* allele is substituted for *Cre* (Voiculescu et al., 2000), supporting the expression of Cre recombinase in neurons expressing *Egr2*. DREADD hM4Di-mediated selective inhibition of the VLS *Egr2*-expressing neuronal ensembles was achieved by administration of clozapine-N-oxide (CNO) (Atlan et al., 2018; Terem et al., 2020). Control mice were either transduced with viruses expressing hM4Di, similar to the experimental group, and exposed to saline (Figure 3E) or transduced with viruses conditionally expressing mCherry and exposed to CNO (Figure 3G, for expression domains, see Figure 3F, Figure 3—figure supplement 3A,B).

In an initial experiment, we transduced two groups of mice with AAV-DIO-hM4Di to the VLS. Three weeks later, we ran a cocaine conditioned-place preference (CPP) experiment, in which mice were conditioned over three alternate days to a cocaine-associated context, while on the day following each conditioning session their side preference was tested (conditioning – days 2, 4, 6; tests – days 1, 3, 5, 7; Figure 3D, ‘Design 1’). In control mice expressing hM4Di and exposed to saline prior to cocaine conditioning sessions, CPP developed following a single conditioning session and was reinforced following additional conditioning sessions (Figure 3E). The experimental group, which was exposed to CNO (5 mg/kg; i.p.) 30 min prior to cocaine conditioning, also displayed CPP following the initial exposure; however, in this group, the preference decayed with additional conditioning, such that following the third conditioning session, CPP in this group was significantly different from the control group (preference score saline vs. CNO Test3: p<0.05, t = 2, df = 8.6; one-tailed t-test; Figure 3E). We interpret these results as suggesting that the first cocaine conditioning session induced expression of Cre within VLS *Egr2*^+^ neurons, supporting the accumulation of functional hM4Di within these neurons to a CNO-responsive complement by the third conditioning session, resulting in diminished conditioned-place preference.

In a subsequent experiment, we implemented conditioning to the cocaine-associated context for three consecutive days prior to performing a preference test and exposed both experimental (hM4Di-expressing) and control (mCherry-expressing) groups to CNO (10 mg/kg; i.p.) prior to cocaine conditioning session (Figure 3D, ‘Design 2’). We found that both groups demonstrated CPP (Figure 3G; paired t-test on % time spent on drug paired side; p_VLS-Egr2mCherry_ < 0.00001, t = −11.362, df = 6; p_VLS-Egr2hM4Di_ < 0.003, t = −4.1232, df = 6). However, mice in which VLS *Egr2*^+^ neurons were inhibited (VLS-Egr2^hM4Di^) displayed lower preference for the drug paired context (preference score) compared to control mice (VLS-Egr2^mCherry^) (Figure 3G; p<0.05, t = 1.95, df = 9.4, one-tailed t-test). Importantly, no differences in locomotion were observed between groups on conditioning or test days (p=0.93, F_4,48_ = 0.19, ANOVA; Figure 3—figure supplement 3C). We therefore conclude that VLS *Egr2*^+^-expressing neurons contribute to the development of cocaine-seeking behavior, with no obvious impact on locomotor aspects of cocaine-driven behavior.

Salient experiences in general, and specifically exposure to cocaine, are thought to modify future behavior through induced gene expression responses, leading to stable changes in cell and circuit function (Nestler and Lüscher, 2019; Robison and Nestler, 2011). We hypothesized that the induction of *Egr2* by cocaine within VLS neurons may play a causal role in cocaine-induced modification of behavior. To assess a potential link between the expression of *Egr2* and cellular plasticity responsible for such behavioral modification, we ran an additional CPP experiment, following bilateral viral transduction of the VLS neurons with AAV-eGFP (VLS^GFP^), or a dominant-negative (S382R, D383Y) isoform of *Egr2* (VLS^DNEgr2^; Figure 3H, Figure 3—figure supplement 4A,B). The dominant-negative mutation disrupts the DNA-binding activity of Egr2, while not interfering with the capacity of the protein to form heteromeric complexes with its natural binding partners, effectively inhibiting transcriptional activation of downstream genes regulated by Egr2 (LeBlanc et al., 2007; Nagarajan et al., 2001). Comparing the development of cocaine CPP, we found that both groups of mice developed CPP (Figure 3I, paired t-test on % time spent on drug paired side; p_VLS-GFP_ <0.001, t = −4.9782, df = 7; p_VLS-DNEgr2_ <0.05, t = −2.2199, df = 7). However, VLS^DNEgr2^ developed lower CPP than VLS^GFP^ mice (Figure 3I, p<0.05, t = 2.36, df = 14, unpaired t-test). No differences in locomotion were observed between the groups of mice (p=0.7, F_4,56_ = 0.54, ANOVA; Figure 3—figure supplement 4C). These results assign a functional role to *Egr2* induction, primarily within VLS *Drd1*^+^ neurons, in the development of conditioned-place preference to cocaine. To test the effect of disrupting Egr2 complexes may have on transcription, we analyzed the expression of *Arc*, *Egr2*, and *Nr4a1* in the VLS, MS, NAc, and LCtx. In the VLS, we observed the anticipated overexpression of *Egr2* (Figure 3—figure supplement 4D, p_(Egr2)_<0.05, t = −5.3616, df = 2; two-tailed t-test, reflecting exogenous expression of the mutant gene), as well as blunted *Arc* and *Nr4a1* expression (Figure 3—figure supplement 4D, p_(Arc)_<0.01, t = 6, df = 2.8; p_(Nr4a1)_<0.005, t = 6.2, df = 3.8; two-tailed t-test). We did not observe any clear differences in gene expression between groups within other structures, demonstrating the localized effect of our viral manipulation (Figure 3—figure supplement 4E–G). These results demonstrate a role for cocaine-induced expression of *Egr2* in the VLS in supporting the development of cocaine-seeking and suggest that inducible transcriptional complexes involving Egr2 are functional in facilitating drug-induced maladaptive plasticity.

## Discussion

Drugs of abuse such as cocaine are known to act on key brain circuits, modifying and biasing the future behavior of an individual toward increased drug seeking. In this study, we develop a comprehensive compendium of the transcriptional dynamics induced within key brain regions during the development of cocaine sensitization. We highlight the striatum as a major hub of plasticity, within which we identify differential transcriptional recruitment of neuronal ensembles by cocaine, dependent on striatal subdomain, identity of projection neurons and the history of cocaine exposure. Finally, we focus on a prominent cocaine-sensitive IEG, *Egr2*, and show that *Egr2*-expressing SPNs in the VLS, and the expression of *Egr2* within them, support drug-seeking behavior.

Repeated exposure to cocaine, as well as abstinence, produces long-lasting functional changes in the reward circuit to drive the maladaptive modification of reinforced behavior (Dong and Nestler, 2014; Everitt, 2014; Gremel and Lovinger, 2017; Hyman et al., 2006; Kelley, 2004; Lüscher, 2016; Lüscher and Malenka, 2011; Nestler, 2013; Russo and Nestler, 2013; Salery et al., 2020; Volkow and Morales, 2015; Wolf, 2016; Zahm et al., 2010). The imprinting of such potentially lifelong alterations in behavior driven by drug experience is supported by cocaine-induced modifications in gene expression (McClung and Nestler, 2008; Nestler, 2002; Nestler and Lüscher, 2019; Salery et al., 2020; Steiner, 2016; Steiner and Van Waes, 2013). In this study, using an unbiased approach to screen gene expression, we resolved the transcriptional landscapes of distinct cocaine experiences across multiple reward-related brain circuits with broad temporal resolution. Our approach allowed us to describe transcripts modulated at updated baselines (after a history of either repeated cocaine exposure or abstinence), as well as in the hours following exposure to distinct cocaine experiences.

Baseline transcriptional changes in cortical and basal ganglia structures following defined cocaine schedules have been described previously in both rodents and humans (Bannon et al., 2005; Bannon et al., 2014; Eipper-Mains et al., 2013; Freeman et al., 2010; Gao et al., 2017a; Hurd and Herkenham, 1993; Lull et al., 2008; Ribeiro et al., 2017; Walker et al., 2018). Consistent with previous findings, we observed dynamic shifts in baseline gene expression in multiple categories potentially associated with neuronal plasticity (synaptic genes; genes associated with projection morphogenesis, actin filament regulation; proteostasis and myelin). Interestingly, genes associated with neuronal morphology and synaptic function demonstrated unique patterns of shifts within different brain structures. 

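A score of 6 synaptic genes, Camk2b, Shank3 and Syp among them, was compared between acute and repeated mice, 0 to 4 hr after cocaine, using mice with libraries of both the NAc and the DS (5 acute, 8 repeated) and permuting the experience of whole mice within time points. The score changed by -0.18 in the NAc and by 0.68 in the DS, a difference of -0.86 between the structures (exact permutation p = 0.00617, the smallest that 162 splits allow; 0.0556 after adjustment over the 9 structure differences tested). The difference was -0.42 for Camk2b, -1.40 for Shank3 and -0.90 for Syp. In the NAc, changes of these 3 genes ran from -0.41 (Syp) to -0.03 (Camk2b), and in the DS from 0.39 (Camk2b) to 1.22 (Shank3).
In the DS, the value depended on the run. In the shared run, from which the DS changes above come, the score averaged 8.48 in 8 acute libraries, 9.15 in 8 repeated libraries and 9.10 in 8 challenge libraries. In the experiences' own runs, it averaged 9.15 in 16 acute, 8.64 in 17 repeated and 8.62 in 15 challenge libraries. The order of acute and repeated mice was therefore opposite in the shared and own runs. In the same mice, the shared run differed from the own run by -0.69 for acute, 0.50 for repeated and 0.45 for challenge libraries. In the NAc, where no run held more than 1 experience, the score averaged 9.30 in 14 acute and 9.08 in 8 repeated libraries.

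**Figure D4:**
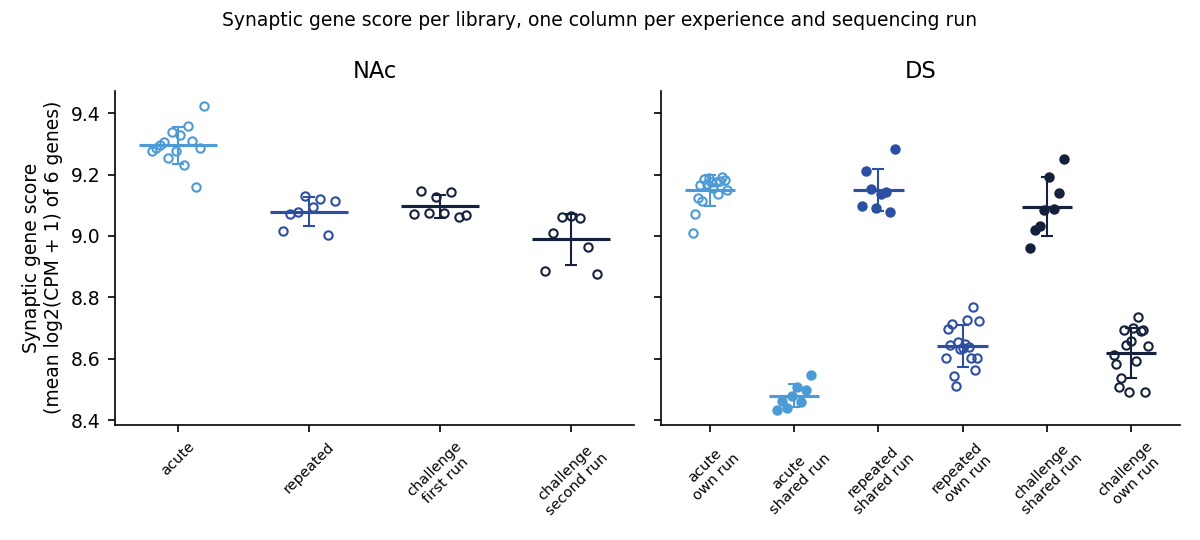
Synaptic gene score (mean log2(CPM + 1) of 6 genes) of each library by structure, experience and sequencing run. Filled points are libraries of the shared DS run and open points those of other runs; acute DS libraries average 8.48 in the shared run and 9.15 in their own.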

For example, expression of genes such as *Vamp*, *Pkrcg*, *Ncdn*, *Camk2b, Shank3*, and *Syp* were downregulated in the NAc following repeated cocaine exposure, while being upregulated in the DS. Such region-specific shifts in gene expression may support circuit-specific structural and functional modifications to cell assemblies (Clayton et al., 2020; Kyrke-Smith and Williams, 2018). 

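For single myelin genes, the change was computed over the mice of all time points, as for the score. In challenge mice, Mobp, Mbp, Mal and Pllp were lower than in acute mice in all 5 structures. Their log2 changes ran from -0.52 to -0.30 in the LCtx, from -0.74 to -0.53 in the NAc, from -0.83 to -0.31 in the DS, from -0.74 to -0.39 in the Amy and from -0.61 to -0.24 in the LH. In repeated mice, these 4 genes were lower in the LCtx, NAc, DS and Amy. In the LH, Mbp and Pllp were lower, whereas Mal was higher by 0.20 and Mobp by 0.10. Challenge mice in the LCtx, NAc, Amy and LH came from other runs than acute mice.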

Myelin genes (*Plp1*, *Mobp*, *Mbp*, *Mal*, *Pllp*) were downregulated across all structures studied (LCtx, Amy, NAc, DS, LH), initially following repeated cocaine exposure, and further following abstinence, across all experimental mice. Conversely, genes associated with proteostasis (e.g., chaperones such as members of the CCT, Hsp40, Hsp70, and Hsp90 complexes) were upregulated in concert across structures following cocaine abstinence. 

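Over the mice of all time points, the number of the 23 folding genes that were higher in challenge than in acute mice was 22 in the LCtx, 23 in the NAc, 22 in the DS, 23 in the Amy and 22 in the LH. Hspa5 was higher by 0.66 in the LCtx, 0.59 in the NAc, 0.59 in the DS, 0.35 in the Amy and 0.38 in the LH on the log2 scale. Hsph1 was higher by 0.42, 0.37, 0.62, 0.48 and 0.46 and Hspa8 by 0.38, 0.50, 0.58, 0.38 and 0.25 in the same order. In repeated mice, 17 of the 23 genes were higher in the LCtx, 20 in the NAc, 10 in the DS, 7 in the Amy and 12 in the LH. Ppia, which has pseudogenes of nearly the same sequence, was lower by 0.94 in the LCtx and by 0.97 in the NAc.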

Notably, similar changes in myelin genes and genes associated with proteostasis have been described in both human and rodent studies (Albertson et al., 2004; Bannon et al., 2014; García-Fuster et al., 2012; Johnson et al., 2012; Kovalevich et al., 2012; Lull et al., 2008; Narayana et al., 2014), but their functional implications remain unknown. Future investigation into the features of cocaine experience-related transcriptome is anticipated to provide targets for intervention, potentially supporting the reversal of brain function to a ‘cocaine-naive’ state.

IEG expression is well accepted to be the substrate for long-term modulations supporting memory formation (Alberini, 2009; Alberini and Kandel, 2015). Although cocaine-induced IEG expression has been extensively characterized in rodents (Berke et al., 1998; Caster and Kuhn, 2009; Gao et al., 2017a; Guez-Barber et al., 2011; Moratalla et al., 1996; Piechota et al., 2010; Robison and Nestler, 2011; Savell et al., 2020; Steiner, 2016; Valjent et al., 2006; Zahm et al., 2010), these studies were mostly limited in the number of genes analyzed and restricted to isolated brain structures following specific drug regimens. Addressing the cocaine-induced transcriptome, we observed transcriptional recruitment of the LCtx, Amy, NAc, and DS, of which the DS was most prominent. Furthermore, the immediate-early transcriptional programs induced across other tissues largely consisted of subcomponents of DS programs. What does this imply? We propose thathe overlapping fraction of induced genes is representative of a ‘core transcriptome’ that is consistently induced across many structures or cell types and only varies in the magnitude of their expression (Hrvatin et al., 2018; Savell et al., 2020; Tyssowski et al., 2018). This core component predominantly corresponds to signaling molecules and transcriptional regulators (the genes common across most programs are *Arc, Arl4d, Btg2, Ddit4, Dusp1, Egr2, Egr4, Fos, Fosb, Junb, Nr4a1, Per1*, and *Tiparp*), likely responsible for transforming inducing signals into instructions for implementation of appropriate synaptic, cellular, and circuit-specific plasticity mechanisms by ‘effector’ genes. These downstream effector genes are induced in a secondary wave of transcription, corresponding to the significantly diversified gene response at 2–4 hr following cocaine (Amit et al., 2007; Clayton et al., 2020; Gray and Spiegel, 2019; Hrvatin et al., 2018; Mukherjee et al., 2018; Tyssowski et al., 2018; Yap and Greenberg, 2018). 

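Among the programs of 4 structures and 3 experiences, 9 genes were induced in all 12: Arc, Arl4d, Ddit4, Egr2, Egr4, Fos, Junb and Nr4a1, which belong to the 13 named genes, and Gm13889. The latter was singled out after its values were seen. Of the remaining named genes, Per1 was induced in 11 programs, Dusp1 in 10, Tiparp in 9, Btg2 in 7 and Fosb in 6. A gene that was not called in a program is not shown to be absent from it, and some of these programs had 2 mice per time point. Dusp1 was called lower in the LCtx after challenge (log2FC -0.52 at 4 hr) and in the Amy after acute cocaine (-0.40 at 2 hr).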

Interestingly, a recent landmark study (Savell et al., 2020) utilized a multiplexed CRISPR strategy to drive co-expression of genes overlapping with many of the components of the putative ‘core transcriptome’ (*Btg2*, *Egr2*, *Egr4*, *Fos*, *FosB*, *JunB*, and *Nr4a1*) in the NAc and found that this manipulation increased SPN excitability and enhanced the development of cocaine sensitization.

What might be the role of the transcriptional induction in the DS and its subsequent dampening? It is becoming more broadly accepted that IEG induction serves to support long-term plasticity (Chandra and Lobo, 2017; Clayton, 2000; Clayton et al., 2020; Mukherjee et al., 2018; Tyssowski and Gray, 2019). The MS is defined as the ‘associative striatum’ and is associated with goal-directed behaviors, as well as defining the vigor of locomotor actions (Balleine and O'Doherty, 2010; Balleine and Ostlund, 2007; Kravitz et al., 2010; Lipton et al., 2019; Nonomura et al., 2018). We propose that the cocaine-driven locomotor sensitization may be mediated by the balanced and largely maintained transcriptional induction within Drd1/Drd2 SPNs in the MS. The lateral ‘sensori-motor’ striatum is strongly associated with habit formation and compulsive drug seeking (Lipton et al., 2019; Yin et al., 2004; Zapata et al., 2010). Moreover, the VLS receives selective sensorimotor afferents mapped to upper limb and orofacial cortical regions. Interestingly, behavioral stereotypies, primarily upper limb and orofacial, arise upon high-dose psychostimulant exposure (Karler et al., 1994; Murray et al., 2015; Schlussman et al., 2003), and orofacial stereotypies have been induced following selective infusion of psychostimulants to the VLS (Baker et al., 1998; Delfs and Kelley, 1990; Rebec et al., 1997; White et al., 1998). It is intriguing to consider the possibility that recruitment of plasticity mechanisms within VLS Drd1^+^ neurons supports the increased propensity to engage in orofacial stereotypies, while the subsequent dampening of cocaine-induced transcription within these neurons may indicate the ‘canalization’ of this limited action repertoire, at the expense of a broader behavioral repertoire. This topic will form the basis for future investigation.

Infusion of psychostimulants into the VLS has also been shown to promote operant reinforcement and conditioned-place preference, implicating it in reward and reinforcement (Baker et al., 1998; Kelley and Delfs, 1991). In order to query the role of the VLS IEG-expressing ensembles in the development of cocaine context association, we inhibited the activity of VLS *Egr2*^+^ neurons by conditional expression of hM4Di DREADDs, which curbed CPP. To directly investigate a role for VLS IEG induction on CPP behavior, we expressed a dominant-negative isoform of Egr2 (in which the DNA-binding domain was inactivated) in the VLS and observed a similar impact. Thus, to our knowledge, we provide the first functional implication of the VLS in cocaine seeking. Furthermore, we describe cellular dynamics of transcriptional recruitment of VLS IEG^+^ neurons (primarily *Drd1*^+^) during the development of behavioral sensitization to cocaine. The development and execution of drug-seeking behavior is heavily context dependent (Calipari et al., 2016; Crombag et al., 2002; Crombag et al., 2008; Crombag and Shaham, 2002; Cruz et al., 2014; Lee et al., 2006; Rubio et al., 2015). Potentially, the dampening of sensorimotor VLS IEG induction following repeated cocaine could serve to ‘cement’ the initial context association, limiting behavioral flexibility and the capacity to revert context association, exacerbating the impact of contextual cues on drug seeking behavior (Calipari et al., 2016; Crombag and Shaham, 2002; Gipson et al., 2013; Hyman, 2005; Phillips et al., 2003; Shaham et al., 2003; Volkow et al., 2006).

Recently, we have shown that salient experiences are represented in the mouse brain by unique patterns of gene expression. Thus, the induction pattern of a handful of genes is sufficient to decode the recent experience of individual mice with almost absolute certainty. Of these, the IEG whose expression contributes most towards classification of the recent experience of individual mice is *Egr2* (Mukherjee et al., 2018). *Egr2* is, furthermore, the gene most robustly induced by cocaine in the dorsal striatum (Gonzales et al., 2020; Mukherjee et al., 2018; Supplementary file 4) and is a sensitive indicator of cocaine-engaged striatal cell assemblies (Gonzales et al., 2020). 

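Egr2 lies on chromosome 10 of GRCm38 from 67535475 to 67542188 on the plus strand and encodes a zinc finger transcription factor. In the DS after acute cocaine, its log2FC at 1 hr was 3.355 (SE 0.25, adjusted p = 5.61e-13, edgeR), the largest of the induced genes. After repeated cocaine, Egr2 ranked 2 with 2.91 (SE 0.23), below Fos (chromosome 12, 85473890 to 85477273) with 3.06 (SE 0.27). After challenge, Egr2 ranked 8 with 2.15 (SE 0.19). The genes above it included H2-Aa (3.273, SE 0.81), Atf3 (2.90, SE 0.66), H2-Ab1 (2.33), Nr4a3 (2.28) and Fos (2.25). The values of H2-Aa and H2-Ab1 came from 1 of 4 mice at 1 hr, with 211 and 199 counts, and genes of the H2 family can share reads.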

In the current study, we initiated investigation into the role of *Egr2* in promoting drug seeking. Previous studies have shown that Egr2 is crucial for normal hindbrain development, peripheral myelination, and humoral immune response and is implicated in diseases such as congenital hypomyelinating neuropathy, Charcot–Marie-Tooth disease, Dejerine–Sottas syndrome, as well as schizophrenia (Boerkoel et al., 2001; De and Turman, 2005; Li et al., 2019; Morita et al., 2016; Okamura et al., 2015; Svaren and Meijer, 2008; Topilko et al., 1994; Warner et al., 1999; Warner et al., 1998; Wilkinson, 1995; Yamada et al., 2007). In the central nervous system, *Egr2* has been shown to be induced by seizure activity, kainic acid injection, LTP-inducing stimuli in hippocampal neurons, as well as following administration of several groups of drugs such as methamphetamine, cocaine, heroin, and alcohol (Gao et al., 2017a; Gass et al., 1994; Imperio et al., 2018; López-López et al., 2017; Mataga et al., 2001; Rakhade et al., 2007; Saint-Preux et al., 2013; Worley et al., 1993). However, the role *Egr2* may play in encoding memory or drug-induced behavior remained unresolved. Our findings show that the activity of *Egr2* is required for the full development of cocaine place preference, and highlight an additional member of the Egr family, alongside *Egr1* and *Egr3*, in drug-induced plasticity (Bannon et al., 2014; Chandra et al., 2015; Moratalla et al., 1992; Valjent et al., 2006). *Egr2* has been implicated in the regulation of cell-specific gene expression in peripheral Schwann cells (Jang et al., 2006) and fibroblasts (Fang et al., 2011), and disruptions to Egr2 DNA binding have been implicated in diseases of myelination and brain development. However, we are not aware of any study identifying the targets of Egr2 in the mature brain. We report downregulated expression of *Nr4a1* and *Arc* following overexpression of dominant-negative Egr2 in the VLS. However, as we did not identify Egr2 binding sites within regulatory regions of *Nr4a1* or *Arc*, we hypothesize that the impact of DN-Egr2 expression on *Nr4a1* and *Arc* may be indirect, a point for future investigation.

In conclusion, our study provides (1) a comprehensive description of brain-wide transcriptional dynamics, as well as spatial dynamics of SPN-specific IEG recruitment during the development of cocaine sensitization and (2) a demonstration of the role of VLS *Egr2*-expressing ensembles, as well as VLS expression of *Egr2*, in the development of cocaine seeking. Future work will address the mechanisms supporting cell-type specificity of transcriptional induction, as well as the role of IEG-mediated plasticity mechanisms in VLS-dependent stereotypy and context association.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	Wild-type C57BL/6OLAHSD mice	The Harlan Laboratory	NA	
Strain, strain background (*Mus musculus*)	Egr2-Cre knock in mice	The Jackson Laboratory	Cat# 025744 RRID: IMSR_JAX:025744	
Recombinant DNA reagent	AAV2-hSyn-DIO-hM4d(Gi)- mCherry	Addgene	Cat# 44362-AAV2 RRID: Addgene_44362	1.15 dilution
Recombinant DNA reagent	AAV2-hSyn-DIO-mCherry	UNC vector core facility	N/A	1.15 dilution
Recombinant DNA reagent	AAVdj-CMV-eGFP	ELSC vector core facility	N/A	1.15 dilution
Recombinant DNA reagent	AAVdj-CAG-DNEgr2-IRES-GFP	ELSC vector core facility	N/A	1.15 dilution
Recombinant DNA reagent	Plasmid with dominant negative mutant Egr2 (S382R,D383Y)	Jeffrey Milbrant, Washington University	N/A	
Chemical compound, drug	Clozapine-N-oxide (CNO)	Sigma–Aldrich	Cat # C0832-5MG	
Chemical compound, drug	Cocaine	Hadassah Hospital Pharmacy	N/A	
Commercial assay, kit	Fluorescent Multiplex Reagent Kit	Advanced Cell Diagnostics RNAscope	Cat # 320850	
Commercial assay, kit	NEBNext Ultra II Non-Directional RNA Second-Strand Synthesis Module	New England Biolabs	Cat # E6111L	
Commercial assay, kit	KAPA Hifi Hotstart ReadyMix	Roche	Cat # KK-KK2601-2 07958927001	
Commercial assay, kit	MinElute Gel Extraction Kit	Qiagen	Cat # 28604	
Commercial assay, kit	NEBNext Library Quant Kit for Illumina	New England Biolabs	Cat # E7630L	
Commercial assay, kit	High-sensitivity DNA kit	Agilent Technologies	Cat # 5067–4626	
Commercial assay, kit	NextSeq 500 High Output V2 kits	Illumina	Cat # FC-404–2005	
Commercial assay, kit	SMARTScribe Reverse Transcriptase	Takara	Cat # 639536	
Sequence-based reagent (smFISH)	Probe-Mm-Drd1a-C2	Advanced Cell Diagnostics RNAscope	Cat # 406491-C2	
Sequence-based reagent (smFISH)	Probe-Mm-Drd1a-C3	Advanced Cell Diagnostics RNAscope	Cat # 406491-C3	
Sequence-based reagent (smFISH)	Probe-Mm-Drd2-C2	Advanced Cell Diagnostics RNAscope	Cat # 406501-C2	
Sequence-based reagent (smFISH)	Probe-Mm-Egr2	Advanced Cell Diagnostics RNAscope	Cat # 407871	
Sequence-based reagent (smFISH)	Probe-Mm-Fos-C3	Advanced Cell Diagnostics RNAscope	Cat # 316921-C3	
Sequence-based reagent (smFISH)	Probe-Mm-Arc-C3	Advanced Cell Diagnostics RNAscope	Cat # 316911-C3	
Sequence-based reagent (smFISH)	Probe-Mm-Nr4a1-C2	Advanced Cell Diagnostics RNAscope	Cat # 423341-C2	
Sequence-based reagent (RNA-seq)	Primers for first-strand synthesis	This paper	N/A	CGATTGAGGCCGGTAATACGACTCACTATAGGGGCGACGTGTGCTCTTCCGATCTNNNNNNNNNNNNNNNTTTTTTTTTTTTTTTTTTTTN
Sequence-based reagent (RNA-seq)	Forward primer with P5-Read1 sequence	This paper	NA	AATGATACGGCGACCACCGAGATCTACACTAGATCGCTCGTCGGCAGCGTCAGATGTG
Sequence-based reagent (RNA-seq)	Reverse primer with P7-Read2 sequence	This paper	NA	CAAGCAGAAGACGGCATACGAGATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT
Software, algorithm	R	R studio	https://rstudio.com/products/rstudio/	
Software, algorithm	ImageJ	National Institutes of Health	https://imagej.nih.gov/ij/ RRID:SCR_003070	
Software, algorithm	CellProfiler	Broad Institute	https://cellprofiler.org/ RRID:SCR_007358	
Software, algorithm	Prism7	GraphPad	https://www.graphpad.com RRID:SCR_002798	
Software, algorithm	Ethovision XT	Noldus	https://www.noldus.com/ethovision-xt RRID:SCR_000441	
Software, algorithm	Photoshop and Illustrator	Adobe	https://www.adobe.com/in/creativecloud/catalog/desktop.html?promoid=PTYTQ77P&mv=other	
Other	0.9% Nacl		Cat # 3642828	
Other	Isoflurane	Piramal Critical Care	Cat # AWN34014604	
Other	Microtome (7000 smz2)	Camden Instruments	https://www.emsdiasum.com/microscopy/products/equipment/vibrating_microtome.aspx	
Other	Stereoscope	Olympus	Cat # N1197800	
Other	TissueLyser LT	Qiagen	Cat # 69980	
Other	Superfrost Plus slides	ThermoFisher Scientific	Cat # J1800AMNZ	
Other	Hermes high-definition cell-imaging system	Wiscan	https://idea-bio.com/products/wiscan-hermes/	
Other	SomnoSuite Low-Flow Anesthesia System	Kent Scientific Corporation	https://www.kentscientific.com/products/somnosuite/	
Other	Fine drill burr	RWD Life Science	Cat # 78001	
Other	Microsyringe (33G)	Hamilton	Cat # 65460–05	
Other	3M Vetbond tissue Adhesive	3M (Ebay)	Cat # 8017242664	
Other	Isoflurane	Piramal Critical Care	Cat # AWN34014604	
Other	Tri-Reagent	Sigma–Aldrich	Cat # T9424	
Other	OCT embedding medium	Scigen Scientific Gardena	Cat # 23-730-625	
Other	ACD RNAscope fresh frozen tissue pretreatment	Advanced Cell Diagnostics RNAscope	Cat # 320513	
Other	DAPI	Sigma–Aldrich	Cat # 10236276001	
Other	Lab Vision PermaFluor Aqueous Mounting Medium	ThermoFisher Scientific	Cat # TA-030-FM	
Other	dNTPs	New England Biolabs	Cat # N0447s	
Other	MnCl_2_	Sigma–Aldrich	Cat # 244589–10G	
Other	SPRI magnetic beads	Beckman Coulter	Cat # A63881	
Other	1 M Tris–HCI, pH 8.0	ThermoFisher Scientific	Cat # 15568025	
Other	SDS Solution (10%)	Biological Industries	Cat # 01-890-1B	

### Lead contact and materials availability

Further information and requests for resources should be directed to and will be fulfilled by the Lead Contact, Ami Citri (). This study did not generate new unique reagents.

#### Experimental models and subject details

Male C57BL/6OLAHSD mice used for RNA-sequencing and single-molecule FISH analysis following cocaine sensitization were obtained from Harlan Laboratories, Jerusalem, Israel. Transgenic Egr2-Cre knock-in mice were obtained from Jackson Laboratories. All animals were bred at Hebrew University, Givat Ram campus, by crossing positive males with C57BL/6OLAHSD female mice obtained from Harlan Laboratories. All animals (wild types and transgenic littermates of same sex) were group housed both before and during the experiments. They were maintained under standard environmental conditions – temperature (20–22°C), humidity (55 ± 10%), and 12–12 hr light/dark cycle (7 am on and 7 pm off), with ad libitum access to water and food. Behavioral assays were performed during the light phase of the circadian cycle. All animal protocols (# NS-13-13660-3; NS-13-13895-3; NS-15-14326-3; NS-16-14644-2; NS-14667–3; NS-16-14856-3; NS-19-15753-3) were approved by the Institutional Animal Care and Use Committees at the Hebrew University of Jerusalem and were in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Animals were randomly assigned to individual experimental groups, with some exceptions, such as in case of conditioned-place preference experiments (elaborated later). Experimenters were blinded regarding experimental manipulations wherever possible. While all experiments were performed in male mice, we do not anticipate that the results would differ between males and females, as similar gene programs are recruited in both (Savell et al., 2020).

**Table:** 

Animals	Sex	Age (weeks)
Wild-type C57BL/6 mice	Male	6–7
Egr2-Cre knock in mice	Male	10–30

### Detailed methods

#### Behavioral assays

##### Cocaine sensitization

Six to seven week old C57BL/6OLAHSD mice, after arriving from Harlan Laboratories, were first allowed to acclimate to the SPF facility for a period of 5–7 days. Animals were then briefly handled once or twice daily for 2–3 days. During the handling sessions, animals were allowed to freely move around on the experimenter’s palm for 1–2 min either alone or in pairs. On the following three consecutive days, mice were subjected to once daily intraperitoneal (IP) saline injections (250 µl) and immediately transferred to a clear Plexiglas box (30 × 30 × 30 cm) within a sound- and light-attenuated chamber fitted with an overhead camera, for ~20 min, and then returned to their home cage. After this habituation phase, animals were subjected to one daily IP cocaine injection (20 mg/kg; Stock solution: 2 mg/ml dissolved in 0.9% saline and injected at 10 ml/kg volume), according to the following groups: (1) *acute cocaine* group received a single dose of IP cocaine, (2) *repeated cocaine* group was administered cocaine once daily for five consecutive days, and (3) *challenge cocaine* group of animals was treated similarly to the repeated cocaine group for the first 5 days, subjected to abstinence (no drug treatment) for 21 days, and then re-exposed to a single dose of cocaine. Animals sacrificed directly from the home cage without any treatment were regarded as controls in the experiment (0 hr) and interleaved with the other groups corresponding to the relevant cocaine regiment (acute, chronic, and challenge cocaine). Transcription was analyzed at 1, 2, and 4 hr following the cocaine injection for the RNA-seq experiments. In smFISH experiments, animals were sacrificed for brain collection 1 hr after the cocaine injection, while control animals were treated as described earlier. Locomotor activity was measured as distance traveled in the open field arena for a period of 15 min, following either saline/cocaine injections, on each day was quantified by Ethovision (Noldus) software.

##### Conditioned-place preference

Conditioned-place preference was assessed in a custom-fitted arena (Plexiglass box [30 × 30 × 30 cm]) designed in-house and placed in individual light- and sound-attenuated chambers as in Terem et al., 2020. On the preference test days, the arena was divided into two compartments of equal dimensions. One compartment was fitted with rough floor (‘crushed ice’ textured Plexiglas) and black (on white) dotted wallpaper, while the other was fitted with smooth floor with black (on white) striped wallpaper. On the conditioning days, animals were presented with only one context in each training session, such that the entire box had rough flooring and dotted wallpaper or smooth flooring with striped wallpaper. Animals were placed in the center of the arena, and free behavior was recorded for 20 min. General activity and position/location of the mice in the arena were monitored by video recording using an overhead camera. Baseline preference was measured using the Ethovision XT software by analyzing the time spent in each chamber during the 20 min session. Mice were randomly assigned a conditioning compartment in order to approximately balance any initial bias in preference toward a specific chamber. *Procedure:* All experiments were performed using an unbiased design and consisted of the following phases: Handling: Two to three days performed twice daily and involved free exploration on the palms of the experimenter for 2–3 min. Pre-test: Single 20 min session (performed around noon), during which animals explored the arena which was divided into two compartments. Conditioning: Three days of two counterbalanced 20 min sessions per day separated by at least 4 hr. Mice were randomly assigned to a context (combination of a single floor-type and wallpaper patterns, as described above), which was paired with IP injections of saline (250 µl), and a separate context, which was paired with IP cocaine (10 mg/kg; Stock solution: 1 mg/ml dissolved in 0.9% saline and injected at 10 ml/kg volume). Post-conditioning final preference test was performed as in the pre-test.

For chemogenetic experiments, CNO (10 mg dissolved in 500 μl DMSO and then mixed into 9.5 ml 0.9% saline, to a total of 10 ml CNO solution at a concentration of 1 mg/ml) was injected at a dose of 5 or 10 mg/kg 30 min before cocaine conditioning sessions.

##### Tissue dissections and RNA extraction

Collection of tissue samples (Figure 3—figure supplement 1) and RNA extraction were performed as described previously (Mukherjee et al., 2018; Turm et al., 2014), with few modifications. Briefly animals were anesthetized in isoflurane (Piramal Critical Care), euthanized by cervical dislocation, and the brains quickly transferred to ice-cold artificial cerebrospinal fluid (ACSF) solution. Coronal slices of 400 µm were subsequently made on a vibrating microtome (7000 smz2; Camden Instruments) and relevant brain areas dissected under a stereoscope (Olympus). Tissue pieces were collected in PBS, snap-frozen in dry-ice, and on the same day transferred to Tri-Reagent (Sigma–Aldrich). The tissue was stored at −80°C until being processed for RNA extraction. For RNA extraction, the stored tissue was thawed at 37°C using a drybath and then immediately homogenized using TissueLyser LT (Qiagen). RNA extraction was performed according to the manufacturer’s guidelines. All steps were performed in cold conditions.

##### RNA-seq library preparation

One hundred nanogram of RNA was used for first-strand cDNA preparation as follows: The RNA was mixed with RT primers containing barcodes (seven bps) and unique molecular identifiers (UMIs; eight bps) for subsequent de-multiplexing and correction for amplification biases, respectively. The mixture was denatured in a Thermocycler (Bio-Rad) at 72°C for 3 min and transferred immediately to ice. An RT reaction cocktail containing 5× SmartScribe buffer, SmartScribe reverse transcriptase (Takara), 25 mM dNTP mix (NEB), and 100 mM MnCl_2_ (Sigma) was added to the RNA and primer mix and incubated at 42°C for 1 hr followed by 70°C for 15 min. The cDNA from all samples were pooled, cleaned with 1.2× AMPURE magnetic beads (Beckman Coulter), and eluted with 10 mM Tris of pH 8 (ThermoFisher Scientific). The eluted cDNA was further processed for double-stranded DNA synthesis with the NEBNext Ultra II Non-Directional RNA Second-Strand Synthesis Module (NEB), followed by another round of clean-up with 1.4× SPRI magnetic beads. The resultant double-stranded cDNA was then incubated with Tn5 tagmentase enzyme and a 21 bp oligo (TCGTCGGCAGCGTCAGATGTG sequence) at 55°C for 8 min. The reaction was stopped by denaturing the enzyme with 0.2% SDS (Biological Industries), followed by another round of cleaning with 2× SPRI magnetic beads. The elute was amplified using the KAPA Hifi Hotstart ReadyMix (Kapa Biosystems along with forward primer that contains Illumina P5-Read1 sequence) and reverse primer containing the P7-Read2 sequence. The resultant libraries were loaded on 4% agarose gel (Invitrogen) for size selection (250–700 bp) and cleaned with Mini Elute Gel Extraction kit (Qiagen). Library concentration and molecular size were determined with NEBNext Library Quant Kit for Illumina (NEB) according to manufacturer’s guidelines, as well as Bioanalyzer using High-Sensitivity DNA kit (Agilent Technologies). The libraries were run on the Illumina platform using NextSeq 500 High Output V2 kits (Illumina).

##### Single-molecule fluorescence in-situ hybridization

A detailed protocol is available in Gonzales et al., 2020. Briefly, smFISH protocol was performed on 14 µm tissue sections using the RNAscope Multiplex Fluorescent Reagent kit (Advanced Cell Diagnostics) according to the RNAscope Sample Preparation and Pretreatment Guide for Fresh Frozen Tissue and the RNAscope Fluorescent Multiplex Kit User Manual (Advanced Cell Diagnostics). Image acquisition was performed using a Hermes high-definition cell-imaging system with 10 × 0.4 NA and 40 × 0.75 NA objectives. Five Z-stack images were captured for each of four channels – 475/28 nm (FITC), 549/15 nm (TRITC), 648/20 nm (Cy5), and 390/18 nm (DAPI). Image processing was performed using ImageJ software. Maximum-intensity images for each channel were obtained using Maximum Intensity Z-projection. All channels were subsequently merged, and the dorsal striatum region was manually cropped from these merged images according to the Franklin and Paxinos Mouse brain atlas, Third edition. Quantification of RNA expression from images was done using the CellProfiler (McQuin et al., 2018) speckle counting pipeline.

##### Stereotactic surgeries

Induction and maintenance of anesthesia during surgery were achieved using SomnoSuite Low-Flow Anesthesia System (Kent Scientific Corporation). Following induction of anesthesia, animals were quickly secured to the stereotaxic apparatus (David KOPF instruments). The skin was cleaned with Betadine (Dr. Fischer Medical), and Lidocaine (Rafa Laboratories) was applied to minimize pain. An incision was made to expose the skull, which was immediately cleaned with hydrogen peroxide (GADOT), and a small hole was drilled using a fine drill burr (RWD Life Science). Using a microsyringe (33G; Hamilton) connected to an UltraMicroPump (World Precision Instruments), virus was subsequently injected at a flow rate of 100 nl/min. Upon completion of virus delivery, the microsyringe was left in the tissue for up to 5 min and then slowly withdrawn. The skin incision was closed using a Vetbond bioadhesive (3M), the animals were removed from the stereotaxic apparatus, injected with saline and pain-killer Rimadyl (Norbrook), and allowed to recover under gentle heating. Coordinates of the stereotactic injection were determined using the Paxinos and Franklin mouse brain atlas. Every virus used in the study was titrated appropriately to ensure localized infections. All injections were performed bilaterally and observed to be symmetric.

#### Coordinates of the stereotactic injection

**Table:** 

Experiment ID	Viruses	Coordinates	Strain	Virus expression time (days)
Chemogenetic inhibition (Figure 3E)	AAV2-hSyn-DIO-hM4d(Gi)-mCherry (n = 6; received saline) AAV2-hSyn-DIO-hM4d(Gi)-mCherry (n = 6, received CNO at 5 mg/kg)	AP: 0.9; ML: ±2.6; DV: 3.6	Egr2-Cre	21
Chemogenetic inhibition (Figure 3F–G, Figure 3—figure supplement 3)	AAV2-hSyn-DIO-hM4d(Gi)-mCherry (n = 8; all received CNO at 10 mg/kg) AAV2-hSyn-DIO- mCherry (n = 8, all received CNO at 10 mg/kg)	AP: 0.9; ML: ±2.6; DV: 3.6	Egr2-Cre	21
DN-Egr2 (Figure 3H,I, Figure 3—figure supplement 4)	AAVdj-CMV-eGFP (n = 8) AAVdj-CAG-DNEgr2-IRES-GFP (n = 8)	AP: 0.9; ML: ±2.65; DV: 3.6	WT	21

### Quantification and statistical analysis

#### Statistical analysis and data visualization

R version 3.4.4 was used for all statistical analysis and graphical representations. Venn diagrams were generated with ‘eulerr’ package. Three-dimensional plots were generated with ‘plot3D’ package. Heatmaps were generated with ‘Heatmap.2’ function form ‘gplots’ package. All other figures were generated using ‘ggplot2’. Details of the statistics applied in analysis of smFISH and behavioral experiments are summarized in Supplementary file 6.

### RNA-seq analysis

#### Alignment and QC

RNA-seq read quality was evaluated using FastQC. PCR duplicates were removed using unique molecular identifiers (UMIs), and polyA tail, if existing, was trimmed from the 3' end of the reads. Reads were aligned to the mouse genome (GRCm38) using STAR, and HTseq was used to count the number of reads for each gene. Samples with less than 1 million usable reads were removed from the analysis. Samples with more than 8 million reads were down-sampled to 50% (using R package ‘subSeq’). 

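The deposited counts include 2 libraries above the limit that the paper gives. In the Amy, it is that of replicate 3 at 1 hr after challenge (8911089 counted reads). In the DS, it is that of replicate 2 at 4 hr after challenge (10367769 counted reads). Whether they had been thinned before deposit cannot be told from the counts, and both were analysed as deposited. With their counts thinned by binomial draws to 50%, 183, 109 and 147 DS genes and 24, 22 and 27 Amy genes were induced after acute, repeated and challenge cocaine. This alternative was added after the library sizes were seen.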

The list of the samples analyzed in this paper and the distribution of library size are presented in Supplementary file 1 and Figure 1—figure supplement 2. All raw sequencing data is available on NCBI GEO: GSE158588.

#### Analysis of shifts in baseline transcription

In order to compare baseline shifts in gene expression following repeated cocaine administration, we compared gene expression within the samples obtained at time 0 (not exposed to cocaine on day of sample collection) in each one of the conditions – acute, repeated, and challenge cocaine (Figure 1—figure supplement 3A – heatmap of all genes exhibiting change). This analysis was performed with ‘DEseq2’ package in R. We used the Wald test in the DEseq function and compared gene expression in cocaine naïve mice vs. mice exposed to repeated cocaine, as well as comparing to abstinent mice following repeated cocaine. List of detected genes, normalized counts, and p-values (FDR corrected) are presented in Supplementary file 2. We observed that in a few samples, an apparent sequencing batch effect was detected, likely related to the library preparation and/or to the association of samples with different sequencing runs. Therefore, we performed the final analysis on only a subset of the samples, which did not exhibit a batch effect. 

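The effect of the run was measured on DS mice sequenced in both their own run and the shared run. With libraries paired by mouse over all time points (8 mice per experience), 6607 of 11561 genes differed between runs for acute, 1962 for repeated and 1751 for challenge libraries (edgeR, adjusted p under 0.05 and fold change over 1.2). With the 2 mice at 0 hr alone, treated as separate samples, the numbers were 4669, 216 and 295. Between the 2 challenge runs, 289 genes differed in 4 samples sequenced in both. Repeated cocaine in the DS was given in 2 cohorts, and 864 genes differed between them within 1 run.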

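The DEGs that Supplementary file 2 lists were looked up in the other libraries. In the 0 hr libraries they were selected on, every gene kept the listed direction. In the 1, 2 and 4 hr libraries of the same runs, every gene did so after repeated cocaine and in the DS after abstinence. After abstinence, 382 of 389 genes (98.2%) did so in the LCtx, 450 of 532 (84.6%) in the NAc and 155 of 156 (99.4%) in the Amy. In 0 hr libraries of the DS that were left out of the selection, sequenced in the experiences' own runs and partly from the same mice, 18 of 107 genes (16.8%) kept the direction after repeated cocaine and 84 of 208 (40.4%) after abstinence. In the other 0 hr libraries of the NAc and LCtx, 486 of 532 genes (91.4%) and 366 of 389 (94.1%) kept it after abstinence. These rest on 1 abstinent mouse each, and the LCtx library is a second one of a mouse that the genes were selected on. In these structures, naive and abstinent mice came from different runs, so that run and abstinence cannot be told apart. In the left-out DS libraries, naive mice were also in another run than repeated and abstinent mice, so run and experience cannot be told apart there either.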

While gene selection was performed on the subset of samples, the data portrayed in Figure 1C depicts all samples from the relevant time points – demonstrating that the genes identified from the subset of samples are consistently modified across all samples. Therefore, our gene list likely provides a conservative estimate of the true magnitude of shifts in gene expression.

#### Analysis of inducible transcription

Detection of the induced genes following cocaine administration was performed with the ‘DEseq2’ package in R. Each structure was analyzed separately. The model included time (0, 1, 2, 4 hr after cocaine administration) and the experiment (acute, repeated, and challenge), as well as the interaction time × experiment. We used a likelihood ratio test (LRT) and selected genes changing over time in at least one of the experiments (eliminating genes that are changing only between experiments, but not in time). Next, to evaluate the effect of time in each specific experiment, we used the selected gene list and fitted a generalized linear model with a negative binomial distribution followed by LRT for each experiment separately. Genes with p<0.05 (corrected) and fold change > 1.2 were considered significant. List of the detected genes, normalized counts, and p-values (FDR corrected) is presented in Supplementary file 4.

#### Gene annotation and functional analysis

KEGG pathway analysis was performed using the ‘SPIA’ package (Signaling Pathway Impact Analysis) in R. Pathways with p<0.05 and at least eight differentially expressed genes were considered significant. GO term enrichment analysis was performed using the ‘clusterProfiler’ package in R. Molecular function (MF) sub-ontologies were included in the analysis. The results of the inducible transcription analysis (p<0.05, FDR corrected) are included in Supplementary file 5 (complete list of enriched GO terms and genes) and in Figure 1H (representative GO term list). In the analysis of baseline transcription, we perform a second step of clustering in order to remove redundancy and identify global patterns across structures. After selecting the significantly enriched GO terms (p<0.05, FDR corrected), we grouped together all GO terms that shared at least 50% identity of the differentially expressed genes in any of the structures (Supplementary file 3). As described in the Results section, few clusters were selected for presentation, and the expression levels of genes included in these clusters – across all time points and all structures – are presented as a heatmap in Figure 1C, Figure 1—figure supplement 4.

#### smFISH analysis

For the IEG probes, selection for ‘robust-expressing’ cells was done as follows: We used the cocaine-naïve control data and after removing the non-expressing cells (cells expressing 0–1 puncta), the remaining cells were binned equally into three groups based on the per-cell expression levels, and the top 33% cells were defined ‘robust expressors’ or ‘suprathreshold cells’. Thus, cells qualified as ‘robust expressors’ for a given IEG if they expressed at least the following number of puncta per cell: *Arc* – 11, *Egr2* – 6, *Nr4a1 –* 12, *Fos* – 5. For *Drd1* and *Drd2* expression, a threshold of 8 puncta/cell was implemented (Gonzales et al., 2020).

In order to identify the area with the highest density of IEG expressing cells in the striatum, we performed two-dimensional kernel density estimation using the function ‘geom_density_2d’ in R as in Gonzales et al., 2020. This function estimates two-dimensional kernel density with an axis-aligned bivariate normal kernel, evaluated on a square grid, while displaying the result with contours. The regions of highest density, within which at least 20% of the cells are found, were selected. This process was performed independently for each one of the replicas and the selected contours plotted. A list of the samples and number of cells included in the analysis is found in Supplementary file 7. Details of statistical analysis and results for smFISH data are summarized in Supplementary file 6. Raw data (puncta per cell) is available on Mendeley Data (http://dx.doi.org/10.17632/p5tsv2wpmg.1).

#### Re-used data

Image reproduction: In the current study, we perform a comparison of the expression patterns and spatial distribution of IEGs following behavioral sensitization to cocaine. To this end, we compare the response to repeated and challenge cocaine exposures (novel data) to the response to acute cocaine, which was previously published (Gonzales et al., 2020). The reproduced images are the panels labeled ‘acute’ in Figures 2B–D and 3A–C.

Data re-analysis: smFISH data presented in the manuscript relating to acute cocaine were previously published (Gonzales et al., 2020) and are included in the current manuscript for the sake of comparison to repeated and challenge cocaine (relevant to Figures 2 and 3, Figure 2—figure supplement 2–S1, S2, Figure 3—figure supplement 1). The reproduction of the data was approved by the editorial office of PNAS.

The locomotor sensitization data presented in Figure 1B is a summed representation of all mice collected for RNA-seq and smFISH analysis. Samples included in the RNA-seq analysis (n = 48) are derived from a subset of the mice (n = 71) analyzed by qPCR in Mukherjee et al., 2018, DOI: 10.7554/eLife.31220, while brain sections utilized for smFISH analysis were from mice that were also used for smFISH analysis in Gonzales et al., 2020; Terem et al., 2020.

## Data Availability

Source data file for RNA-seq and smFISH experiments are available at NCBI GEO: GSE158588, and https://doi.org/10.17632/p5tsv2wpmg.1. The following datasets were generated: MukherjeeDGonzalesBJAshwal-FlussRTurmHGroysmanMCitriA2021RNA-seq of five brain structures after repeated exposure to cocaineNCBI Gene Expression OmnibusGSE158588 MukherjeeDGonzalesBJAshwal-FlussRTurmHGroysmanMCitriA2021smFISH data of IEG expression in the dorsal striatum after acute, repeated, and challenge cocaine exposuresMendeley Data10.17632/p5tsv2wpmg.1

## References

[bib1] Alberini CM (2009). Transcription factors in long-term memory and synaptic plasticity. Physiological Reviews.

[bib2] Alberini CM, Kandel ER (2015). The regulation of transcription in memory consolidation. Cold Spring Harbor Perspectives in Biology.

[bib3] Albertson DN, Pruetz B, Schmidt CJ, Kuhn DM, Kapatos G, Bannon MJ (2004). Gene expression profile of the nucleus accumbens of human cocaine abusers: evidence for dysregulation of myelin. Journal of Neurochemistry.

[bib4] Amit I, Citri A, Shay T, Lu Y, Katz M, Zhang F, Tarcic G, Siwak D, Lahad J, Jacob-Hirsch J, Amariglio N, Vaisman N, Segal E, Rechavi G, Alon U, Mills GB, Domany E, Yarden Y (2007). A module of negative feedback regulators defines growth factor signaling. Nature Genetics.

[bib5] Atlan G, Terem A, Peretz-Rivlin N, Sehrawat K, Gonzales BJ, Pozner G, Tasaka GI, Goll Y, Refaeli R, Zviran O, Lim BK, Groysman M, Goshen I, Mizrahi A, Nelken I, Citri A (2018). The claustrum supports resilience to distraction. Current Biology.

[bib6] Baker DA, Specio SE, Tran-Nguyen LT, Neisewander JL (1998). Amphetamine infused into the ventrolateral striatum produces oral stereotypies and conditioned place preference. Pharmacology Biochemistry and Behavior.

[bib7] Balleine BW, O'Doherty JP (2010). Human and rodent homologies in action control: corticostriatal determinants of goal-directed and habitual action. Neuropsychopharmacology.

[bib8] Balleine BW, Ostlund SB (2007). Still at the choice-point: action selection and initiation in instrumental conditioning. Annals of the New York Academy of Sciences.

[bib9] Bannon M, Kapatos G, Albertson D (2005). Gene expression profiling in the brains of human cocaine abusers. Addiction Biology.

[bib10] Bannon MJ, Johnson MM, Michelhaugh SK, Hartley ZJ, Halter SD, David JA, Kapatos G, Schmidt CJ (2014). A molecular profile of cocaine abuse includes the differential expression of genes that regulate transcription, Chromatin, and dopamine cell phenotype. Neuropsychopharmacology.

[bib11] Bariselli S, Fobbs WC, Creed MC, Kravitz AV (2019). A competitive model for striatal action selection. Brain Research.

[bib12] Berke JD, Paletzki RF, Aronson GJ, Hyman SE, Gerfen CR (1998). A complex program of striatal gene expression induced by dopaminergic stimulation. The Journal of Neuroscience.

[bib13] Bobadilla AC, Dereschewitz E, Vaccaro L, Heinsbroek JA, Scofield MD, Kalivas PW (2020). Cocaine and sucrose rewards recruit different seeking ensembles in the nucleus accumbens core. Molecular Psychiatry.

[bib14] Boerkoel CF, Takashima H, Bacino CA, Daentl D, Lupski JR (2001). EGR2 mutation R359W causes a spectrum of Dejerine-Sottas neuropathy. Neurogenetics.

[bib15] Calipari ES, Bagot RC, Purushothaman I, Davidson TJ, Yorgason JT, Peña CJ, Walker DM, Pirpinias ST, Guise KG, Ramakrishnan C, Deisseroth K, Nestler EJ (2016). In vivo imaging identifies temporal signature of D1 and D2 medium spiny neurons in cocaine reward. PNAS.

[bib16] Caprioli D, Venniro M, Zhang M, Bossert JM, Warren BL, Hope BT, Shaham Y (2017). Role of dorsomedial striatum neuronal ensembles in incubation of methamphetamine craving after voluntary abstinence. The Journal of Neuroscience.

[bib17] Caster JM, Kuhn CM (2009). Maturation of coordinated immediate early gene expression by cocaine during adolescence. Neuroscience.

[bib18] Chandra R, Francis TC, Konkalmatt P, Amgalan A, Gancarz AM, Dietz DM, Lobo MK (2015). Opposing role for Egr3 in nucleus accumbens cell subtypes in cocaine action. Journal of Neuroscience.

[bib19] Chandra R, Lobo MK (2017). Beyond neuronal activity markers: select immediate early genes in striatal neuron subtypes functionally mediate psychostimulant addiction. Frontiers in Behavioral Neuroscience.

[bib20] Clayton DF (2000). The genomic action potential. Neurobiology of Learning and Memory.

[bib21] Clayton DF, Anreiter I, Aristizabal M, Frankland PW, Binder EB, Citri A (2020). The role of the genome in experience-dependent plasticity: extending the analogy of the genomic action potential. PNAS.

[bib22] Crombag HS, Grimm JW, Shaham Y (2002). Effect of dopamine receptor antagonists on renewal of cocaine seeking by reexposure to drug-associated contextual cues. Neuropsychopharmacology.

[bib23] Crombag HS, Bossert JM, Koya E, Shaham Y (2008). Context-induced relapse to drug seeking: a review. Philosophical Transactions of the Royal Society B: Biological Sciences.

[bib24] Crombag HS, Shaham Y (2002). Renewal of drug seeking by contextual cues after prolonged extinction in rats. Behavioral Neuroscience.

[bib25] Cruz FC, Koya E, Guez-Barber DH, Bossert JM, Lupica CR, Shaham Y, Hope BT (2013). New technologies for examining the role of neuronal ensembles in drug addiction and fear. Nature Reviews Neuroscience.

[bib26] Cruz FC, Babin KR, Leao RM, Goldart EM, Bossert JM, Shaham Y, Hope BT (2014). Role of nucleus accumbens shell neuronal ensembles in context-induced reinstatement of cocaine-seeking. Journal of Neuroscience.

[bib27] Cruz FC, Javier Rubio F, Hope BT (2015). Using c-fos to study neuronal ensembles in corticostriatal circuitry of addiction. Brain Research.

[bib28] De S, Turman JE (2005). Krox-20 gene expression: influencing hindbrain-craniofacial developmental interactions. Archives of Histology and Cytology.

[bib29] Delfs JM, Kelley AE (1990). The role of D1 and D2 dopamine receptors in oral stereotypy induced by dopaminergic stimulation of the ventrolateral striatum. Neuroscience.

[bib30] Dong Y, Nestler EJ (2014). The neural rejuvenation hypothesis of cocaine addiction. Trends in Pharmacological Sciences.

[bib31] Eipper-Mains JE, Kiraly DD, Duff MO, Horowitz MJ, McManus CJ, Eipper BA, Graveley BR, Mains RE (2013). Effects of cocaine and withdrawal on the mouse nucleus accumbens transcriptome. Genes, Brain and Behavior.

[bib32] Everitt BJ (2014). Neural and psychological mechanisms underlying compulsive drug seeking habits and drug memories – indications for novel treatments of addiction. European Journal of Neuroscience.

[bib33] Fang F, Ooka K, Bhattacharyya S, Bhattachyya S, Wei J, Wu M, Du P, Lin S, Del Galdo F, Feghali-Bostwick CA, Varga J (2011). The early growth response gene Egr2 (Alias Krox20) is a novel transcriptional target of transforming growth factor-β that is up-regulated in systemic sclerosis and mediates profibrotic responses. The American Journal of Pathology.

[bib34] Freeman WM, Lull ME, Patel KM, Brucklacher RM, Morgan D, Roberts DC, Vrana KE (2010). Gene expression changes in the medial prefrontal cortex and nucleus accumbens following abstinence from cocaine self-administration. BMC Neuroscience.

[bib35] Gao P, de Munck JC, Limpens JHW, Vanderschuren L, Voorn P (2017a). A neuronal activation correlate in striatum and prefrontal cortex of prolonged cocaine intake. Brain Structure and Function.

[bib36] Gao P, Limpens JH, Spijker S, Vanderschuren LJ, Voorn P (2017b). Stable immediate early gene expression patterns in medial prefrontal cortex and striatum after long-term cocaine self-administration. Addiction Biology.

[bib37] García-Fuster MJ, Flagel SB, Mahmood ST, Watson SJ, Akil H (2012). Cocaine withdrawal causes delayed dysregulation of stress genes in the Hippocampus. PLOS ONE.

[bib38] Gass P, Herdegen T, Bravo R, Kiessling M (1994). High induction threshold for transcription factor KROX-20 in the rat brain: partial co-expression with heat shock protein 70 following limbic seizures. Molecular Brain Research.

[bib39] Gerfen CR (2000). Molecular effects of dopamine on striatal-projection pathways. Trends in Neurosciences.

[bib40] Gipson CD, Kupchik YM, Shen H, Reissner KJ, Thomas CA, Kalivas PW (2013). Relapse induced by cues predicting cocaine depends on rapid, transient synaptic potentiation. Neuron.

[bib41] Gonzales BJ, Mukherjee D, Ashwal-Fluss R, Loewenstein Y, Citri A (2020). Subregion-specific rules govern the distribution of neuronal immediate-early gene induction. PNAS.

[bib42] Gray JM, Spiegel I (2019). Cell-type-specific programs for activity-regulated gene expression. Current Opinion in Neurobiology.

[bib43] Gremel CM, Lovinger DM (2017). Associative and sensorimotor cortico-basal ganglia circuit roles in effects of abused drugs. Genes, Brain and Behavior.

[bib44] Guez-Barber D, Fanous S, Golden SA, Schrama R, Koya E, Stern AL, Bossert JM, Harvey BK, Picciotto MR, Hope BT (2011). FACS identifies unique cocaine-induced gene regulation in selectively activated adult striatal neurons. Journal of Neuroscience.

[bib45] Han M-H, Russo SJ, Nestler EJ, Han M. -H (2019). Molecular, cellular, and circuit basis of depression susceptibility and resilience. Neurobiology of Depression.

[bib46] Hawrylycz MJ, Lein ES, Guillozet-Bongaarts AL, Shen EH, Ng L, Miller JA, van de Lagemaat LN, Smith KA, Ebbert A, Riley ZL, Abajian C, Beckmann CF, Bernard A, Bertagnolli D, Boe AF, Cartagena PM, Chakravarty MM, Chapin M, Chong J, Dalley RA, David Daly B, Dang C, Datta S, Dee N, Dolbeare TA, Faber V, Feng D, Fowler DR, Goldy J, Gregor BW, Haradon Z, Haynor DR, Hohmann JG, Horvath S, Howard RE, Jeromin A, Jochim JM, Kinnunen M, Lau C, Lazarz ET, Lee C, Lemon TA, Li L, Li Y, Morris JA, Overly CC, Parker PD, Parry SE, Reding M, Royall JJ, Schulkin J, Sequeira PA, Slaughterbeck CR, Smith SC, Sodt AJ, Sunkin SM, Swanson BE, Vawter MP, Williams D, Wohnoutka P, Zielke HR, Geschwind DH, Hof PR, Smith SM, Koch C, Grant SGN, Jones AR (2012). An anatomically comprehensive atlas of the adult human brain transcriptome. Nature.

[bib47] Hope BT, Nye HE, Kelz MB, Self DW, Iadarola MJ, Nakabeppu Y, Duman RS, Nestler EJ (1994). Induction of a long-lasting AP-1 complex composed of altered Fos-like proteins in brain by chronic cocaine and other chronic treatments. Neuron.

[bib48] Hrvatin S, Hochbaum DR, Nagy MA, Cicconet M, Robertson K, Cheadle L, Zilionis R, Ratner A, Borges-Monroy R, Klein AM, Sabatini BL, Greenberg ME (2018). Single-cell analysis of experience-dependent transcriptomic states in the mouse visual cortex. Nature Neuroscience.

[bib49] Hurd YL, Herkenham M (1993). Molecular alterations in the neostriatum of human cocaine addicts. Synapse.

[bib50] Hyman SE (2005). Addiction: a disease of learning and memory. American Journal of Psychiatry.

[bib51] Hyman SE, Malenka RC, Nestler EJ (2006). Neural mechanisms of addiction: the role of reward-related learning and memory. Annual Review of Neuroscience.

[bib52] Imperio CG, McFalls AJ, Hadad N, Blanco-Berdugo L, Masser DR, Colechio EM, Coffey AA, Bixler GV, Stanford DR, Vrana KE, Grigson PS, Freeman WM (2018). Exposure to environmental enrichment attenuates addiction-like behavior and alters molecular effects of heroin self-administration in rats. Neuropharmacology.

[bib53] Jang SW, LeBlanc SE, Roopra A, Wrabetz L, Svaren J (2006). In vivo detection of Egr2 binding to target genes during peripheral nerve myelination. Journal of Neurochemistry.

[bib54] Johnson MM, David JA, Michelhaugh SK, Schmidt CJ, Bannon MJ (2012). Increased heat shock protein 70 gene expression in the brains of cocaine-related fatalities may be reflective of postdrug survival and intervention rather than excited delirium. Journal of Forensic Sciences.

[bib55] Kang HJ, Kawasawa YI, Cheng F, Zhu Y, Xu X, Li M, Sousa AM, Pletikos M, Meyer KA, Sedmak G, Guennel T, Shin Y, Johnson MB, Krsnik Z, Mayer S, Fertuzinhos S, Umlauf S, Lisgo SN, Vortmeyer A, Weinberger DR, Mane S, Hyde TM, Huttner A, Reimers M, Kleinman JE, Sestan N (2011). Spatio-temporal transcriptome of the human brain. Nature.

[bib56] Karler R, Calder LD, Thai LH, Bedingfield JB (1994). A dopaminergic-glutamatergic basis for the action of amphetamine and cocaine. Brain Research.

[bib57] Kelley AE (2004). Memory and addiction. Neuron.

[bib58] Kelley AE, Delfs JM (1991). Dopamine and conditioned reinforcement. Psychopharmacology.

[bib59] Kovalevich J, Corley G, Yen W, Rawls SM, Langford D (2012). Cocaine-induced loss of white matter proteins in the adult mouse nucleus accumbens is attenuated by administration of a β-lactam antibiotic during cocaine withdrawal. The American Journal of Pathology.

[bib60] Koya E, Golden SA, Harvey BK, Guez-Barber DH, Berkow A, Simmons DE, Bossert JM, Nair SG, Uejima JL, Marin MT, Mitchell TB, Farquhar D, Ghosh SC, Mattson BJ, Hope BT (2009). Targeted disruption of cocaine-activated nucleus accumbens neurons prevents context-specific sensitization. Nature Neuroscience.

[bib61] Kravitz AV, Freeze BS, Parker PR, Kay K, Thwin MT, Deisseroth K, Kreitzer AC (2010). Regulation of parkinsonian motor behaviours by optogenetic control of basal ganglia circuitry. Nature.

[bib62] Kreitzer AC, Malenka RC (2008). Striatal plasticity and basal ganglia circuit function. Neuron.

[bib63] Kyrke-Smith M, Williams JM (2018). Bridging synaptic and epigenetic maintenance mechanisms of the engram. Frontiers in Molecular Neuroscience.

[bib64] LeBlanc SE, Ward RM, Svaren J (2007). Neuropathy-associated Egr2 mutants disrupt cooperative activation of myelin protein zero by Egr2 and Sox10. Molecular and Cellular Biology.

[bib65] Lee JL, Milton AL, Everitt BJ (2006). Cue-induced cocaine seeking and relapse are reduced by disruption of drug memory reconsolidation. Journal of Neuroscience.

[bib66] Li X, Rubio FJ, Zeric T, Bossert JM, Kambhampati S, Cates HM, Kennedy PJ, Liu QR, Cimbro R, Hope BT, Nestler EJ, Shaham Y (2015). Incubation of methamphetamine craving is associated with selective increases in expression of bdnf and trkb, glutamate receptors, and epigenetic enzymes in cue-activated fos-expressing dorsal striatal neurons. Journal of Neuroscience.

[bib67] Li K, Wu Y, Li Y, Yu Q, Tian Z, Wei H, Qu K (2019). Landscape and dynamics of the transcriptional regulatory network during natural killer cell differentiation. bioRxiv.

[bib68] Lipton DM, Gonzales BJ, Citri A (2019). Dorsal striatal circuits for habits, compulsions and addictions. Frontiers in Systems Neuroscience.

[bib69] López-López D, Gómez-Nieto R, Herrero-Turrión MJ, García-Cairasco N, Sánchez-Benito D, Ludeña MD, López DE (2017). Overexpression of the immediate-early genes Egr1, Egr2, and Egr3 in two strains of rodents susceptible to audiogenic seizures. Epilepsy & Behavior.

[bib70] Lull ME, Freeman WM, Vrana KE, Mash DC (2008). Correlating human and animal studies of cocaine abuse and gene expression. Annals of the New York Academy of Sciences.

[bib71] Lüscher C (2016). The emergence of a circuit model for addiction. Annual Review of Neuroscience.

[bib72] Lüscher C, Malenka RC (2011). Drug-evoked synaptic plasticity in addiction: from molecular changes to circuit remodeling. Neuron.

[bib73] Märtin A, Calvigioni D, Tzortzi O, Fuzik J, Wärnberg E, Meletis K (2019). A Spatiomolecular Map of the Striatum. Cell Reports.

[bib74] Mataga N, Fujishima S, Condie BG, Hensch TK (2001). Experience-dependent plasticity of mouse visual cortex in the absence of the neuronal activity-dependent marker *egr1/zif268*. The Journal of Neuroscience.

[bib75] McClung CA, Nestler EJ (2008). Neuroplasticity mediated by altered gene expression. Neuropsychopharmacology.

[bib76] McQuin C, Goodman A, Chernyshev V, Kamentsky L, Cimini BA, Karhohs KW, Doan M, Ding L, Rafelski SM, Thirstrup D, Wiegraebe W, Singh S, Becker T, Caicedo JC, Carpenter AE (2018). CellProfiler 3.0: next-generation image processing for biology. PLOS Biology.

[bib77] Moratalla R, Robertson HA, Graybiel AM (1992). Dynamic regulation of NGFI-A (zif268, egr1) gene expression in the striatum. The Journal of Neuroscience.

[bib78] Moratalla R, Elibol B, Vallejo M, Graybiel AM (1996). Network-level changes in expression of inducible Fos-Jun proteins in the striatum during chronic cocaine treatment and withdrawal. Neuron.

[bib79] Morita K, Okamura T, Inoue M, Komai T, Teruya S, Iwasaki Y, Sumitomo S, Shoda H, Yamamoto K, Fujio K (2016). Egr2 and Egr3 in regulatory T cells cooperatively control systemic autoimmunity through Ltbp3-mediated TGF-β3 production. PNAS.

[bib80] Mukherjee D, Ignatowska-Jankowska BM, Itskovits E, Gonzales BJ, Turm H, Izakson L, Haritan D, Bleistein N, Cohen C, Amit I, Shay T, Grueter B, Zaslaver A, Citri A (2018). Salient experiences are represented by unique transcriptional signatures in the mouse brain. eLife.

[bib81] Murray RC, Logan MC, Horner KA (2015). Striatal patch compartment lesions reduce stereotypy following repeated cocaine administration. Brain Research.

[bib82] Nagarajan R, Svaren J, Le N, Araki T, Watson M, Milbrandt J (2001). EGR2 Mutations in Inherited Neuropathies Dominant-Negatively Inhibit Myelin Gene Expression. Neuron.

[bib83] Narayana PA, Herrera JJ, Bockhorst KH, Esparza-Coss E, Xia Y, Steinberg JL, Moeller FG (2014). Chronic cocaine administration causes extensive white matter damage in brain: Diffusion tensor imaging and immunohistochemistry studies. Psychiatry Research: Neuroimaging.

[bib84] Nestler EJ, Hope BT, Widnell KL (1993). Drug addiction: A model for the molecular basis of neural plasticity. Neuron.

[bib85] Nestler EJ (2001). Molecular basis of long-term plasticity underlying addiction. Nature Reviews Neuroscience.

[bib86] Nestler E (2002). Common Molecular and Cellular Substrates of Addiction and Memory. Neurobiology of Learning and Memory.

[bib87] Nestler EJ (2013). Cellular basis of memory for addiction. Dialogues in Clinical Neuroscience.

[bib88] Nestler EJ (2014). Epigenetic mechanisms of drug addiction. Neuropharmacology.

[bib89] Nestler EJ, Aghajanian GK (1997). Molecular and Cellular Basis of Addiction. Science.

[bib90] Nestler EJ, Lüscher C (2019). The molecular basis of drug addiction: linking epigenetic to synaptic and circuit mechanisms. Neuron.

[bib91] Nonomura S, Nishizawa K, Sakai Y, Kawaguchi Y, Kato S, Uchigashima M, Watanabe M, Yamanaka K, Enomoto K, Chiken S, Sano H, Soma S, Yoshida J, Samejima K, Ogawa M, Kobayashi K, Nambu A, Isomura Y, Kimura M (2018). Monitoring and updating of action selection for Goal-Directed behavior through the striatal direct and indirect pathways. Neuron.

[bib92] Okamura T, Sumitomo S, Morita K, Iwasaki Y, Inoue M, Nakachi S, Komai T, Shoda H, Miyazaki J, Fujio K, Yamamoto K (2015). TGF-β3-expressing CD4+CD25(-)LAG3+ regulatory T cells control humoral immune responses. Nature Communications.

[bib93] Ortiz C, Navarro JF, Jurek A, Märtin A, Lundeberg J, Meletis K (2020). Molecular atlas of the adult mouse brain. Science Advances.

[bib94] Phillips PE, Stuber GD, Heien ML, Wightman RM, Carelli RM (2003). Subsecond dopamine release promotes cocaine seeking. Nature.

[bib95] Piechota M, Korostynski M, Solecki W, Gieryk A, Slezak M, Bilecki W, Ziolkowska B, Kostrzewa E, Cymerman I, Swiech L, Jaworski J, Przewlocki R (2010). The dissection of transcriptional modules regulated by various drugs of abuse in the mouse striatum. Genome Biology.

[bib96] Rakhade SN, Shah AK, Agarwal R, Yao B, Asano E, Loeb JA (2007). Activity-dependent gene expression correlates with interictal spiking in human neocortical epilepsy. Epilepsia.

[bib97] Rebec GV, White IM, Puotz JK (1997). Responses of neurons in dorsal striatum during amphetamine-induced focused stereotypy. Psychopharmacology.

[bib98] Ribeiro EA, Scarpa JR, Garamszegi SP, Kasarskis A, Mash DC, Nestler EJ (2017). Gene network dysregulation in dorsolateral prefrontal cortex neurons of humans with cocaine use disorder. Scientific Reports.

[bib99] Rittschof CC, Hughes KA (2018). Advancing behavioural genomics by considering timescale. Nature Communications.

[bib100] Robison AJ, Nestler EJ (2011). Transcriptional and epigenetic mechanisms of addiction. Nature Reviews Neuroscience.

[bib101] Rubio FJ, Liu QR, Li X, Cruz FC, Leão RM, Warren BL, Kambhampati S, Babin KR, McPherson KB, Cimbro R, Bossert JM, Shaham Y, Hope BT (2015). Context-induced reinstatement of methamphetamine seeking is associated with unique molecular alterations in Fos-expressing dorsolateral striatum neurons. Journal of Neuroscience.

[bib102] Russo SJ, Nestler EJ (2013). The brain reward circuitry in mood disorders. Nature Reviews Neuroscience.

[bib103] Saint-Preux F, Bores LR, Tulloch I, Ladenheim B, Kim R, Thanos PK, Volkow ND, Cadet JL (2013). Chronic co-administration of nicotine and methamphetamine causes differential expression of immediate early genes in the dorsal striatum and nucleus accumbens of rats. Neuroscience.

[bib104] Salery M, Trifilieff P, Caboche J, Vanhoutte P (2020). From signaling molecules to circuits and behaviors: cell-type-specific adaptations to psychostimulant exposure in the striatum. Biological Psychiatry.

[bib105] Savell KE, Tuscher JJ, Zipperly ME, Duke CG, Phillips RA, Bauman AJ, Thukral S, Sultan FA, Goska NA, Ianov L, Day JJ (2020). A dopamine-induced gene expression signature regulates neuronal function and cocaine response. Science Advances.

[bib106] Schlussman SD, Zhang Y, Kane S, Stewart CL, Ho A, Kreek MJ (2003). Locomotion, Stereotypy, and dopamine D1 receptors after chronic "binge" cocaine in C57BL/6J and 129/J mice. Pharmacology Biochemistry and Behavior.

[bib107] Shaham Y, Shalev U, Lu L, de Wit H, Stewart J (2003). The reinstatement model of drug relapse: history, methodology and major findings. Psychopharmacology.

[bib108] Sinha S, Jones BM, Traniello IM, Bukhari SA, Halfon MS, Hofmann HA, Huang S, Katz PS, Keagy J, Lynch VJ, Sokolowski MB, Stubbs LJ, Tabe-Bordbar S, Wolfner MF, Robinson GE (2020). Behavior-related gene regulatory networks: a new level of organization in the brain. PNAS.

[bib109] Steiner H, Steiner H, Tseng K. Y (2016). Psychostimulant-Induced Gene Regulation in Striatal Circuits. Handbook of Behavioral Neuroscience.

[bib110] Steiner H, Gerfen CR (1993). Cocaine-induced c-fos messenger RNA is inversely related to dynorphin expression in striatum. The Journal of Neuroscience.

[bib111] Steiner H, Van Waes V (2013). Addiction-related gene regulation: risks of exposure to cognitive enhancers vs. other psychostimulants. Progress in Neurobiology.

[bib112] Svaren J, Meijer D (2008). The molecular machinery of myelin gene transcription in schwann cells. Glia.

[bib113] Terem A, Gonzales BJ, Peretz-Rivlin N, Ashwal-Fluss R, Bleistein N, Del Mar Reus-Garcia M, Mukherjee D, Groysman M, Citri A (2020). Claustral neurons projecting to frontal cortex mediate contextual association of reward. Current Biology.

[bib114] Topilko P, Schneider-Maunoury S, Levi G, Baron-Van Evercooren A, Chennoufi AB, Seitanidou T, Babinet C, Charnay P (1994). Krox-20 controls myelination in the peripheral nervous system. Nature.

[bib115] Turm H, Mukherjee D, Haritan D, Tahor M, Citri A (2014). Comprehensive analysis of transcription dynamics from brain samples following behavioral experience. Journal of Visualized Experiments.

[bib116] Tyssowski KM, DeStefino NR, Cho JH, Dunn CJ, Poston RG, Carty CE, Jones RD, Chang SM, Romeo P, Wurzelmann MK, Ward JM, Andermann ML, Saha RN, Dudek SM, Gray JM (2018). Different neuronal activity patterns induce different gene expression programs. Neuron.

[bib117] Tyssowski KM, Gray JM (2019). The neuronal stimulation-transcription coupling map. Current Opinion in Neurobiology.

[bib118] Valjent E, Aubier B, Corbillé AG, Brami-Cherrier K, Caboche J, Topilko P, Girault JA, Hervé D (2006). Plasticity-associated gene Krox24/Zif268 is required for long-lasting behavioral effects of cocaine. Journal of Neuroscience.

[bib119] Voiculescu O, Charnay P, Schneider-Maunoury S (2000). Expression pattern of a Krox-20/Cre knock-in allele in the developing hindbrain, bones, and peripheral nervous system. Genesis.

[bib120] Volkow ND, Wang GJ, Telang F, Fowler JS, Logan J, Childress AR, Jayne M, Ma Y, Wong C (2006). Cocaine cues and dopamine in dorsal striatum: mechanism of craving in cocaine addiction. Journal of Neuroscience.

[bib121] Volkow ND, Morales M (2015). The brain on drugs: from reward to addiction. Cell.

[bib122] Walker DM, Cates HM, Loh YE, Purushothaman I, Ramakrishnan A, Cahill KM, Lardner CK, Godino A, Kronman HG, Rabkin J, Lorsch ZS, Mews P, Doyle MA, Feng J, Labonté B, Koo JW, Bagot RC, Logan RW, Seney ML, Calipari ES, Shen L, Nestler EJ (2018). Cocaine Self-administration alters Transcriptome-wide responses in the brain's Reward Circuitry. Biological Psychiatry.

[bib123] Warner LE, Mancias P, Butler IJ, McDonald CM, Keppen L, Koob KG, Lupski JR (1998). Mutations in the early growth response 2 (EGR2) gene are associated with hereditary myelinopathies. Nature Genetics.

[bib124] Warner LE, Svaren J, Milbrandt J, Lupski JR (1999). Functional consequences of mutations in the early growth response 2 gene (EGR2) correlate with severity of human myelinopathies. Human Molecular Genetics.

[bib125] White IM, Doubles L, Rebec GV (1998). Cocaine-induced activation of striatal neurons during focused stereotypy in rats. Brain Research.

[bib126] Wilkinson DG (1995). Genetic control of segmentation in the vertebrate hindbrain. Perspectives on Developmental Neurobiology.

[bib127] Wolf ME (2016). Synaptic mechanisms underlying persistent cocaine craving. Nature Reviews Neuroscience.

[bib128] Worley PF, Bhat RV, Baraban JM, Erickson CA, McNaughton BL, Barnes CA (1993). Thresholds for synaptic activation of transcription factors in Hippocampus: correlation with long-term enhancement. The Journal of Neuroscience.

[bib129] Yamada K, Gerber DJ, Iwayama Y, Ohnishi T, Ohba H, Toyota T, Aruga J, Minabe Y, Tonegawa S, Yoshikawa T (2007). Genetic analysis of the calcineurin pathway identifies members of the EGR gene family, specifically EGR3, as potential susceptibility candidates in schizophrenia. PNAS.

[bib130] Yap EL, Greenberg ME (2018). Activity-Regulated transcription: bridging the gap between neural activity and behavior. Neuron.

[bib131] Yin HH, Knowlton BJ, Balleine BW (2004). Lesions of dorsolateral striatum preserve outcome expectancy but disrupt habit formation in instrumental learning. European Journal of Neuroscience.

[bib132] Zahm DS, Becker ML, Freiman AJ, Strauch S, Degarmo B, Geisler S, Meredith GE, Marinelli M (2010). Fos after single and repeated self-administration of cocaine and saline in the rat: emphasis on the basal forebrain and recalibration of expression. Neuropsychopharmacology.

[bib133] Zapata A, Minney VL, Shippenberg TS (2010). Shift from goal-directed to habitual cocaine seeking after prolonged experience in rats. Journal of Neuroscience.

How the deposited data were processed for this re-analysis (not part of the article)

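The data are 3′-RNA-seq counts from 5 brain structures of mice treated with cocaine at 20 mg/kg acutely, repeatedly or as a challenge after 21 days of abstinence, taken 0, 1, 2 or 4 hr after cocaine. The deposited counts are whole numbers of reads per gene, which the authors made from reads aligned to GRCm38 with STAR and counted with HTSeq after removing PCR duplicates by UMI and trimming polyA tails. They are not normalized for library size. The table was checked to hold non-negative integers for 19363 genes and 194 libraries, and all libraries were used in at least 1 analysis. Library totals ran from 1193306 to 10367769.

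The structure, experience, time point, replicate, mouse and sequencing run of each library came from the sample labels and from Supplementary file 1, which also marks the libraries that the paper used for induced genes (143) and for baseline shifts (118). Replicate numbers come from the labels, and mice with the same number in different groups are not stated to be related. Libraries of different runs were taken as the same mouse where the sample names of Supplementary file 1 give the same cohort, structure and animal number. Libraries of the same mouse from 2 runs were summed for baseline shifts, other abstinent mice were added in the NAc and Amy, and induced genes used the libraries that the paper used. The single 4 hr mice of the LCtx after acute and repeated cocaine were left out there, with a fit that includes them as an alternative. In the LH, for which the paper lists no induced genes, all libraries were used.

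Models were fitted in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM factors, quasi-likelihood F tests) and, as an alternative, DESeq2 1.42.0. Adjusted p-values are Benjamini-Hochberg values over the genes tested. Induced genes passed an adjusted p under 0.05 in both steps and a fold change over 1.2 at the peak. Baseline shifts passed the same thresholds in contrasts against naive mice. Differences in induction between experiences in the DS were tested as interaction contrasts in 1 model of all groups. Scores were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with a pseudocount of 1 and, as an alternative, 0.1, and plots were drawn with matplotlib 3.10.9. Permutation tests were exact where the splits could be enumerated and two-sided. Gene coordinates are those of GENCODE release M21 for GRCm38, which may not be the annotation that the authors counted on.

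The genes named in the text were chosen by a rule written before the data were examined: every gene that the paper names from the RNA-seq data, the 5 induced genes with the largest log2FC in each DS experience, the 3 genes with the largest increase and the 3 with the largest decrease in each baseline comparison, and the 3 largest in each direction of the DS interaction contrasts. Some genes that meet this rule are not reported here. Genes named outside this rule are marked as singled out after their values were seen. Where all mice of a group had 3 counts or fewer of a gene, the fold is given as a lower bound against 3 counts. Intervals and this floor cover counting error only.

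The tests were tried on simulated counts, drawn from the mean and spread of each gene and from the library sizes. In these, 200 genes were changed by 2-fold or 4-fold. Differences between runs or cohorts were not simulated. Smaller changes were not planted, although the median log2FC of induced genes in the DS after acute cocaine was 0.60. The recoveries below therefore do not give the power for such smaller changes in the real libraries. For induced genes, edgeR recovered 169 of 200 in the DS design with 5 false calls, and 167 in the NAc design with 4. For differences in induction it recovered 155 with 9 false calls. For baseline shifts with 2 mice per group, it recovered 162 with 8 false calls in the LCtx and 124 with 5 in the DS.

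Alternatives covered the scaling (RLE), the tool (DESeq2), the filter, the replicate number as a block, a single-step test, thinning to the smallest library, a fold change over 1.5, the choice of libraries and runs, covariates for time, run and cohort, other score definitions, and leaving out each mouse. Enrichment of gene ontology terms and KEGG pathways was not repeated, because the term tables were not used here. The smFISH, behavior and virus experiments were not analysed here.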

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

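The tests of a single library for H2-Aa, of library size in the NAc, and of chance in the LH were chosen after the result was seen; the others in this part were fixed before. In 142 groups of 4 to 10 mice, covering 12 genes and scores, 9 groups held 1 mouse far from the rest, where chance gives about 1 in 20, so several of these may be chance; the one with H2-Aa fell to 15.1% of its change without that library.

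At 1 hr after acute cocaine in the NAc, the core gene score of replicate 4 was 6.07, against 5.73 to 5.76 in the other 3 mice. Its library held 3341462 counts, within the range of the others (3295131 to 3557281), which speaks against library size. The DS core score of the same mouse was 7.52, the highest of the 4 mice and 0.264 above the mean of the others. A candidate explanation is a stronger response of the whole mouse, which rests on this 1 mouse.

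At 2 hr after acute cocaine in the DS, replicate 1 had the lowest values of Egr4 (6.32 on the log2(CPM + 1) scale, others 7.39 to 7.57) and Fosb (4.6, others 6.09 to 6.32). In the shared run, a second library of this mouse lay -1.50 from the other mouse of the group for these genes, against -1.37 in the own run. At 2 hr after repeated cocaine, replicate 5 had the lowest values of Egr4 (6.34, others 7.19 to 7.45), Fosl2 (4.21, others 5.31 to 5.72) and Nr4a3 (5.07, others 6.05 to 6.35). Its second library lay -0.823 from the other mouse, against -1.11 in the own run. At 1 hr after challenge, replicate 2 had the highest Nr4a1 (9.41, others 9.05 to 9.10), and its second library lay 0.301 above the other mouse, against 0.329 in the own run. A fault of 1 library is therefore unlikely in these 3 mice. The dissected tissue and the injection were shared by both libraries of a mouse and were not tested. These libraries therefore cannot tell a weaker or stronger response of the mouse apart from a difference in the sample. Other structures of these mice were not compared.

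At 1 hr after challenge in the DS, replicate 4 had 5.702 for H2-Aa (others 1.31 to 1.55) and 5.62 for H2-Ab1 (others 1.38 to 1.9). Without this library, the change of H2-Aa fell to 15.1% of its size, so the induction of H2-Aa rests on 1 library. Antigen-presenting cells in the sample were tested by a list of their marker genes, of which 12 of 15 were tested. The median difference of this library from the others was 0.115, at percentile 77.9 of random lists, which does not single the list out. Within the list, Cd74 and H2-Eb1 were higher by 4.27 and 3.6. A few cells that express these class II genes may still have been present, a hypothesis formed after these values were seen.

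The change of Acvr1 from 0 hr differed between repeated and acute cocaine in the DS, by -1.04 at 2 hr (SE 0.19, adjusted p = 0.00712, edgeR) and by -1.10 at 4 hr (SE 0.19, adjusted p = 0.00329, edgeR). No other gene did so at these times. In the shared run, the difference was -0.144 at 2 hr, against -0.966 in the own runs, and -0.648 at 4 hr, against -1.06. The difference between acute and repeated runs is a candidate explanation for the value at 2 hr, and a difference between experiences is left open at 4 hr.

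In the LH, for which the paper lists no induced genes, 7 genes were induced after acute and 7 after repeated cocaine, and 3 of them (Oxt, Egr1 and Ttr) were called lower in the other experience. Of the 13 core genes, 23.1% were among them, against 0.0696% of all tested genes, so chance alone is an unlikely source. The response was measured in 2 mice per time point, all in 1 run, and no test by splits of the mice was made. An induction of immediate-early genes by cocaine in the LH remains a hypothesis.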

How the results depend on the processing

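All alternatives below were set before the data were examined, except 4 that are marked as added after seeing the data: separate samples with DESeq2, libraries over the size limit thinned, genes of a log2FC of 0.5 to 1, and the PCA on called genes. Where a value moved, the cause was not tested. For numbers of induced genes, 100 values under other settings lay within 1.5 times the reported number and 37 did not, and for baseline shifts 43 did and 47 did not. Values that moved further are given by setting.

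With DESeq2, the baseline shifts were 268 genes in the Amy, 532 in the LCtx and 183 in the NAc after abstinence, and 95 in the LCtx and 81 in the LH after repeated cocaine. The LH had 3 and 4 induced genes, 1 gene differed in induction between repeated and acute cocaine at 1 hr, and 73.4% of the genes of other programs lay within the acute DS program. Without a filter, baseline shifts were 95 in the Amy, 283 in the DS, 380 in the LH and 85 in the NAc after repeated cocaine, and 444 in the DS and 617 in the NAc after abstinence. Induced genes were then 55, 50 and 70 in the Amy, 104, 44 and 47 in the LCtx and 82, 54 and 160 in the NAc after acute, repeated and challenge cocaine, and 47 and 54 in the LH. The 1 hr induction differed for 27 genes between repeated and acute and for 30 between challenge and acute cocaine, and the share within the acute DS program was 48.3%.

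With a fold change over 1.5, baseline shifts were 21 and 173 in the Amy, 84 and 186 in the DS after repeated cocaine and abstinence, 615 in the LCtx and 197 in the NAc after abstinence, and 67 in the LH. Induced genes were 16 in the Amy after acute cocaine and 16 after challenge, and 94, 51 and 85 in the DS. The share within the acute DS program was 74.3%, and the early overlap after repeated cocaine was 29.0 percentage points above the late one (Fisher's exact p = 0.0986). With a single step, induced genes were 16, 5 and 13 in the Amy, 1 and 8 in the LCtx after acute and challenge cocaine, 4 and 7 in the NAc and 42 and 96 in the DS after repeated and challenge cocaine, and 15 and 11 in the LH. The share was 71.6%, and the early overlap after repeated cocaine was 25.0 points higher (Fisher's exact p = 0.312). Thinned to the smallest library, the DS had 111 and 98 induced genes after acute and challenge cocaine.

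In the shared run alone, 49, 48 and 45 DS genes were induced, and 2 genes differed in 1 hr induction between challenge and repeated cocaine. With 2 DS mice per time point, the medians were 90, 64 and 85.5. With every 0 hr mouse, baseline shifts were 1080 and 1749 in the DS, 152 and 1196 in the NAc and 267 in the LCtx after repeated cocaine. Grk5 (0.46), Tceal1 (0.32) and Uchl3 (0.18) then reversed in the DS. With all time points and time as a covariate, they were 1116 and 1422 in the Amy, 1599 and 1998 in the DS, 453 and 1868 in the LCtx, 384 and 2239 in the NAc and 541 in the LH. With the paper's libraries as separate samples, they were 161 in the Amy, 56 in the LH and 31 in the NAc after repeated cocaine and 1296 in the NAc after abstinence. With DESeq2 on separate samples, added after seeing the data, they were 172 in the Amy, 95 and 532 in the LCtx, 31 in the LH and 16 and 606 in the NAc. With the replicate number as a block, a paired design that the labels do not state, baseline shifts were 193 in the Amy, 396 in the DS, 421 in the LH and 2 in the NAc after repeated cocaine and 18 in the NAc after abstinence. The correlation of same-numbered mice lay within 0.1 of 0 in all groups but the time course of the DS after repeated cocaine. In that time course, same-numbered mice mostly shared a cohort.

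With 0 hr mice only, the myelin change in the DS after repeated cocaine was -0.074, the folding change after abstinence 0.40 and the synaptic difference -0.97. With all libraries, the myelin change in the NAc after repeated cocaine was -0.17 (permutation p = 0.0336) and the folding change in the DS after repeated cocaine reversed to 0.15 (permutation p = 7e-05). With the median over genes, the myelin change after repeated cocaine was -0.0067 in the DS (exact permutation p = 0.914) and 0.10 in the LH (exact permutation p = 0.0139), and the folding change in the DS reversed to 0.0052 (exact permutation p = 0.910). The core response was then 0.49 and 0.64 in the Amy after acute and repeated cocaine, 1.31 and 0.61 in the LCtx after repeated and challenge cocaine, 1.07 in the LH after acute cocaine and 1.03 in the NAc after challenge. Among genes with a log2FC of 0.5 to 1, added after seeing the data, the early overlap was 6.71 points higher after acute cocaine (Fisher's exact p = 0.314) and reversed to -0.88 after repeated cocaine (Fisher's exact p = 1). The region PCA on all genes gave 39.6% for PC1. With RLE factors in place of TMM, no result changed its direction, its side of the threshold or its number by more than 1.5 times.

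With each mouse left out in turn, induced genes ran from 154 to 219 in the DS after acute cocaine, 100 to 130 after repeated cocaine and 134 to 153 after challenge. Genes with a different 1 hr induction ran from 0 to 16 for repeated against acute cocaine, from 0 to 15 for challenge against acute cocaine and stayed at 0 for challenge against repeated cocaine (435 at an unadjusted p under 0.05 with all mice). The myelin change in the NAc after repeated cocaine ran from -0.25 to -0.12 and passed the threshold in 1 of the fits. The other myelin, folding and core scores kept their direction, and their side of the threshold where tested. The synaptic score was not fitted with a mouse left out. For named genes, 470 values kept their call under other settings, 87 lost it and 3 reversed, and with a mouse left out 502 kept it, 9 lost it, 6 gained it, 1 reversed and 34 moved. The reversed one was H2-Ab1 in the DS at 1 hr after challenge, whose log2FC ran from -0.36 to 2.7 with the lowest value when replicate 4 was left out. Baseline groups of 2 mice gave no test with a mouse left out. Depth limits genes with few counts: where all mice of a group had 3 counts or fewer, only a lower bound of the fold is given, and smaller shares cannot be seen at these library sizes.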

Differences from the paper's values

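Below, a number differs from the paper's when 1 is more than 1.5 times the other, and an alternative closed the gap when its number was within 1.5 times the paper's.

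The paper lists 71 induced genes in the DS after repeated cocaine, and 109 were called here. Of the alternatives set before the data were examined, thinning to the smallest library (82), a fold change over 1.5 (51), summing the runs of each mouse (100), the shared run alone (48) and 2 mice per time point (64) closed the gap, as did 5 of the fits that each left out 1 mouse (100 to 105). The others did not.

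For baseline shifts, the paper lists 49 genes in the LCtx after repeated cocaine, against 169 here, and none of the alternatives set before the data were examined closed the gap. The paper lists 389 genes in the LCtx after abstinence, against 1015 here. DESeq2 closed this gap (532), also on separate samples, a setting chosen after seeing the values, and the other alternatives set before the data were examined did not. The paper lists 16 genes in the NAc after repeated cocaine, against 10 here. Of the alternatives set before the data were examined, only thinning to the smallest library (15) closed the gap. With the paper's libraries as separate samples and DESeq2, chosen after seeing the values, the number was 16. The paper lists 532 genes in the NAc after abstinence, against 344 here. Of the alternatives set before the data were examined, only the model without a filter (617) closed the gap, as did separate samples with DESeq2 (606), chosen after seeing the values. The paper lists 156 genes in the Amy after abstinence, against 427 here. Of the alternatives set before the data were examined, only a fold change over 1.5 (173) closed the gap, as did separate samples with DESeq2 (172), chosen after seeing the values. The paper lists 26 genes in the LH after repeated cocaine, against 168 here. None of the alternatives set before the data were examined closed the gap, whereas separate samples with DESeq2 (31), chosen after seeing the values, did.

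For the PCA of the DS, the paper's PC2 after acute cocaine is about 27% in Figure 1—figure supplement 2, read by eye, against 14.8% here. After challenge, the paper's PC1 is about 30% and its PC2 about 20% in the same figure, read by eye, against 13.8% and 10.7% here. No alternative had been set before the data were examined. On the genes called in each program, chosen after seeing the values, PC2 was 28.9% after acute cocaine and 15.9% after challenge, which closed the gap, and PC1 after challenge was 52.4%, which did not.

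The paper states that DEGs were assayed in samples of the same sequencing run. Naive and abstinent mice of the LCtx, NAc, Amy and LH, and naive and repeated mice of the LCtx and NAc, were in different runs by the sample names. The paper states that its baseline genes were modified in the same way in all samples. In the other 0 hr libraries of the DS, naive mice were in another run than repeated and abstinent mice. There, 16.8% of the DS genes kept their direction after repeated cocaine and 40.4% after abstinence, a comparison that is also one between runs. For the LCtx and NAc after abstinence, the share was 94.1% and 91.4%, from 1 abstinent mouse each, the LCtx one a mouse that the genes were selected on. In the 1, 2 and 4 hr libraries of the same runs, all of these DS genes, 98.2% of the LCtx and 84.6% of the NAc genes did. The paper describes baseline shifts after repeated cocaine as prominent in the DS. Here the LCtx (169) and LH (168) had more shifted genes than the DS (153), but the order depended on the setting. The DS had the most with DESeq2 (108, against 95 in the LCtx and 81 in the LH), with every 0 hr mouse (1080, against 267 and 168) and with time as a covariate (1599, against 453 and 541). With every 0 hr mouse, the DS groups were partly in different runs, so the 1080 genes may hold a run difference. Of the 107 DS genes that the paper lists, 31 were called there, 5 of them in the listed direction. The paper states that the highest fold inductions were in the DS. Here Atf3 in the NAc after challenge, whose 0 hr mice were at the detection floor, was at least 14.8-fold higher at 1 hr. The largest log2FC in the DS was 3.355, whereas in the LCtx after acute cocaine Nts had 3.891, from 1 of 2 mice, and Ecel1 had 3.527. Ecel1 rests on the same 2 mice at 1 hr, and 1 of them lay apart from all other LCtx libraries in the PCA of all structures. The paper describes myelin genes as lower after repeated cocaine in all structures. In the LH, the score over all time points was 0.03 higher, with Mal and Mobp higher, and it changed by -0.022 at 0 hr only. In the LCtx at 0 hr only, it was 0.031 higher. The paper names Egr2 as the most robustly induced gene of the DS. By log2FC, Egr2 ranked 1 after acute cocaine, 2 after repeated cocaine and 8 after challenge. The values of H2-Aa and H2-Ab1, which ranked above it after challenge, came from 1 of 4 mice. The paper describes a dampened DS response after repeated cocaine, from its induced genes and from smFISH, which was not analysed here. Fewer genes were also induced here after repeated (109) than acute cocaine (181), but 48 and 49 in the shared run alone. The paper made no test of single genes between experiences. In such a test at 1 hr, 0 genes differed in induction after adjustment (649 at an unadjusted p under 0.05), which does not exclude dampening. The paper describes its core genes as common to most programs, and Fosb was induced in 6 of 12. The paper states that libraries above its size limit were thinned, and 2 deposited libraries are above it.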

Other observations

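The tests on sequencing runs, the shift correlations, the strength of early genes, the number of DS mice and the smaller program after repeated cocaine were chosen after the results were seen; the tests on cohorts, marker lists and core genes at 0 hr and the splits were fixed before, although the deciding comparison for Ttr, and the limit that decides some of these tests, were picked after related values had been seen.

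Splits of the mice were drawn by permuting the time points among mice with the same replicate number, 100 splits per result with the real one included. The real DS programs had more induced genes than every other split after acute (181, others up to 126), repeated (109, others up to 76) and challenge cocaine (148, others up to 67), so 1 of 100 splits was as large in each. In the Amy after challenge, 1 of 100 splits was as large (28 genes, others up to 14), and in the NAc after acute cocaine 3 of 100 splits were (17 genes, others up to 18). A chance difference between mice is therefore an unlikely source of these programs. For differences in 1 hr induction in the DS, mice with the same number were swapped between experiences within a time point, and genes with an unadjusted p under 0.05 were counted. As many as the 649 genes between repeated and acute cocaine were found in 80 of 100 splits, as many as the 676 between challenge and acute cocaine in 66, and as many as the 435 between challenge and repeated cocaine in 94. Such swaps turn any difference between experiences, cohorts or runs at 1 time point into a difference in induction. The medians of the other splits (1247, 943 and 691 genes) were above the real counts. These splits therefore neither show nor exclude a difference in induction.

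Baseline shifts between groups of different runs may reflect the runs. Between 2 runs of the same 2 DS mice at 0 hr, 4669 genes differed in acute, 216 in repeated and 295 in challenge mice (median 295). The 344 genes of the NAc, 427 of the Amy and 1015 of the LCtx after abstinence lie within this range, so a run difference cannot be excluded for them. The 169 genes of the LCtx and 10 of the NAc after repeated cocaine, also between different runs, were fewer than the smallest of these numbers. A run difference could alone produce that many, so it cannot be excluded for them either.

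In the DS, shifts within the shared run and within the own runs were compared across 9597 genes in the same 8 mice per experience. Genes are not independent replicates, so no p is given. Pearson's r was -0.416 for repeated against acute cocaine and -0.104 for challenge against acute cocaine. A shift caused by the experience would give a positive r. A technical difference between libraries of different experiences, in the shared run, the own runs or both, is a candidate explanation. The difference between the shared and own library of the same mice correlated with r of 0.101 between acute and repeated, 0.254 between acute and challenge and 0.675 between repeated and challenge mice. This does not show in which of the runs the technical part lies. Between the cohorts of repeated mice, 864 genes differed, against 1599 genes between repeated and acute mice in the shared run over all time points, so part of that shift may be a difference between cohorts.

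The synaptic genes were higher after repeated cocaine in the DS in the shared run only. The score of the same mice changed by up to -0.688 between runs, as much as the shift itself, whereas the cohorts of repeated mice differed by -0.0228. Acute and repeated libraries of the shared run were sequenced together, so a difference between runs alone does not produce the rise there. A technical difference between libraries of different experiences, in the shared run, the own runs or both, is left open. All repeated libraries of the shared run came from the same cohort, so the difference between the repeated cohorts does not test the rise.

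The protein folding and myelin scores differed between challenge and acute mice, 0 to 4 hr after cocaine, among DS libraries of 1 run (exact permutation p = 0.00154 for each, 8 mice against 8), so a difference between runs is an unlikely source in the DS. A technical difference between libraries of different experiences within that run is not excluded by this p. Between the shared and own libraries of the same mice, the folding score changed by up to -0.159 and the myelin score by up to -0.0607, less than between these groups. The cohorts of repeated mice, which share a treatment, differed by 0.0893 in the folding score and by 0.0699 in the myelin score, also less. At 0 hr only, the changes after abstinence were 0.40 and -0.47. Both sets may respond to abstinence in the DS. This is a hypothesis, since the abstinent mice were also a single cohort of their own, whose effect was not tested apart from abstinence.

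In the Amy, Drd2 and Slc5a7 fell after repeated cocaine. The median change of 11 striatal genes was at percentile 0 of 10000 random lists, so a different amount of striatal tissue in the dissected sample is a candidate explanation. The list was as extreme in other structures: at percentile 100 in both LCtx comparisons, and at 0 in the LH and 0.01 in the NAc after repeated cocaine. The same explanation may hold there, or the list may shift for a reason that was not tested. In the LCtx, the median change of 11 blood cell genes was at percentile 0 in both comparisons, at -4.79 and -4.11. The list, with 6 genes tested, was also extreme in the NAc (percentiles 100 and 99.8) and the Amy (99.96 and 99.54). In the DS it was so after abstinence (99.96), but not after repeated cocaine in the DS (78.45) or LH (46.76). The medians outside the LCtx were at most 0.688. S100a8, singled out after its values were seen, had 129 to 217 CPM in all 8 LCtx libraries of acute cocaine, which were 1 run. Blood in the naive LCtx samples is a candidate explanation for Retnlg, Ly6d, Ngp and Clec1b. For Ttr, the 4 other choroid plexus genes tested in the LH lay at percentile 9.26, so choroid plexus in the sample can neither be set apart nor excluded. No biological explanation of these shifts was tested.

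Among DS genes with a log2FC of 0.5 to 1 after acute cocaine, the share that overlapped other structures did not differ between early and late genes (Fisher's exact p = 0.314). After challenge, it did differ (27.3% of early and 5.56% of late genes, Fisher's exact p = 0.0202). The larger changes of early genes, which are easier to detect in several structures, can therefore not be excluded after acute cocaine, and do not account for the whole overlap after challenge.

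With 2 mice per time point, the smallest median of the DS programs was 64 genes, above the 28 genes of the largest program elsewhere, so the number of mice is an unlikely source of the larger DS programs. In the shared run alone, the repeated program had 98.0% as many genes as the acute one, against 60.2% in the own runs and 71.1% with 2 mice per group. With the cohort as a covariate, 232 and 140 genes were induced after acute and repeated cocaine, which does not test a cohort effect, since all acute mice were 1 cohort. The repeated libraries of the shared run came from 1 of the 2 repeated cohorts. Among the draws of 2 mice per group, the repeated program reached 92 genes against 90, 105 against 105 and 153 against 126. In all other draws, it had fewer genes than the acute one. The smaller program after repeated cocaine may depend on the run, the cohort or the mice chosen, which cannot be told apart here. In the own runs, genes induced outside the DS rose in the DS by 1.002 after repeated and 0.957 after acute cocaine (exact permutation p = 0.867). With 2 mice per group in the shared run, they rose by 0.930 and 1.218 (exact permutation p = 0.333, 36 splits). Dampening of these genes was neither shown nor excluded.

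Core genes at 0 hr were lower after repeated cocaine than in naive mice in the DS, by -0.42 (exact permutation p = 0.0571, n = 4 and 4), with all 4 mice below the naive mean. The change was -0.24 in the LCtx, -0.32 in the NAc, -0.27 in the Amy and -0.28 in the LH. In the DS, both cohorts of repeated mice lay below the naive mean, the nearer by 0.416, so a difference between these 2 cohorts is an unlikely source. All naive DS mice were 1 cohort, whose effect was not tested apart from treatment. The score of the same DS mice over all time points differed by 0.0419 (acute) and -0.045 (repeated) between the shared and own runs, less than the difference at 0 hr. In the LCtx and NAc the groups were sequenced in different runs, and in the Amy and LH 2 mice against 2 cannot pass the threshold. The paper does not report this comparison, and a lower baseline of these genes 1 day after cocaine remains a hypothesis.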
